# Identification of an embryonic differentiation stage marked by Sox1 and FoxA2 co-expression using combined cell tracking and high dimensional protein imaging

**DOI:** 10.1038/s41467-024-52069-z

**Published:** 2024-09-09

**Authors:** Geethika Arekatla, Stavroula Skylaki, David Corredor Suarez, Hartland Jackson, Denis Schapiro, Stefanie Engler, Markus Auler, German Camargo Ortega, Simon Hastreiter, Andreas Reimann, Dirk Loeffler, Bernd Bodenmiller, Timm Schroeder

**Keywords:** Embryonic stem cells, Stem-cell differentiation, Endoderm

## Abstract

Pluripotent mouse embryonic stem cells (ESCs) can differentiate to all germ layers and serve as an in vitro model of embryonic development. To better understand the differentiation paths traversed by ESCs committing to different lineages, we track individual differentiating ESCs by timelapse imaging followed by multiplexed high-dimensional Imaging Mass Cytometry (IMC) protein quantification. This links continuous live single-cell molecular NANOG and cellular dynamics quantification over 5-6 generations to protein expression of 37 different molecular regulators in the same single cells at the observation endpoints. Using this unique data set including kinship history and live lineage marker detection, we show that NANOG downregulation occurs generations prior to, but is not sufficient for neuroectoderm marker Sox1 upregulation. We identify a developmental cell type co-expressing both the canonical Sox1 neuroectoderm and FoxA2 endoderm markers in vitro and confirm the presence of such a population in the post-implantation embryo. RNASeq reveals cells co-expressing SOX1 and FOXA2 to have a unique cell state characterized by expression of both endoderm as well as neuroectoderm genes suggesting lineage potential towards both germ layers.

## Abstract (web summary)

Transition paths by which embryonic stem cells commit to different lineages are not well understood. Here, the authors use combined lineage plus 37-dimensional protein information to identify a developmental cell population co-expressing Sox1 and FoxA2.

## Introduction

ESCs are a commonly used model to interrogate embryonic cell lineage choices. Derived from the inner cell mass of mouse embryos and kept in a pluripotent state in vitro, they are an accessible in vitro model of development in controlled conditions^1^. Numerous studies have revealed transcription factors, signaling molecules and epigenetic molecules that are implicated in ESC pluripotency and differentiation networks^2–5^. We, thus, have a good understanding of the molecular signatures of initial and terminal cell fates as well as the identity of individual molecular regulators.

However, we still lack information of the precise transition steps that individual cells traverse from pluripotency to one of the three germ layer lineages. To quantify the dynamics of fate decisions, we need to follow individual differentiating cells over time with continuous information of the cells’ state at each timepoint^6–14^. So far, one can simultaneously study only very few molecular regulators over time or many regulators at only individual time points^15–17^. While both approaches have their individual value, they lack crucial information about cellular and molecular dynamics, or about a more complete picture of molecular cell states. More recently, single cell omics approaches provide a comprehensive view of cell states^18,19^, but lack information about cellular dynamics, history, kinship and of the differentiation path cells took to arrive at their current cell state. This is addressed by recent studies combining cell tracking with end point single cell sequencing^20–23^, which however do not provide information about protein expression, subcellular localization, and posttranslational protein modifications important for their regulation.

Here, we performed timelapse microscopy and single-cell tracking of single differentiating ESCs^8,24,25^ followed by imaging mass cytometry (IMC)-based protein quantification to acquire a comprehensive data set consisting of both cellular and molecular dynamics history over 5 to 6 generations and high dimensional information on molecular regulator expression in the final cell states. Making use of this combined information, we investigate the link between protein and cellular dynamics, such as morphology, motility, division time, and final cell fate. We identify a developmental cell population co-expressing SOX1 and FOXA2, confirm its presence in-vivo; and find that FOXA2, an endoderm marker, can be upregulated even after expression of canonical neuroectoderm marker SOX1, suggesting a unique bi-potent cell state.

## Results

### Multidimensional single cell protein data reveals a spectrum of differentiating ESCs that cannot be adequately represented by dimension reduction methods

We performed timelapse microscopy of ESCs undergoing differentiation in either retinoic acid (N2B27 basal medium + 0.1 uM retinoic acid^5^, “RA”), or mesoderm (N2B27 basal medium + 100 ng/ul Activin-A + 3 uM CHIR99021^5,26^, “Meso”) or self-renewal promoting (“SerumLIF”) medium for two days followed by IMC to obtain single-cell 37-dimensional protein quantifications of molecular markers and regulators (Fig. 1A). We used NANOGVenus/iRFPnucmem reporter ESCs^24,27^ to quantify the single-cell expression dynamics of the pluripotency marker and regulator Nanog in these differentiating cells. In these ESCs, NANOGVenus enables long-term continuous quantification of live cell NANOG expression dynamics by time lapse fluorescence microscopy, nucleus segmentation via iRFPnucmem, cell tracking and quantification. Thus, for each cell, lineage information, NANOG protein levels at each timepoint and end-point multidimensional protein data was available to better understand the process of ESC differentiation (Fig. 1B).

**Fig. 1:**
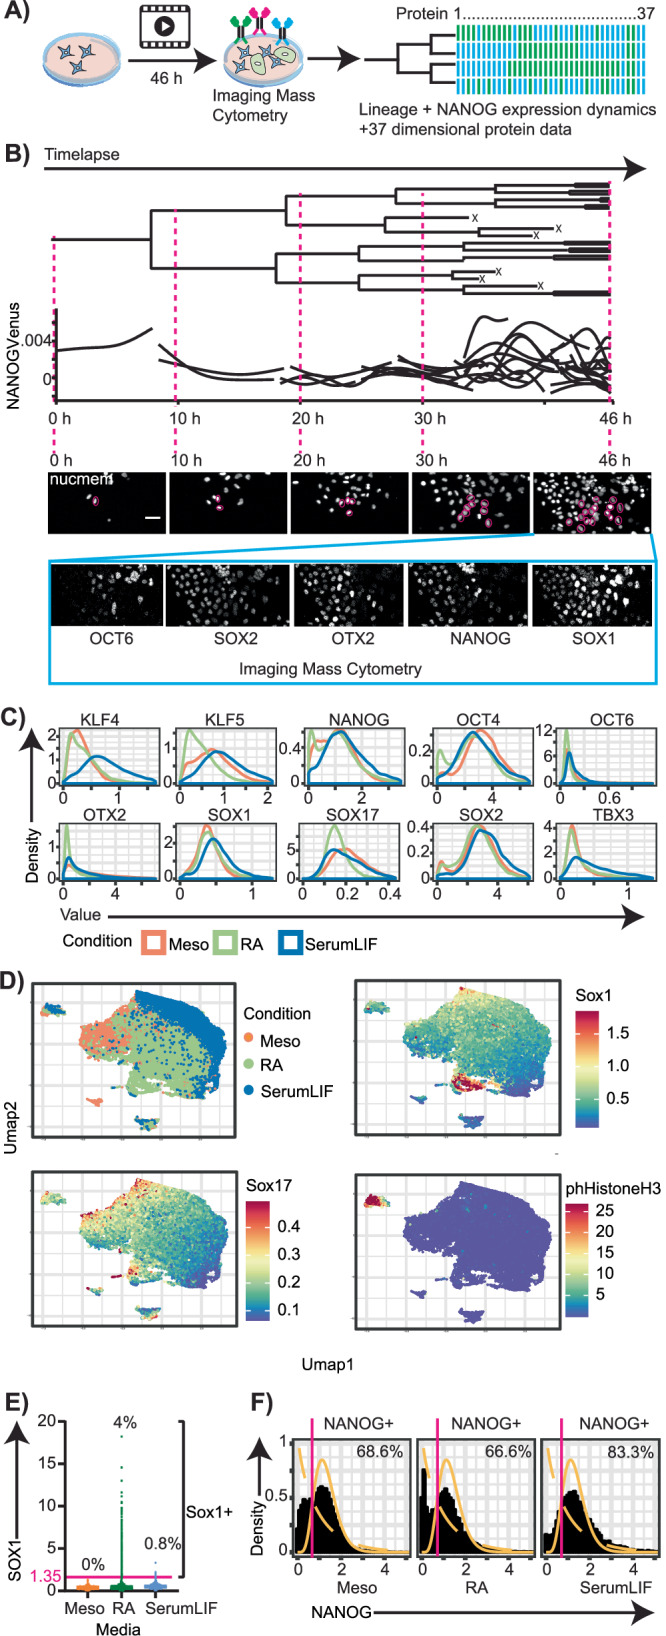
Combined timelapse and Imaging Mass Cytometry of differentiating ESCs reveals heterogeneous protein expression even between closely related individual cells in the same media conditions. **A** Experimental workflow. **B** Imaging data reveals heterogeneous protein expression at the single cell level. Representative example in RA medium. Nucleus labelled by iRFPnucmem in timelapse images. Scale bar 50 um. Lineage data and NANOGVenus quantification over 46 h and 5 generations. Branches terminating before 46 h due to cell death (X) also shown. Corresponding cell and progeny (pink circles) highlighted in primary imaging data. See also Supplementary Fig. 1B for complete field of view of this zoomed-in image. **C** Quantification of protein expression in different media conditions obtained by IMC at 46 h, plotted as distribution of expression profile of each protein per condition n > 9000 cells per media condition from 2 biological replicates. **D** UMAP dimensionality reduction fails to separate cells into distinct fate marker enriched populations. Cells colored by culture media (top left) or antibody expression levels (rest). Dimensions used include all 37 protein markers. n > 34000 cells from 2 biological replicates. **E** Representative example of thresholding proteins upregulated upon differentiation (SOX1 from IMC quantification). Threshold value (pink) and % SOX1+ cells in per condition. n > 9000 cells per condition from two biological replicates. **F** Representative example of threshold determination for proteins downregulated during differentiation (NANOG from IMC). Bimodal expression fitted with gamma distributions (yellow) and threshold value (pink) at intersection of the two distributions. Proportions of cells in NANOG+ class per condition as indicated. n > 9000 cells per condition from two biological replicates.

A panel of 37 antibodies, now available as a resource for future studies, was optimized for IMC to detect pluripotency factors, differentiation markers, signaling molecules, histone modifiers and cell cycle markers, providing a comprehensive protein snapshot of cell state (Fig. 1B, Supplementary Table 1). Data was obtained from two biological replicates having similar protein expression profiles with no batch effects (Supplementary Fig. 1A). IMC revealed heterogeneous expression of most proteins, even in neighboring cells.

Protein expression profiles after 46 h of differentiation were highly heterogeneous between single ESCs within the same and across different media conditions (Fig. 1C, Supplementary Fig. 2A). For example, KLF4, a naïve pluripotency factor^16^, was downregulated in RA and Meso compared to SerumLIF media (Fig. 1C). However, SOX2, another pluripotency factor with a role also in neuroectoderm differentiation^5^, was similarly expressed in all media with only a small population downregulating it during differentiation (Fig. 1C).

Dimensionality reduction of all cells based on non-discretized IMC protein data lead to a general separation by media conditions, but visually no distinct fate enriched populations indicated by neuroectoderm (Sox1) and endoderm fate marker expression (Sox17, FoxA2) separate from the overall population were observed (Fig. 1D, Supplementary Fig. 2B). Rather, the visually distinct populations are groups of mitotically active cells indicated, for example, by upregulated phHistoneH3 expression (Fig. 1D). At the same time, there is a huge variation in range per antibody with Sox17 having range of ~0 to 0.5 while phHistoneH3 has a range of ~0–30 (Fig. 1D). This is likely due to the quality of the individual antibody, the metal isotope it is tagged with, as well as true biological variation. Prior to dimensionality reduction, we performed range scaling of antibody expression (See Methods for more details) to give equal weightage to each antibody. However, this can also artificially increase the range such that heterogeneity is observed where no true biological heterogeneity exists such as, perhaps, in the case of Sox17 and Sox1. Therefore, to overcome this problem and identify biologically relevant marker-specific cell states, we decided to binarize the antibody data. We determined each protein as non- or expressed based on individual thresholds, and classified cells according to their combinatorial thresholded protein expression state. For markers which are upregulated upon differentiation, such as SOX1, the threshold was determined based on previous knowledge and examination of raw images (Fig. 1E): Since expression is not expected in pluripotency media, thresholds were set on data from SerumLIF conditions to minimize false positives. As an example, SOX1 expression was mostly absent in both, pluripotency, and mesoderm promoting media, while retained in RA where neuroectoderm differentiation and thus SOX1 expression is expected^28^. For proteins that are highly expressed in pluripotent ESCs, expression data per condition was fitted with gamma distributions and the intersection of these fitted curves was taken as the threshold (Fig. 1F, Supplementary Fig. 3A). Preferred cell states based on this binary classification of proteins reveals a core, robust pluripotency network of NANOG, OCT4, SOX2 and ESRRB that persists in a subset of cells even after 48 h in differentiation media (Supplementary Fig. 3B, See Source Data for complete list of all cell states per media and their proportions)

### NANOG downregulation occurs two generations prior to but is not sufficient for neuroectoderm marker SOX1 upregulation

Following manual threshold assignment of end point IMC data, we performed a plausibility check to ensure our thresholds values were correctly assigned. Tracking and quantifying single-cell the expression of the pluripotency marker NANOG over 46 h in SerumLIF, we observed a bimodal population, with NANOG+ or NANOG- cell proportions remarkably consistent across generations (Fig. 2A). Owing to artefacts due to morphological changes during mitosis when the nuclear envelope breaks, NANOG reporter expression in the last two timepoints prior to mitosis and the first two timepoints after mitosis were always excluded for any tracked cell. The proportions obtained with NANOG reporter were consistent with those obtained by end point NANOG IMC data (Supplementary Fig. 3C). Two independent measurements and two independent thresholds yielding the same results validated our strategy for threshold assignment.

**Fig. 2:**
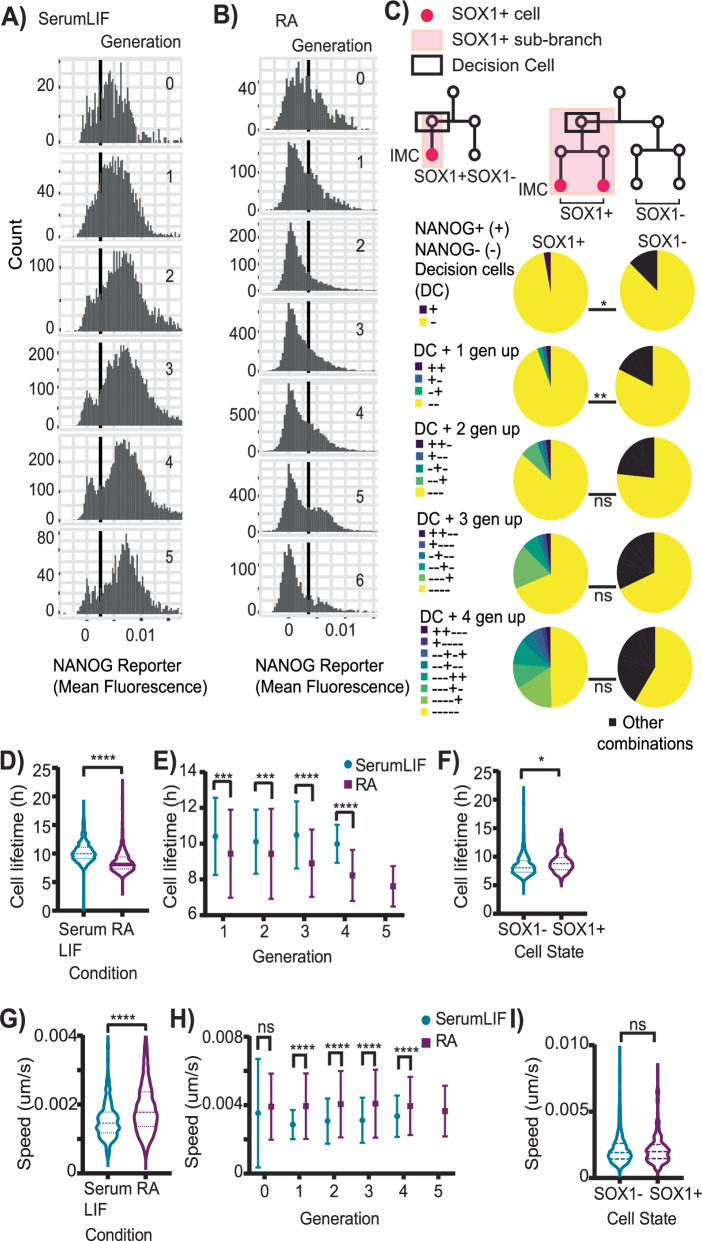
Nanog dynamics, cell motility and lifetime are not indicators of neuroectoderm marker Sox1 expression. **A**, **B** Live cell NANOG reporter expression per generation. Manual threshold (black). N > 25000/ > 40000 data points from complete lifetimes of each tracked cell in 52/71 trees from 2/2 biological replicates in A (SerumLIF)/B (RA). **C** NANOG downregulation occurs two generations prior to, but is not sufficient for, Sox1 expression. Ancestral NANOG levels of SOX1+ Decision Cells (left) and SOX1- cells (right). Decision Cells (rectangle box) detected as shown graphically (see Methods). “+-” means current cell is NANOG+ and its mother cell is NANOG-, and so on. N = 66 Decision Cells and 294 SOX1- cells from two biological replicates. *p = 0.04, **p = 0.007, ns: not significant p = 0.06, 0.87, 0.31 (2, 3, 4 gen up), Two-sided Fisher’s exact test, with cells in yellow as category 1 and all other combinations grouped together. **D** ESCs in SerumLIF have longer cell lifetimes. N > 850 cells per condition from 2 biological replicates. Dotted lines represent 25^th^, 50^th^ and 75^th^ percentile values. ****p < 0.0001, Two-tailed unpaired t-test. **E** Difference in cell lifetime persists over generations. From generation 1–4, n = 102, 200, 325, 233 cells in SerumLIF and from generation 1–5, n = 136, 246, 398, 517, 259 cells in RA from 2 biological replicates. Error bars: means ± SDs. ****p < 0.0001, ***p = 0.0002, 0.0005 (Gen 1, 2), 2-way ANOVA corrected for multiple comparisons. **F** SOX1+ and SOX1- cells in RA have similar lifetimes. N = 120 SOX1+ and n > 1500 SOX1- cells from 2 biological replicates. Dotted lines: 25th, 50th and 75th percentile values. *p = 0.02, Two-tailed unpaired t-test. **G** Cells in RA are more motile. N > 900 cells per condition from 2 biological replicates. Dotted lines: 25^th^, 50^th^ and 75^th^ percentile values. ****p < 0.0001, Two-tailed unpaired t-test. Graph magnified. Original in Supplementary Fig. 3E. **H** Difference in cell motility in persists over generations. From generation 0-4, n = 52, 102, 200, 325, 233 cells in SerumLIF and from generation 0-5, n = 70, 136, 246, 398, 517, 259 cells in RA from 2 biological replicates. Error bars: means ± SDs. ****p = 6.76E-06, 6.45E-09, 1.23E-13, 4.55E-05 (Gen1, 2, 3, 4), ns: not significant p = 0.71, 2-way ANOVA corrected for multiple comparisons. **I** SOX1+ and SOX1- cells in RA have similar speeds. n > 300 SOX1+ and n > 3000 SOX1- cells from 2 biological replicates Dotted lines represent 25th, 50th and 75th percentile values. ns: not significant p = 0.95, Two-tailed unpaired t-test.

The evidence of a persistent NANOG- population in pluripotent media is in line with previously described varied NANOG dynamics^24^. Utilizing NANOG reporter expression and lineage data, we computed NANOG-based state transition probabilities across generations in SerumLIF pluripotency media (see Methods for details). The probability of NANOG+ cell transitioning to NANOG- cell in the next generation is very low (0.05 ± 0.01) compared to a NANOG- cell transitioning to NANOG+ cell (0.3 ± 0.07). This is not unexpected as, even if Nanog is downregulated in one generation, the surrounding network of pluripotent proteins and the media conditions themselves, likely keep the cell in a NANOG+ state which is a more stable state in these culture conditions (Supplementary Fig. 3B). The presence of a minor NANOG- negative population in SerumLIF, that doesn’t increase in proportion with increasing generations (Fig. 2A, Supplementary Fig. 3C), is also indicative of the unstable nature of a NANOG- state in pluripotent media. Further supporting our threshold strategy, this is corroborated by inferring NANOG transition dynamics following Kin Correlation Analysis (KCA)^29^ using end point NANOG IMC data and lineage information. Here, the inferred probability of a NANOG+ cell transitioning to NANOG- cell is 0.03 ± 0.01 and for a NANOG- cell transitioning to NANOG+ cell it is 0.24 ± 0.07.

Next, we analyzed NANOG dynamics also in ESCs cultured differentiation media RA. As expected, and different from cultures in pluripotency maintaining media, cells mostly downregulated NANOG in RA, with only a minor persisting NANOG+ population (Fig. 2B, Supplementary Fig. 3D). NANOG expression thresholds were set as described above, and IMC-based thresholding again confirmed the threshold based on live cell NANOG quantification with an accuracy of 85.2%. Calculating NANOG-based state transition probabilities as above for RA, we found that, opposite to transition probabilities in SerumLIF, in RA differentiation media, the probability of NANOG+ cell transitioning to NANOG- cell in the next generation is much higher (0.26 ± 0.09) compared to a NANOG- cell transitioning to NANOG+ cell (0.1 ± 0.07). In Meso differentiation medium, the transition probabilities are roughly similar, with NANOG- to NANOG+ being 0.16 ± 0.04 and NANOG- to NANOG+ being 0.12 ± 0.05. This is likely because of the presence of CHIR99021 inhibitor in Meso differentiation medium, which is also a key component of the pluripotency promoting defined media 2iLIF^30^.

We next investigated NANOG dynamics in predicting SOX1 neuroectoderm marker expression in RA medium. Based on kinship information from tracking data (46 h in RA), we observed that usually only some related cells in colony sub-branches were SOX1+. In these colony sub-branches, the decision for SOX1 upregulation most likely occurred in a common ancestor of these SOX1+ cells rather than independently in every related cell. We termed these common ancestors of SOX1+ progeny ‘Decision Cells’ (Fig. 2C). NANOG reporter expression revealed that nearly all Decision Cells are NANOG- (97%) (Fig. 2C). When including data from the previous generation, 95% of Decision Cells and their parents are NANOG- (Fig. 2C). When including data from two previous generations, the percentage of Decision Cells and their ancestor cells that are all NANOG- is still 87% (Fig. 2C). This reduces to 69% and 50% when including data from three and four previous generations, respectively (Fig. 2C). Thus, NANOG downregulation has typically already occurred two generations prior to SOX1 upregulation. We then asked if NANOG downregulation for two generations is sufficient for SOX1+ commitment by quantifying NANOG dynamics of all SOX1- cells and their ancestors (Fig. 2C). While not as pronounced as with Decision Cells, a majority of SOX1- cells are also NANOG- (87%) (Fig. 2C). 82% of SOX1- cells and their parents are NANOG-. These observed proportions for SOX1- cells and their ancestors one generation up are significantly different compared to SOX1+ Decision Cells but the effect size is minor (10% difference at current generation and 13% difference at current generation plus parent) and doesn’t have predictive power. The difference in proportions becomes non-significant when considering ancestral dynamics from 2 generations up and higher. 72% are NANOG- for two previous generations, 69% for three previous generations and 59% for four previous generations (Fig. 2C). Thus, while more cells are NANOG- in the previous two generations of SOX1+ (87%) versus SOX1- cells (72%), the observed proportions are not significantly different and NANOG- is the dominant state in both cases (Fig. 2C). Thus, NANOG downregulation two generations prior is not sufficient for starting SOX1+ expression.

We next looked at cellular dynamics such as cell lifetime and cell motility to check if they can predict neuroectoderm marker SOX1+ expression. All cells of SOX1+ Decision Cell sub-branches were labelled SOX1+. The remaining cells were classified SOX1-. For cell lifetime (time between two mitosis events) analysis, only dividing cells were included whose parent could be identified. Cells in RA had a significantly shorter lifetime (8.6 ± 1.9 h) than in pluripotency media (10 ± 1.8 h) (Fig. 2D), as previously reported^31^. This difference is present across generations and increases with increasing generation numbers (Fig. 2E). However, differences between cell lifetimes of SOX1+ (8.9 ± 1.6 h) and SOX1- cells (8.5 ± 1.9 h) (Fig. 2F) within the same RA condition were minor (24 minutes). Cell cycle lengths thus do not identify this neuroectoderm marker expression. Similarly, cell motility, which is related to cell adhesion and is defined as mean distance travelled per timelapse imaging frame, is significantly higher in RA (0.002 ± 0.0006 um/s) than pluripotency media (0.0013 ± 0.0006 um/sec) (Fig. 2G), and this is consistent across generations (Fig. 2H). However, cell motility is not different between SOX1+ and SOX1- cells in RA (Fig. 2I), and thus not useful as an indicator of SOX1+ upregulation.

### Unexpected co-expression of neuroectoderm (SOX1) and endoderm (FOXA2) markers in rare differentiating ESCs

In our analysis of Decision Cells in the previous section, we identified 28 pairs of sister cells with differential SOX1 expression in the last generation for which IMC data is available (Fig. 3A). This enables the identification of individual cells in a specific interesting time window: since these sister cells were the same single (mother) cell, their asymmetric SOX1 expression indicates that the fate decision leading to SOX1 expression happened in only one of the sisters and only in the few hours since division. The sister cells should thus differ mostly in their molecular programs associated with that state change, potentially allowing the identification of relevant regulators or co-regulated molecules^23^. However, we observed no significant difference for any of the analyzed pluripotency factors or signaling molecule (Fig. 3A). We found significant differential expression for cell cycle marker Ki67^32^ and histone modifier Dnmt3b^33^ (Fig. 3A). However, unlike for SOX1, the overall distribution of Ki67 and Dnmt3b is relatively similar between the Sox1+ and Sox1- sister pairs (Fig. 3A). The significance therefore likely arose from a few outliers affecting the mean in this small population.

**Fig. 3:**
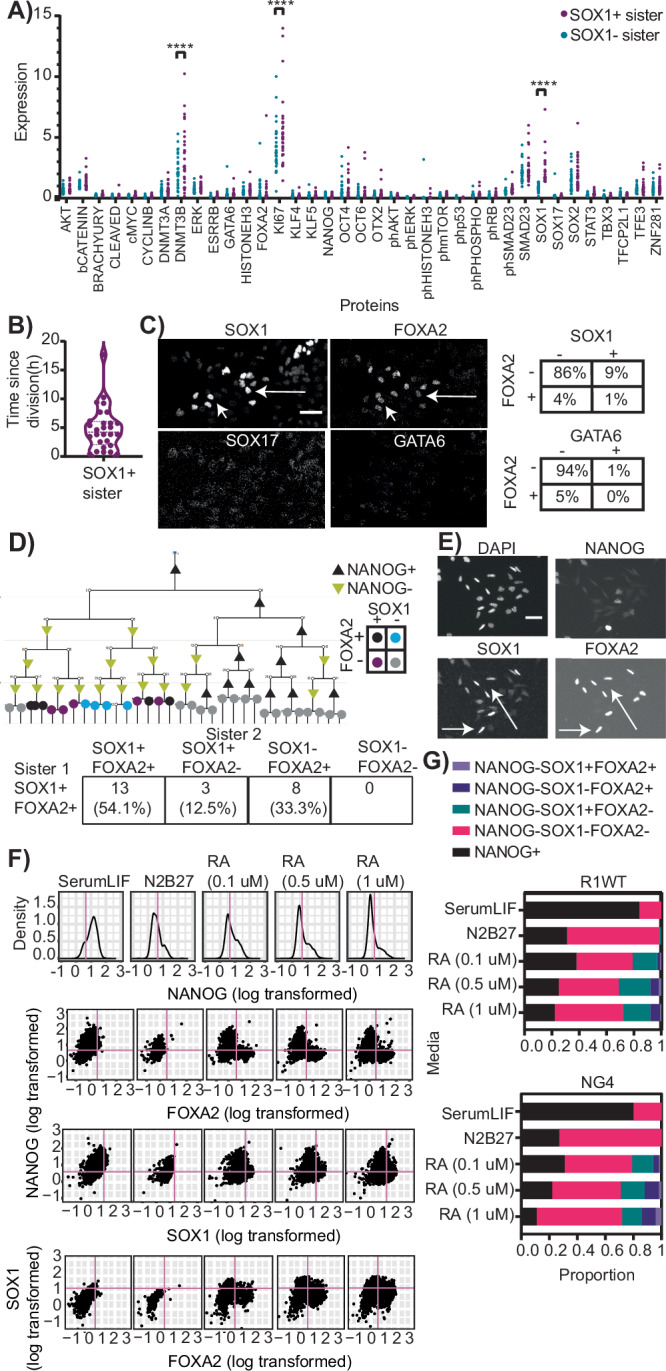
A cell population co-expressing canonical ectoderm and endoderm lineage markers. **A** No significant differences in pluripotency marker and signaling molecule expression of SOX1+ /SOX1- sister pairs. n = 28 sister pairs from two biological replicates. ****p < 0.0001 where indicated, else non-significant p > 0.99, 2-way ANOVA corrected for multiple corrections. **B** Neuroectoderm marker Sox1 does not get upregulated at a specific cell cycle stage. **C** A significant proportion of cells in neuroectoderm promoting RA media express the FOXA2 endoderm marker. Rare cells co-express SOX1 and FOXA2 (arrows). FOXA2 is not co-expressed with endoderm marker SOX17 or primitive endoderm marker GATA6 (shown dim signals for both are only background). n > 4000 NANOG- cells from 2 biological replicates. Scale bar 50 um. **D** Observed SOX1+FOXA2+ cells are closely related to single positive or other double positive cells, but never to SOX1-FOXA2- cells, indicating a potential progenitor population of uni-marker expressing cells. Phenotype frequencies of sisters of SOX1+FOXA2+ cells (bottom). n = 24 sister pairs from 2 biological replicates. **E** The parental line R1WT also differentiates into SOX1+FOXA2+ (arrows), -+ and +- cells. Representative immunostaining images after 48 h in RA, n = 2 biological replicates. Scale bar 50 um. **F** Cell state classification based on NANOG, FOXA2 AND SOX1 immunostaining quantification after 48 h in different media conditions. NANOG threshold (pink) assigned based on NANOG expression in SerumLIF (top) and FOXA2 (second from top) and SOX1 (second from bottom) threshold based on their expression in N2B27 alone. Same thresholds used for SOX1+FOXA2+ population in RA media (bottom). n > 700 cells per condition from one biological replicate. **G** SOX1+FOXA2+ cells are generated in different RA concentrations. Proportion of cells in R1WT (top) and NG4 (bottom) ESC lines. Thresholds as shown in F) and G). n > 700 cells per condition per cell line from 1 biological replicate each. A 2^nd^ replicate yielded similar numbers (Supplementary Fig. 4L).

We also quantified the time since division of the SOX1+ cells in these sister pairs to determine if there was a particular time window during which these cells committed to SOX1+ upregulation, indicative of neuroectoderm lineage (Fig. 3B). Time since division of these cells in the last generation prior to IMC were spread from 30 minutes to 10 hours (Fig. 3B) indicating cell cycle stage independent cell SOX1 upregulation. Asymmetric fate choices between two sisters very early in their cell cycle demonstrates rapid fate decision making in the very short time since their mother’s division.

In addition to SOX1 expressing cells, which is expected in neuroectoderm promoting RA, we also observed a considerable proportion of cells (4%) expressing the endoderm marker FOXA2 (Fig. 3C)^34^. Extra-embryonic endoderm cells (XEN), resembling primitive endoderm, are of interest in the field and share markers with definitive endoderm lineage (SOX17)^35^. They are also known to arise from RA media, though at a later time of 4 days^36^. We therefore checked if FOXA2 was coexpressed with the XEN markers SOX17 and GATA6, but this was not the case (Fig. 3C). In addition, we repeated the analysis performed earlier with SOX1+ cells (Figs. 2C, F, I and Fig. 3A), to identify if NANOG dynamics, lifetime, motility or cell marker can predict expression of endoderm marker FOXA2, mesoderm marker BRACHYURY or any germ layer marker in general (SOX1+/FOXA2/BRACHYURY+/GATA6+/SOX17+ ) (Supplementary Fig. 4A-K). Our analysis yielded similar results as with SOX1 and no predictive indicators of the germ layer markers in the IMC panel were found.

Our IMC quantification revealed a small population of cells (1%) to be co-expressing both SOX1 and FOXA2 markers (Fig. 3C). This co-expression was confirmed by manual inspection of raw images, and proteins localized to nucleus as expected (Fig. 3C). For meso-endoderm differentiation, co-expression of meso- and endoderm markers has been described in an intermediate population later giving rise to committed endo- or mesodermal cells^37^. Therefore, the rare cells co-expressing SOX1 and FOXA2 could be precursors to uni-marker cells expressing either only neuroectoderm marker SOX1 or only endoderm marker FOXA2. SOX1+FOXA2+ cells were always present as sister to SOX1+, FOXA2+ or SOX1+FOXA2+ cells, but never in pairs with SOX1-FOXA2- cells. This suggests that they may be preceding uni-marker expression between ectoderm marker SOX1 and endoderm marker FOXA2 (Fig. 3D). To rule out that this may be an artefact of the IMC protocol or an occurrence in this reporter line only, we performed immunostaining for SOX1, FOXA2 and NANOG of R1WT ESCs (parental line of R1 NANOGVenus/iRFPnucmem) in RA media (Fig. 3E) and NG4 cells which come from a different strain^38^. In all cases, we detected FOXA2+ and SOX1+FOXA2+ co-expression (Fig. 3E).

We repeated ESC cultures with different concentrations of RA to check if increased RA correlates with increases in any progenitor cell population. Positive NANOG expression was scored based on our positive control of SerumLIF (Fig. 3F). NANOG- cells were then assigned SOX1 and FOXA2 threshold values based on the negative control of N2B27 media (the basal media of RA) and the proportion of SOX1+ , FOXA2+ or SOX1+FOXA2+ cells were quantified (Fig. 3F). Increasing RA from 0.1 to 0.5 uM led to an overall increase in cells expressing differentiation markers (Fig. 3G). This difference was less pronounced upon increasing RA concentration to 1 uM (Fig. 3G). Nevertheless, for all RA concentrations and two different cell lines, the SOX1+FOXA2+ population was still observed, confirming that our initial observation from IMC data was not an artefact but potentially identified a rare developmental cell differentiation stage.

### SOX1 expressing cells can still develop into FOXA2 positive cell types

Our data suggested that SOX1+FOXA2+ co-expression might potentially identify a bipotent precursor stage with ecto- and endodermal differentiation potential marked by SOX1 and FOXA2 expression. However, better understanding these cells’ possible bipotentiality requires continued live single cell quantification of these transcription factor expression dynamics. We therefore engineered a Sox1-EGFP/FOXA2mCherry double reporter line. We used the previously published Sox1-EGFP line where GFP is knocked in downstream of the Sox1 promoter in its endogenous locus, replacing the Sox1 gene in one endogenous allele^39^. Using Crispr-Cas9-mediated homologous recombination, we fused mCherry to the C-terminus of FOXA2 by knockin into the FoxA2 locus (Fig. 4A). To ensure FOXA2mCherry accurately reports FOXA2 protein expression with nuclear localization and expression onset as previously observed in RA medium, we subjected cells to RA differentiation for 2 days, tracked fluorescent reporter marker expression and then performed antibody staining against the proteins of interest (Fig. 4B). FOXA2mCherry was correctly localized in the nucleus with a high degree of correlation between reporter (absent in the parental line as expected) and antibody (r = 0.84) (Fig. 4B, C). Since EGFP is not fused to SOX1 protein itself, it locates to the whole cell body as expected. Its expression correlated with endogenous SOX1 protein expression as detected by antibody and was similar to the parental line (Fig. 4B, C). Again, we saw the presence of SOX1+FOXA2+ cells also in this double reporter line (Fig. 4C). We repeated this quantification at 4 and 6 days (D4/D6) post RA differentiation to exclude that the fluorescence reporter intensity gets decoupled from protein expression over time (Supplementary Fig. 5A). FOXA2mCherry expression remained well correlated with FoxA2 protein levels at both D4 (*r* = 0.7) and D6 (r = 0.6). Based on examining the raw images, we attribute the gradual decrease in r values over time to increased cell density, cell debris autofluorescence and more diverse morphologies over time, making image segmentation and quantification noisier. Sox1-EGFP expression remains well correlated to Sox1 protein expression at D4 (r = 0.6) but not at D6 (r = 0.29) (Supplementary Fig. 5A). As EGFP is not fused to Sox1 itself, its expression potentially gets decoupled from SOX1 protein expression at D6. Performing time-series FACS analysis to identify the proportion of Sox1 + FOXA2-, Sox1 + FOXA2- and Sox1 + FOXA2+ cells over time (Supplementary Fig. 5C, D), we observed that the percentage of Sox1+FOXA2- cells peaks at 2 days post differentiation before gradually returning to baseline by D6 (Supplementary Fig. 5C), consistent with literature^40^. In contrast, the proportion of Sox1-FOXA2+ cells increases with time (Supplementary Fig. 5C). These observed frequencies might also explain the low correlation of Sox1-EGFP to SOX1 protein expression at D6. As the overall expression levels of EGFP and SOX1 antibody are at their lowest at D6 (Supplementary Fig. 5A) with many cells Sox1-, quantification becomes noisier as the signal is close to background.

**Fig. 4:**
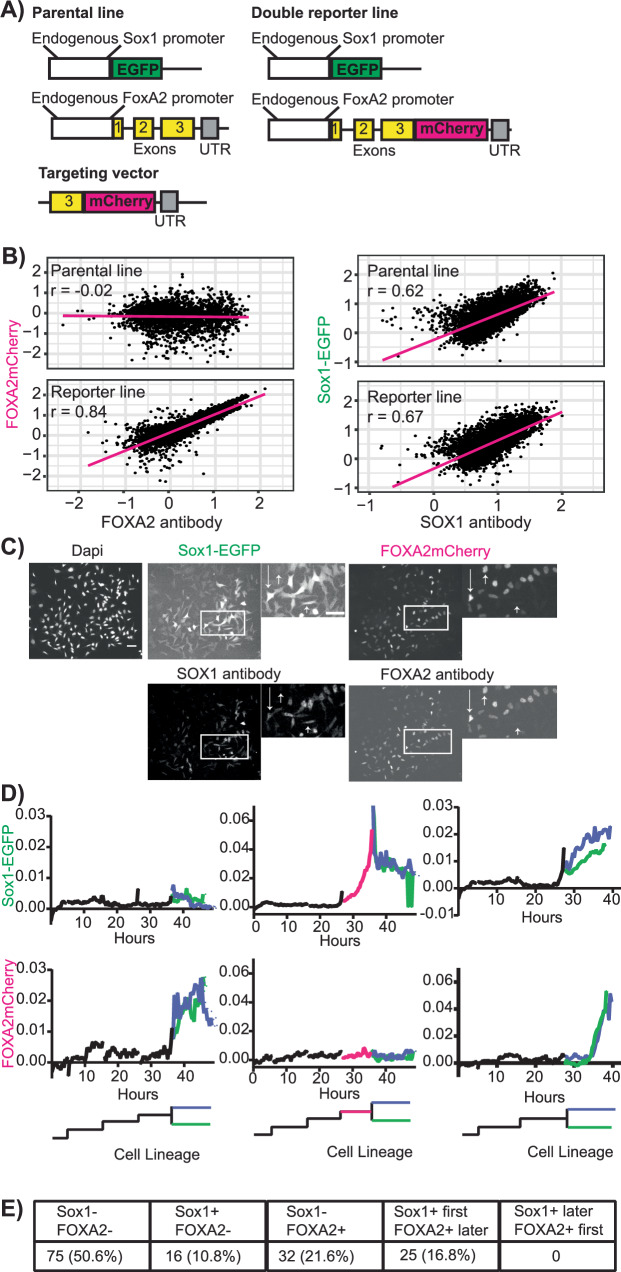
Sox1 expressing cells can still differentiate into a FOXA2 positive endodermal marker state. **A** Knock-in targeting strategy to obtain a Sox1-EGFP/FOXA2mCherry double reporter line using Crispr-Cas9. **B** The Sox-EGFP/FoxA2mCherry line accurately reports FOXA2 and SOX1 protein expression. Expression quantified 2 days post RA differentiation. Log transformed data plotted. Linear regression line (pink) and Pearson correlation coefficient (r) as indicated. n > 2500 cells per line from two biological replicates. **C** Representative images of data quantified in B) showing SOX1 and FOXA2 reporter expression as well as SOX1 and FOXA2 immunostaining data for the same cells. Inset shows images at higher magnification. Scale bars 50 um. Overlay images in Supplementary Fig. 5B. **D** Quantification of Sox1-EGFP (top) and FOXA2mCherry (bottom) expression dynamics in single cells. Timelapse imaging and cell tracking during RA differentiation. Only partial cell pedigrees shown for clarity. Representative examples show upregulation of FOXA2 alone (left), SOX1 alone (middle) and both SOX1 and FOXA2 (right). **E** SOX1+ cells upregulate FOXA2 but not vice versa. n = 148 cells from two biological replicates.

To check the timing of Sox1 and FOXA2 upregulation, we tracked individual cells throughout differentiation and quantified their fluorescent expression. We observed both, Sox1 upregulation without prior FOXA2 expression and FOXA2 upregulation without prior Sox1 expression (Fig. 4D), thus ruling out SOX1+FOXA2+ cells as mandatory differentiation stage preceding ecto- versus endodermal uni-marker expression. In addition, we observed FOXA2 upregulation following Sox1 expression in the same cells in 16.8% of all cell tracks analyzed (Fig. 4E). Interestingly, the opposite occurrence – FOXA2 expression before Sox1 upregulation – was never observed for any of the tracked Sox1+ cells (Fig. 4E). This suggests that FOXA2 expression potentially reports the loss of differentiation potential into neuroectoderm marker Sox1 positive cells, while Sox1+ expressing cells can still differentiate into the endoderm marker FOXA2 positive state. This cautions us from using SOX1 alone as a marker for neuroectoderm cells and indicates that there are multiple or more flexible routes to endodermal differentiation.

### RNASeq reveals that SOX1-FOXA2+ cells have visceral/parietal endoderm lineage potential while SOX1+FOXA2+ cells are characterized by expression of both endoderm and neuroectoderm markers

To get a more comprehensive characterization of the cell state of these Sox1+FOXA2-, Sox1-FOXA2+ and SOX1+FOXA2+ cells, we differentiated Sox1-EGFP/FoxA2mCherry cells for 2, 4 or 6 days in RA medium (D2/D4/D6), FACS sorted for desired populations and performed bulk RNASeq (Fig. 5A). In addition, to characterize the lineage potential of these cells, we differentiated the reporter line for 2 days in RA, sorted for desired populations, and cultured them in RA medium for a further 2 or 4 days for a total differentiation time of 4 or 6 days (Progeny D4/D6), followed by RNASeq (Fig. 5A). 

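The sorted populations gave 39 libraries of about 500 cells each, with 3 biological replicates of each of 13 conditions. At D0 only Sox1-FOXA2- cells were taken, and at D2, D4 and D6 all 4 combinations of the markers, in N2B27 medium with 1 uM RA. The Sox1-EGFP/FoxA2mCherry line is a mouse ESC line in which EGFP reports Sox1 and mCherry reports FOXA2, so that the sorting gates define the populations. By the paper's account EGFP no longer followed SOX1 protein well at D6, so that Sox1+ there means positive for EGFP. RNA was amplified with the SMART-Seq Stranded Kit, and the authors aligned the reads with STAR, counted them per gene with featureCounts on GENCODE release M21, and deposited raw counts without normalization. Between 20391512 and 61358355 counts per library fell on genes, with a median of 27564704 at D0, 36769772 at D2, 39334118 at D4 and 34720851 at D6. Genes with at least 1 count numbered from 14458 to 27832 per library.

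Populations of one day were compared with edgeR's quasi-likelihood test on the 12 libraries of that day, after TMM normalization and edgeR's filter on genes with low counts, and p-values were adjusted with the Benjamini-Hochberg method over all genes tested. The test was tried on simulated libraries with the means and spread of the D6 data, in which 200 genes differed by 3 on the log2 scale between groups of 3 libraries. It called 77 genes, of which 73 were among the 200 changed genes and 4 were not. DESeq2's Wald test called 517 genes in the same simulated libraries, of which 423 were unchanged. An absence of a call in the sorted libraries is therefore weak evidence, since most of the 200 changed genes were not called.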

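The progeny gave 18 libraries, with 3 biological replicates at D4 and at D6 for each of the populations positive for Sox1, FOXA2 or both. From each population 50000 cells were sorted at D2 and replated, and about 500 cells per library were taken after a further 2 or 4 days. The basal medium of the replated cells was serum, whereas cells sorted directly at D4 and D6 stayed in N2B27, so that replating and basal medium cannot be separated in a comparison of progeny with sorted cells. Library totals ran from 10170632 to 81845651 counts, with a median of 34167909 at D4 and 40593726 at D6. Simulated libraries with the means and spread of the D6 progeny gave 153 called genes, of which 143 were among 200 genes changed by 3 on the log2 scale.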

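Over the 57 libraries and the 500 most variable genes, PC1 held 40.5% and PC2 20.1% of the variance. For 22 libraries the nearest library on PC1 and PC2 was a replicate of the same condition, where chance gives 2.04, and for 36 it came from the same day and the same arm, sorted or progeny. With all genes kept by the filter on low counts in place of 500, PC1 held 19.2% and PC2 16.8% of the variance.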

PCA analysis of RNASeq samples revealed that all replicates per sample generally cluster together based on Principal Components (PCs) 1 and 2 which explain 38% and 18% of the total variance observed in all the samples respectively (Fig. 5B). 

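From D2 to D6 the mean PC1 score rose by 19.4 in Sox1-FOXA2+ cells, by 11.7 in Sox1+FOXA2+ cells and by 5.58 in Sox1-FOXA2- cells, each with no overlap between the 3 libraries of D2 and the 3 of D6 (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In Sox1+FOXA2- cells it rose by 1.68, within the spread between replicates (SD 2.06 at D2 and 1.07 at D6, n = 3, two-sided exact permutation test, p = 0.5). D0 libraries had the lowest mean, -13.9 ± 0.674 (SD, n = 3). Progeny lay further along PC1 than sorted cells of the same day and gate, by between 7.03 and 19.6 units of score, each time with p = 0.1 in the two-sided exact permutation test.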

Examining the trend of how the samples lie on PC1 and PC2, it is apparent that PC1 explains changes in cell populations over time as samples move from left to right from D0 to D6 (Fig. 5B). 

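The mean PC2 score of the Sox1-FOXA2+ populations exceeded that of the Sox1+FOXA2- populations by 13.1 at D4 and 16.3 at D6, and by 14.9 and 22.7 in their D4 and D6 progeny, with no overlap between the 3 libraries on each side. Each of these differences reached p = 0.1 in a two-sided exact permutation test, and 3 libraries against 3 cannot go lower. The separation is not confined to PC2. Averaged over these 4 comparisons and divided by the SD within conditions, it was 7.75 on PC2 and 6.65 on PC1, and at D6 it was 7.53 and 9.60. Among the first 5 components it was largest on PC3 with 2000 genes (5.97, against 5.44 on PC1) or with all genes kept (7.55, against 2.71 on PC1). With log2 CPM in place of the variance-stabilizing transformation it was 2.54 on PC4, 2.06 on PC2 and 2.00 on PC3.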

PC2 clearly distinguished the Sox1+FOXA2- populations from Sox1-FOXA2+ populations. These samples lie close to each other at D2 and in the middle of PC2 but start to diverge with Sox1-FOXA2+ samples moving up PC2 with time while Sox1+FOXA2- samples move down PC2 (Fig. 5B). 

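At D2 the mean PC2 scores were 3.16 ± 1.67 (SD, n = 3) in Sox1-FOXA2+ and 1.80 ± 1.75 in Sox1+FOXA2- cells, a difference of 1.36 that lies within the spread between replicates (two-sided exact permutation test, p = 0.2). The score of Sox1-FOXA2+ cells was 10.4 ± 2.39 at D4 and 15.0 ± 1.97 at D6. That of Sox1+FOXA2- cells was -2.74 ± 1.23 at D4 and -1.26 ± 0.808 at D6. The D0 libraries scored 5.23 ± 1.50.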

The Sox1-FOXA2- samples lie on the same trajectory as the Sox1+FOXA2- cells which is to be expected as the medium is primarily neuroectoderm promoting (Fig. 5B). 

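Sox1-FOXA2- cells scored 3.67 ± 1.16 (SD, n = 3) on PC2 at D2, -0.651 ± 0.690 at D4 and -3.54 ± 1.04 at D6. In the comparison of Sox1+FOXA2- with Sox1-FOXA2- cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes at each of the 3 days. Unadjusted p-values under 0.05 were found for 590 genes at D2, 1150 at D4 and 785 at D6, where chance gives 1018, 1147 and 1210. Without 1 of the libraries compared, up to 6 genes were called at D4 (6 without Sox1-FOXA2- replicate 1, and 6 without Sox1+FOXA2- replicate 2). At D4 neuroectoderm genes were higher in Sox1+FOXA2- cells as a list (limma's fry test, adjusted p = 0.0445, 6 of 7 genes) and so were genes of the p3 domain and floor plate (adjusted p = 0.0288, 4 of 4 genes tested), while for pluripotency genes no difference was called (adjusted p = 0.111). Replicate numbers pair these libraries, and with them as a blocking term the 3 values were 0.0615, 0.0585 and 0.0300, and 2 genes were called.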

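The place of Sox1+FOXA2+ libraries on PC2 was expressed on a scale with 0 at the mean of the Sox1+FOXA2- and 1 at the mean of the Sox1-FOXA2+ libraries of the same day. It was 0.108 ± 0.0417 (SD, n = 3) at D4 and 0.421 ± 0.357 at D6. At D6 replicate 1 stood at 0.00843, beside the Sox1+FOXA2- libraries, and replicates 2 and 3 at 0.621 and 0.632. The root mean square distance of the D6 Sox1+FOXA2+ libraries from their centre on PC1 and PC2 was 7.37, the largest of the 19 conditions. In a PCA without replicate 1 of every condition this distance ranked as number 2. At D2 the scale has little meaning, since the 2 ends differ by less than the spread between replicates, and the value was -0.894 ± 0.276. With 2000 genes the D6 value was -0.0023 along PC2, 0.595 along PC3 and 0.488 along PC1, and the ends of the scale at D6 lay 2.56, 5.31 and 8.40 within-condition SDs apart on these components.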

Sox1+FOXA2+ cells lie closer to Sox1+FOXA2- cells in PC space, but indeed lie in between Sox1-FOXA2+ and Sox1+FOXA2- samples, with this population being the most variable at D6 (Fig. 5B).

**Fig. 5:**
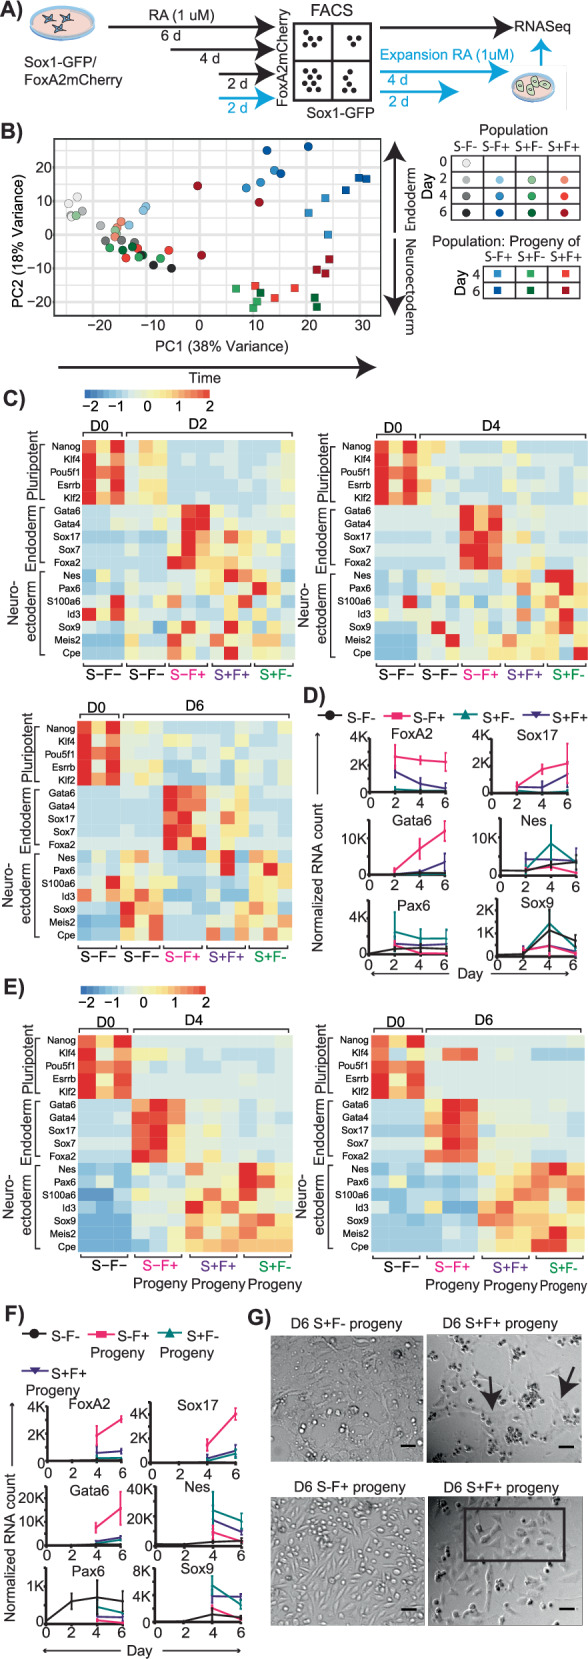
Sox1+FOXA2+ cells express both neuroectodermal and endodermal markers at intermediate levels compared to Sox1+FoxA2- and Sox1-FOXA2+ cells. **A** Experimental workflow. Cells were either differentiated for 2/4/6 days in RA medium prior to sorting and bulk RNASeq. Or differentiated for 2 days, sorted and cultured in RA medium for another 2/4 days before RNASeq. **B** Populations sorted by marker expression cluster together in transcriptome PCA analysis, with increasing distance as differentiation time increases. Sox1+FOXA2+ cells and its progeny occupy an intermediate position in PCA space with respect to corresponding Sox1-FOXA2+ and Sox1+FOXA2- cells. n = 3 biological replicates per condition. B–G S: Sox1, F: FoxA2. **C**, **D** Sox1-FOXA2+ versus Sox1+FOXA2- cells exhibit a progressively stronger visceral/parietal endoderm versus neuroectoderm gene signature with increased differentiation time. Sox1+FoxA2+ cells exhibit intermediate expression for key markers of both endoderm and neuroectoderm. **C** Relative gene expression per population as indicated, following z-score transformation of normalized counts by row. **D** Unscaled gene counts, normalized only to library size. n = 3 biological replicates per condition. Error bars represent means ± SDs. **E**, **F** Progeny of Sox1-FOXA2+ versus Sox1+FOXA2- acquire a progressively stronger visceral/parietal endoderm versus neuroectodermal gene signature with increased differentiation time. In contrast, Sox1+FoxA2+ progeny exhibit intermediate expression for key markers of endoderm and neuroectoderm. **E** Relative gene expression per population as indicated, following z-score transformation of normalized counts by row. **F** Unscaled RNA counts over time per population. n = 3 biological replicates per condition. Error bars represent means ± SDs. **G** Sox1+FOXA2+ cells give rise to cells with two distinct morphologies: flat, elongated characteristic of neuronal cells (arrows, D6 S+F- progeny), versus epithelial-like morphology (rectangle, D6 S-F+ progeny) characteristic of endoderm cells. N = 2 biological replicates per condition. Scale bar 50 um.

A similar trend is also observed in the progeny of D2 sorted populations at D4 and D6 with the progeny of Sox1+FOXA2+ cells in between the progeny of the other two sorted populations, particularly apparent in D6 progeny (Fig. 5B). 

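The progeny of Sox1+FOXA2+ cells stood at 0.255 ± 0.0748 (SD, n = 3) on PC2 at D6, on a scale from 0 at the Sox1+FOXA2- progeny to 1 at the Sox1-FOXA2+ progeny, with single libraries between 0.208 and 0.341. At D4 the value was 0.0461 ± 0.0953, with 1 of the 3 libraries below 0 at -0.0606. The value at D4 thus does not differ from that of the Sox1+FOXA2- progeny by more than the spread between replicates.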

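In the PCA of the 500 most variable genes, Lamb1 ranked 3rd, Dab2 7th, Gata4 13th, Sox7 29th, Fst 41st, Gata6 58th and Foxa2 103rd from the positive end of PC2. From the negative end, Nes ranked 8th, Meis2 25th, Nr2f2 35th, Cpe 47th and Sox9 59th. The largest positive loading belonged to Lama1, at 0.156, and Nes had a loading of -0.0927.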

Examining PC2, which clearly separates the sorted populations, we observed that the top positive loadings of PC2 include many endoderm markers including Gata4, Lamb1, Dab2, Sox7, Fst, Gata6 as well as FoxA2, while the top negative loadings of PC2 include many genes associated with neural populations such as Nestin (Nes), Meis2, Sox9, Cpe and Nr2f2. Thus, populations sorted on the basis of the two markers Sox1 and FOXA2 reflect broad transcriptomic changes with the progeny of the sorted population also adopting distinct fates.

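Between Sox1-FOXA2+ and Sox1+FOXA2- cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 61 of 22946 genes at D4 (47 higher and 14 lower in Sox1-FOXA2+) and 319 of 24203 at D6 (242 higher, 77 lower). Between the progeny of these populations, 408 of 20697 genes were called at D4 (299 higher, 109 lower in Sox1-FOXA2+ progeny) and 1456 of 21069 at D6 (757 higher, 699 lower). In each of these comparisons, the real grouping of the 6 libraries gave more calls than any of the 9 other splits into 3 and 3. Replicate numbers pair the libraries of the 2 populations at D4, at D6 and in D4 progeny, and with the replicate number as a blocking term, 144, 517 and 885 genes were called there. Among sorted cells the test moved these counts most, and DESeq2's Wald test called 622 genes at D4 and 2114 at D6, at a share of false calls of 82.3% and 81.8% in simulated libraries. Among progeny the fit did so, and 53 genes at D4 and 263 at D6 were called with all 57 libraries in a single fit. Leaving out 1 library gave from 28 to 65 genes at D4 (28 without Sox1-FOXA2+ replicate 1), from 179 to 501 at D6 (179 without Sox1+FOXA2- replicate 2 and 501 without Sox1-FOXA2+ replicate 3), from 241 to 443 in D4 progeny (241 without Sox1-FOXA2+ progeny replicate 2) and from 859 to 1705 in D6 progeny (859 without Sox1+FOXA2- progeny replicate 1). From the separation on PC2 and the genes that load on it, the paper concludes that the sort on Sox1 and FOXA2 reflects broad transcriptomic changes and that the progeny adopt distinct fates.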

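Marker genes were also tested as lists written before the data were examined. Of these, 4 hold genes the paper names or plots for these libraries (pluripotent, endoderm, neuroectoderm and mesendoderm), so that calls on them are not independent evidence, and 6 were compiled separately (visceral endoderm, parietal endoderm, node and notochord, p3 and floor plate, neural tube, neural crest and mesenchyme). Over 199 combinations of a list with a comparison, limma's fry test, two-sided and adjusted with the Benjamini-Hochberg method, called 52. The camera test with its preset correlation between genes called 80, of which 50 are also called by fry. With the replicate number as a blocking term, fry called 46, of which 42 were called without it. The node and notochord list and the mesendoderm list were called in none of the comparisons in which they were tested, the smallest adjusted p from fry being 0.260 for mesendoderm and 0.343 for node and notochord.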

Examining the individual expression levels of key marker genes also confirmed the dynamics of gene expression observed from PCA analysis (Fig. 5C, D, Supplementary Fig. 6A, B). 

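At D2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 of 20369 genes between Sox1-FOXA2+ and Sox1+FOXA2- cells, Zscan4a, which was singled out after its values were seen and belongs to a family of near-identical copies whose reads cannot be placed with certainty. No gene was called between Sox1+FOXA2+ and Sox1+FOXA2- cells or between Sox1+FOXA2+ and Sox1-FOXA2+ cells. At an unadjusted p under 0.05 the 3 comparisons gave 1031, 1530 and 1731 genes, where chance gives 1018. Without Sox1+FOXA2+ replicate 1, 13 and 9 genes were called in the last 2 comparisons, and Zscan4a was not called without any of 4 single libraries. The endoderm list of 16 genes was already higher in Sox1-FOXA2+ than in Sox1+FOXA2- cells as a whole (median log2 fold change 1.67, 15 of 16 genes positive, adjusted p = 0.0438, limma's fry test). Of its genes, 2 had an adjusted p under 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested. For the neuroectoderm list of 7 genes no difference was called (median log2 fold change 0.16, limma's fry test, adjusted p = 0.841).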

Expression of key markers for endoderm and neuroectoderm is not visually distinct between the Sox1+FOXA2-, Sox1-FOXA2+ and Sox1+FOXA2+ cells at D2. But by D4 and D6, clear upregulation of endoderm markers is observed in Sox1-FOXA2+ cells, while neuroectoderm markers are upregulated in Sox1+FOXA2- cells. 

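All 16 genes of the endoderm list were higher in Sox1-FOXA2+ than in Sox1+FOXA2- cells at D4 and at D6, with a median log2 fold change of 4.51 at D4 (limma's fry test, adjusted p = 1.0e-04) and 4.55 at D6 (adjusted p = 0.0024). Over all genes tested, 5 of them were called at D4 and 7 at D6, and adjusted over the list alone, 12 and 11. All 7 genes of the neuroectoderm list were lower, with medians of -1.59 at D4 (limma's fry test, adjusted p = 0.00465) and -1.75 at D6 (adjusted p = 7.7e-04), and 1 gene was called at D4 and 2 at D6 over all genes tested, against 2 and 2 adjusted over the list alone. The laminin gene Lama1 (ENSMUSG00000032796.8, chromosome 17 from 67697259 to 67822647, GRCm38) had a log2 fold change of 6.97 at D4 (standard error 0.705, adjusted p = 2.2e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.82 at D6 (standard error 0.857, adjusted p = 5.8e-04). Gata6 (ENSMUSG00000005836.10, chromosome 18 from 11052064 to 11085635) differed by 5.87 at D4 (standard error 0.723, adjusted p = 2.2e-04, same edgeR test) and 5.77 at D6 (standard error 0.592, adjusted p = 3.8e-07). Gata4 (ENSMUSG00000021944.15, chromosome 14) differed by 7.18 at D6 (standard error 0.980, adjusted p = 0.00265, same edgeR test). Pax6 (ENSMUSG00000027168.21, chromosome 2 from 105668900 to 105697364) was lower by -3.84 at D4 (standard error 0.781, adjusted p = 0.0286, same edgeR test) and -4.05 at D6 (standard error 1.03, adjusted p = 0.0399). For each of these genes and days the 3 libraries of Sox1-FOXA2+ cells and the 3 of Sox1+FOXA2- cells do not overlap. Some of these calls hang on single libraries, but not those of Gata6 at both days and of Lama1 at D6. Leaving out 1 library raised the adjusted p of Pax6 to as much as 0.269 at D4 and 0.218 at D6 (both without Sox1+FOXA2- replicate 2), that of Lama1 at D4 to 0.0554 (without Sox1+FOXA2- replicate 2) and that of Gata4 at D6 to 0.0803 (without Sox1+FOXA2- replicate 3).

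**Figure D1:**
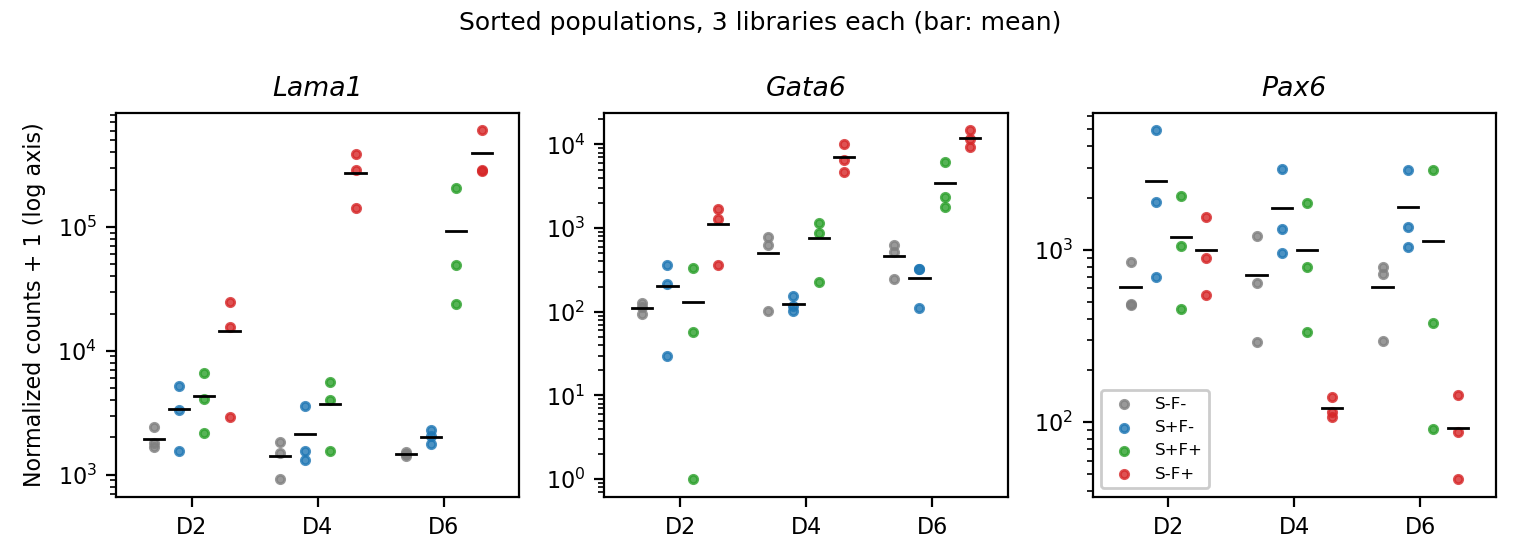
Normalized counts plus 1, on a log axis, of Lama1, Gata6 and Pax6 in each library of the 4 sorted populations at D2, D4 and D6, with a bar at the mean of 3 libraries. At D6 the Lama1 libraries of Sox1+FOXA2+ cells spread from 23941 to 207439, between Sox1+FOXA2- at 1762 to 2286 and Sox1-FOXA2+ at 284521 to 605983.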

Sox1+FOXA2+ cells display a unique cell state wherein both neuroectoderm and endoderm markers are expressed at intermediate levels (Fig. 5C, D, Supplementary Fig. 6A, B). 

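At D4, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 22946 genes between Sox1+FOXA2+ and Sox1+FOXA2- cells (1565 at an unadjusted p under 0.05, where chance gives 1147, and 5 called without Sox1+FOXA2+ replicate 3) and 109 between Sox1+FOXA2+ and Sox1-FOXA2+ cells (14 higher, 95 lower in Sox1+FOXA2+, and 44 without Sox1-FOXA2+ replicate 1). At D6 it called 12 genes against Sox1+FOXA2-, all higher in Sox1+FOXA2+, and 22 against Sox1-FOXA2+ (16 higher, 6 lower). These D6 counts rest on single libraries, being 62 and 10 without Sox1+FOXA2+ replicate 1 and 6 and 280 without replicate 2. Gata6 in Sox1+FOXA2+ cells was lower than in Sox1-FOXA2+ cells by -3.63 on the log2 scale at D4 (standard error 0.649, adjusted p = 0.0101, same edgeR test) and higher than in Sox1+FOXA2- cells by 3.64 at D6 (standard error 0.536, adjusted p = 7.9e-04), as was Lama1 by 5.43 (standard error 0.768, adjusted p = 0.0282). The Lama1 call was lost with the replicate number, which pairs these libraries, as a blocking term (adjusted p = 0.406, edgeR's quasi-likelihood test), and without any of 4 single libraries (adjusted p from 0.274 without Sox1+FOXA2+ replicate 2 to 0.666 without Sox1+FOXA2- replicate 3). The Gata6 call at D4 was lost without Sox1+FOXA2+ replicate 2 (adjusted p = 0.109, same edgeR test).

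For genes called between Sox1-FOXA2+ and Sox1+FOXA2- cells, the log2 difference of Sox1+FOXA2+ from Sox1+FOXA2- cells was divided by that of Sox1-FOXA2+ from Sox1+FOXA2- cells, so that 0 marks Sox1+FOXA2- and 1 marks Sox1-FOXA2+. The median over genes was 0.198 at D4 (61 genes) and 0.431 at D6 (319 genes), and 75.4% and 93.1% of the genes lay between 0 and 1. Because the Sox1+FOXA2- libraries enter both differences, 20 sets of Sox1+FOXA2+ libraries were simulated at the Sox1+FOXA2- means. Over as many genes as observed, taken by the smallest p, these gave 0.0154 to 0.116 at D4 and 0.0471 to 0.0956 at D6. Over all genes called in the simulations, a median of 287.5 at D4 and 716 at D6, they gave 0.0885 to 0.141 and 0.0903 to 0.121. The D4 value fell to 0.0608 without Sox1-FOXA2+ replicate 1, which no longer exceeds the simulated values, whereas the D6 value stayed between 0.262 and 0.549 in the fits that each left out 1 library. The 3 libraries of D6 had medians of 0.146, 0.532 and 0.569. Genes higher in Sox1-FOXA2+ cells had a median of 0.503 at D6 and genes lower in them 0.163, against 0.0970 and 0.478 at D4. The simulated positions were not split by direction. Simulated D4 mixtures with 4.65% of Sox1-FOXA2+ cells lay at 5.16% of the way over higher genes but at 40.9% over lower genes. The 0.478 of lower genes at D4 therefore cannot be read as a place between the 2 populations.

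**Figure D2:**
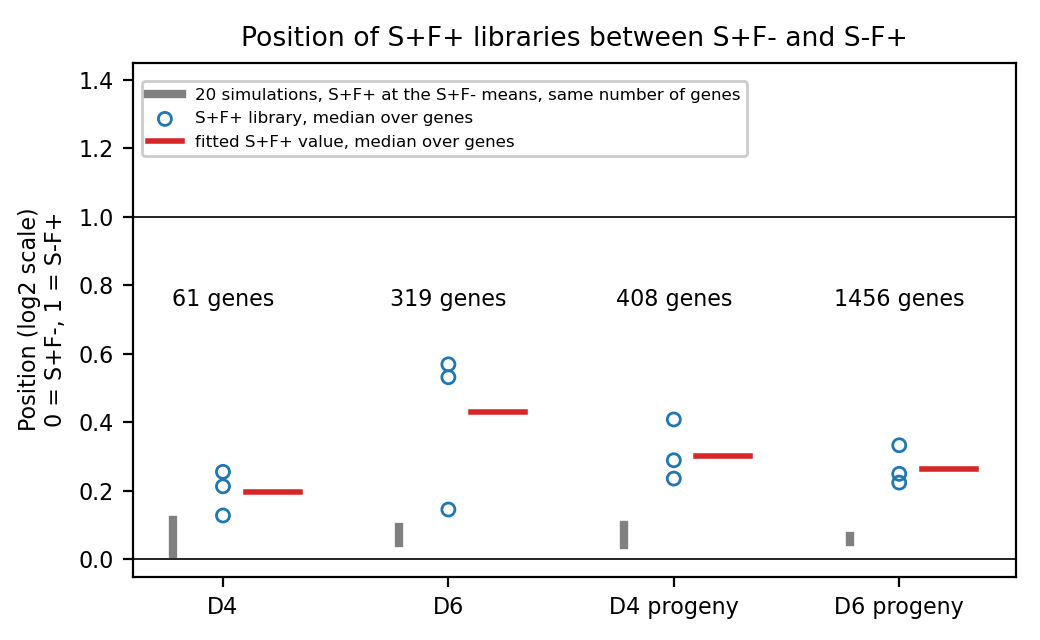
Median position of Sox1+FOXA2+ libraries (S+F+) on the log2 scale from 0 at Sox1+FOXA2- (S+F-) to 1 at Sox1-FOXA2+ (S-F+), over the genes called between these populations at D4, at D6 and in D4 and D6 progeny, with open circles for single libraries, red lines for the fitted value and grey bars for the range of 20 simulations over the same number of genes. At D6 replicate 1 lies at 0.146, where the simulated range ends at 0.0956, and the other 2 libraries lie above 0.5.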

As expected, sorted FOXA2mCherry+ populations show higher levels of FoxA2 mRNA transcripts across time than FOXA2- populations, further validating the FOXA2mCherry reporter (Fig. 5D). 

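Foxa2 (ENSMUSG00000037025.11, chromosome 2 from 148042877 to 148046969, GRCm38) had 2648 ± 873 normalized counts (SD, n = 3) in Sox1-FOXA2+ cells at D2, 2382 ± 293 at D4 and 2253 ± 674 at D6. In Sox1+FOXA2+ cells it had 1535 ± 446 at D2, 611 ± 444 at D4 and 268 ± 400.0 at D6, where the 3 libraries held 0, 728 and 76.6. In Sox1+FOXA2- cells it had 211 ± 183, 103 ± 131 and 91.6 ± 61.8 at the 3 days, and in Sox1-FOXA2- cells 35.8 ± 62.0, 63.3 ± 108 and 68.5 ± 69.0. Log2 normalized counts of the 6 FOXA2+ libraries were higher than those of the 6 FOXA2- libraries at D2 (two-sided exact permutation test over 924 splits, p = 0.00216) and at D4 (exact p = 0.00433), and the difference at D6 was within the spread between libraries (exact p = 0.229). At D2 the lowest FOXA2+ library held 1067 normalized counts and the highest FOXA2- library 324. As a contrast of both FOXA2+ against both FOXA2- populations, the log2 fold change was 4.56 at D2 (standard error 1.52, adjusted p = 0.296, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.81 at D4 (standard error 1.32, adjusted p = 0.438) and 3.33 at D6 (standard error 1.16, adjusted p = 0.289). With DESeq2's Wald test the adjusted p was 0.0126 at D4 and 0.0312 at D6. The adjusted p also passed the threshold at D4 without Sox1-FOXA2- replicate 3 (log2 fold change 6.78) and at D6 without Sox1+FOXA2+ replicate 1 (3.52).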

We did not detect Sox1 RNA in our dataset. 

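Sox1 (ENSMUSG00000096014.1) lies on the plus strand of chromosome 8 from 12395295 to 12400126 of GRCm38 as a single exon, wholly inside the gene Sox1ot, which runs on the same strand from 12385771 to 12436768. Of the bases of the Sox1 exon, 1.78% fall in exons of another gene on that strand. The deposited table holds 0 counts of Sox1 in each of the 57 libraries. The same holds for all 465 protein-coding genes that the annotation places wholly inside another gene on the same strand, 242 of which share less than 5% of their exon bases with exons of another gene. It also holds for all 779 that lie inside a gene on the opposite strand only. Among 14067 protein-coding genes that overlap no other gene, 336 have 0 counts in every library (2.39%). Sox2, which lies wholly inside Sox2ot, is listed at 0 in every library as well. The table thus gives no upper limit for Sox1 RNA in these cells, because reads from genes in such a position appear in none of the libraries.

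**Figure D3:**
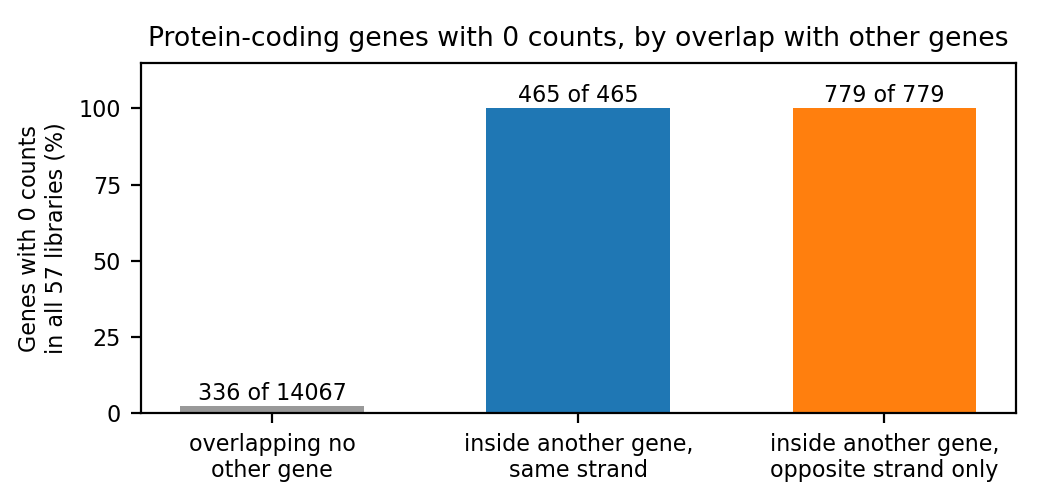
Percentage of protein-coding genes with 0 counts in all 57 libraries (vertical axis), for genes that overlap no other gene, genes wholly inside another gene on the same strand and genes wholly inside a gene on the opposite strand only, with the number of genes above each bar. The bars stand at 2.39%, 100% and 100%.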

We have shown earlier that it is expressed at protein level (Fig. 4C) and well correlated to EGFP reporter fluorescence levels. In addition, other neuroectoderm markers like Nestin and Pax6, a key gene in neurogenesis expressed sequentially after Sox1^41^, are upregulated in populations sorted for Sox1-EGFP+ . 

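Nes and Pax6 were compared between the 6 Sox1+ and the 6 Sox1- libraries of each day on log2 normalized counts, with two-sided exact permutation tests over 924 splits. Pax6 had 1374 ± 933 normalized counts (SD, n = 6) in Sox1+ and 415 ± 434 in Sox1- libraries at D4 (exact p = 0.0260), 1852 ± 1649 and 801 ± 408 at D2 (p = 0.149) and 1450 ± 1222 and 349 ± 331 at D6 (p = 0.0801). Nes had 2971 ± 1919 and 1422 ± 404 at D2 (exact p = 0.173), 6311 ± 4117 and 2583 ± 798 at D4 (p = 0.0801) and 3625 ± 2417 and 2128 ± 1955 at D6 (p = 0.344). Of the 6 comparisons 1 thus had a p under 0.05 before any correction for their number. Replicate numbers pair the libraries in 4 of 6 pairs of populations at D4 and 5 of 6 at D6. With libraries exchanged only within a replicate number (216 splits, chosen after the values were seen), Nes at D4 also had a p under 0.05 (exact p = 0.0370), and the other 5 comparisons stayed on their side of it. At D6 the mean of Nes was 3533 ± 1892 (SD, n = 3) in Sox1-FOXA2- and 722 ± 224 in Sox1-FOXA2+ cells.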

Since EGFP replaces one Sox1 allele in the reporter line, it is possible that Sox1 mRNA levels were below RNASeq detection levels. Interestingly, IMC data at D2 showed FOXA2 expression without co-expression of other endoderm markers such as GATA6 and SOX17 (Fig. 3E). Examining the RNA data, we see that while FoxA2 mRNA levels remain steady across time in Sox1-FOXA2+ cells, Sox17 and Gata6 mRNAs are present in low amounts at D2 and increase gradually with time (Fig. 5D). This suggests that in endoderm lineage commitment in RA, decisions are initiated by FoxA2 while other endoderm markers are expressed later with lineage maturation. 

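In Sox1-FOXA2+ cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 432 of 19407 genes between D6 and D2 (294 higher and 138 lower at D6). Foxa2 changed by -0.36 on the log2 scale (standard error 0.358, adjusted p = 0.755, same edgeR test). Sox17 rose by 2.04 (standard error 0.612, adjusted p = 0.108, same edgeR test), from 499.7 ± 308 normalized counts (SD, n = 3) at D2 to 1761 ± 350 at D4 and 2196 ± 1458 at D6, and 16.9% of its exon bases lie inside a gene on the opposite strand. Without D6 Sox1-FOXA2+ replicate 3 the rise was 2.55 and passed the threshold, as it did with DESeq2's Wald test (2.10, adjusted p = 0.0240), while over all alternatives the value ran from 1.52 to 2.68. Gata6 rose by 3.32 (standard error 0.488, adjusted p = 0.00171, edgeR's quasi-likelihood test), from 1119 ± 685 at D2 to 7096 ± 2763 at D4 and 11998 ± 2729 at D6. With all 57 libraries in a single fit the rise was 3.30 and did not pass the threshold (adjusted p = 0.164, edgeR's quasi-likelihood test). Nor did it pass with the replicate number as a blocking term, although pairing by number was checked within days only.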

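T (Brachyury) had its highest mean in the D0 libraries, 131 ± 210 normalized counts (SD, n = 3), and was found in 19 of the 57 libraries. Gsc was found in 14 libraries, with its highest mean also at D0, 78.5 ± 136. Eomes was found in 49 libraries and reached 393 ± 461 in D2 Sox1-FOXA2+ cells, where single libraries held between 32.5 and 913, although 13.8% of its exon bases lie inside a gene on the opposite strand and may have gone uncounted. Among the node and notochord genes, Nodal had its highest mean at D0, 1356 ± 516, and Nog reached 537 ± 287 in D6 Sox1-FOXA2+ cells and 3126 ± 2077 in their D6 progeny, where single libraries held between 731 and 4421. Of the mesendoderm list, at most 3 genes had enough counts to be tested, and the differences between Sox1-FOXA2+ and Sox1+FOXA2- cells gave an adjusted p of 0.742 at D2 and 0.385 at D6 (limma's fry test). For the node and notochord list the adjusted p was 0.414 at D4 and 0.622 at D6.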

We did not detect expression of meso-endoderm markers such as Brachyury, Gsc and Eomes^37,42^, or markers for other populations that express FoxA2 such as node, notochord etc, which all originate from the mesoderm^43^. Instead, we observe a strong upregulation of many markers expressed in visceral and parietal endoderm (VE and PE). 

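Of the parietal endoderm list of 12 genes, 11 were higher in Sox1-FOXA2+ than in Sox1+FOXA2- cells at D4 (median log2 fold change 4.54, limma's fry test, adjusted p = 0.00177) and 12 at D6 (median 5.56, adjusted p = 0.0019). Over all genes tested, 5 were called at D4 and 7 at D6, against 8 and 11 adjusted over the list alone. The visceral endoderm list of 12 genes, of which 9 could be tested at D4 and 11 at D6, gave a median of 1.57 at D4 (limma's fry test, adjusted p = 0.138, or 0.0492 with the replicate number as a blocking term) and 1.30 at D6 (adjusted p = 0.260). Of its genes only Cubn was called over all genes tested at D6, and 2 were called adjusted over the list alone. Cubn, 23.8% of whose exon bases lie inside a gene on the opposite strand, had 39872 ± 17935 normalized counts (SD, n = 3) in Sox1-FOXA2+ and 806 ± 333 in Sox1+FOXA2- cells at D6. Between D2 and D6 within Sox1-FOXA2+ cells, limma's fry test gave a two-sided adjusted p of 0.00308 for the parietal endoderm list and 0.346 for the visceral endoderm list.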

We therefore conclude that the Sox1-FOXA2+ populations are VE/PE.

Next, we checked if Sox1 and FOXA2 expressing cells at D2 are already committed to giving rise to neuroectoderm and endoderm cells, even though, as characterized by entire transcriptome, the sorted populations lie close to each other in PCA space, and many lineage markers have not yet segregated. 

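Replicates differed less among progeny than among sorted cells. The common dispersion of counts, edgeR's measure of the spread between replicates beyond counting error, was 0.694 over the 9 D4 progeny libraries and 0.686 over the 9 D6 progeny libraries, against 1.82 over the 12 sorted libraries of D4 and 1.89 over those of D6. Among the 408 genes called between Sox1-FOXA2+ and Sox1+FOXA2- progeny at D4, the median size of the log2 difference at D6 was 1.86 in sorted cells and 2.30 in progeny.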

D4 and D6 transcriptomes of the progeny of D2 Sox1+FOXA2- and Sox1-FOXA2+ cells revealed homogeneous lineage signatures within their group, but distinct between these groups. The same was true for their morphologies (Fig. 5E–G, Supplementary Fig. 6D–F). 

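In the progeny of Sox1+FOXA2- cells, all 7 neuroectoderm genes were higher than in the progeny of Sox1-FOXA2+ cells. The median log2 fold change of Sox1-FOXA2+ against Sox1+FOXA2- progeny was -1.32 at D4 (limma's fry test, adjusted p = 0.0043) and -2.73 at D6 (adjusted p = 3.7e-04). Over all genes tested, 2 were called at D4 and 6 at D6, against 5 and 6 adjusted over the list alone. At D6, Nes (ENSMUSG00000004891.16, chromosome 3 from 87971078 to 87980451) differed by -2.46 (standard error 0.268, adjusted p = 4.7e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sox9 (ENSMUSG00000000567.5, chromosome 11 from 112782224 to 112787760) by -2.73 (standard error 0.275, adjusted p = 3.4e-05). The neural tube list, of which 4 of 11 genes could be tested at D4 and 7 at D6, did not pass the threshold (limma's fry test, adjusted p = 0.880 and 0.162). Neural crest and mesenchyme genes were higher in Sox1+FOXA2- progeny (10 of 13 genes at D4, 11 of 13 at D6, limma's fry test, adjusted p = 0.0329 at both days), but at D4, where replicate numbers pair the libraries, not with the blocking term (adjusted p = 0.0651).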

Sox1+FOXA2- cell progeny have a flat, elongated morphology (Fig. 5G, Supplementary Fig. 6F), typical of neural cells^44^, and show upregulation of neuroectoderm markers (Fig. 5E, F, Supplementary Fig. 6D, E). In contrast, Sox1-FOXA2+ cell progeny has compact, epithelial-like morphology (Fig. 5G, Supplementary Fig. 6F), typical of endoderm cells^45^, and show upregulation of endoderm markers (Fig. 5E, F, Supplementary Fig. 6D, E). 

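Of the 16 endoderm genes, 15 were higher in the progeny of Sox1-FOXA2+ than of Sox1+FOXA2- cells at D4 (median log2 fold change 3.14, limma's fry test, adjusted p = 0.0057) and 15 at D6 (median 2.60, adjusted p = 9.0e-05). Over all genes tested, 9 were called at D4 and 12 at D6, all higher, against 14 and 14 adjusted over the list alone. Gata4 differed by 6.22 at D4 (standard error 0.535, adjusted p = 1.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 4.52 at D6 (standard error 0.330, adjusted p = 3.4e-06), and Foxa2 by 3.74 at D6 (standard error 0.297, adjusted p = 4.4e-06). Foxa2 had 3065 ± 226 normalized counts (SD, n = 3) in D6 progeny of Sox1-FOXA2+ cells and 225 ± 34.5 in those of Sox1+FOXA2- cells.

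**Figure D4:**
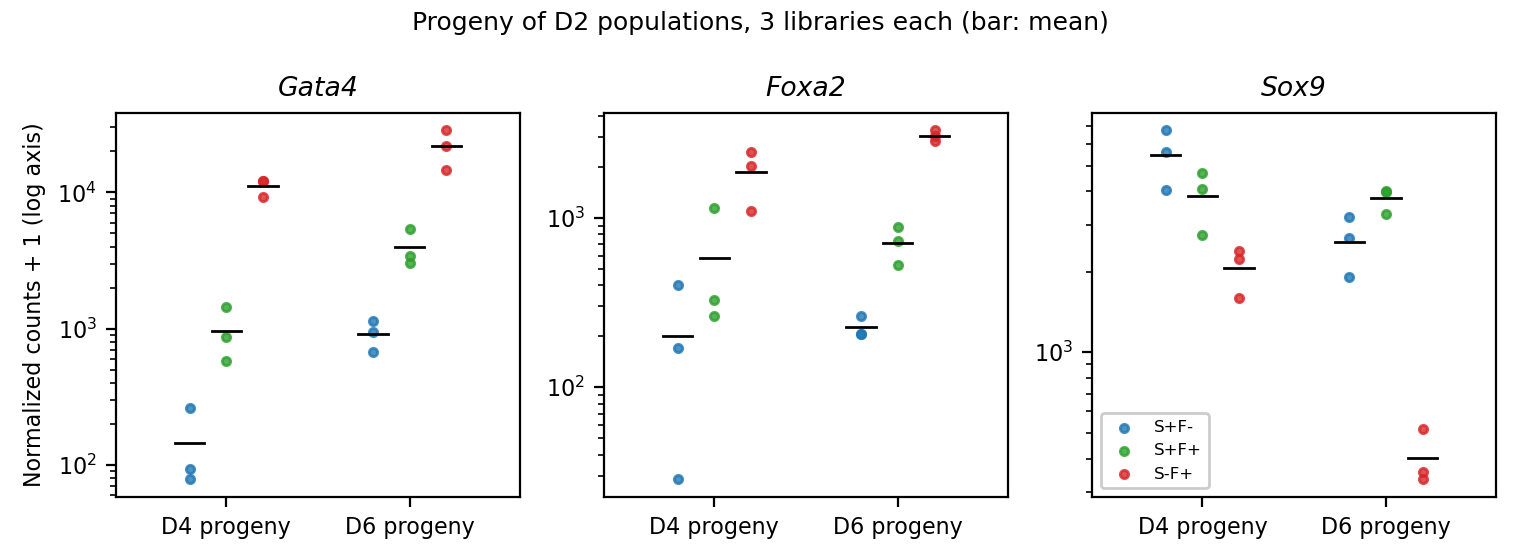
Normalized counts plus 1, on a log axis, of Gata4, Foxa2 and Sox9 in each library of the progeny of Sox1+FOXA2- (S+F-), Sox1+FOXA2+ (S+F+) and Sox1-FOXA2+ (S-F+) cells at D4 and D6, with a bar at the mean of 3 libraries. In D6 progeny, Gata4 lies between 676 and 1133 in S+F-, between 3011 and 5419 in S+F+ and between 14698 and 28610 in S-F+ libraries.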

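Between Sox1+FOXA2+ and Sox1+FOXA2- progeny, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 of 20697 genes at D4, the basement membrane gene Lama1, and 38 of 21069 at D6 (34 higher and 4 lower in Sox1+FOXA2+ progeny). Against Sox1-FOXA2+ progeny, 164 genes were called at D4 (24 higher, 140 lower) and 976 at D6 (480 higher, 496 lower). With the replicate number as a blocking term the D4 counts were 18 and 637. Single libraries moved the D6 counts, to 15 without Sox1+FOXA2- progeny replicate 2 and 105 without Sox1+FOXA2+ progeny replicate 3 in the first comparison, and to 466 without Sox1+FOXA2+ progeny replicate 2 in the second. At D4 the counts were 13 without Sox1+FOXA2- progeny replicate 1, and 91 and 294 without Sox1+FOXA2+ replicate 1 and Sox1-FOXA2+ replicate 3. Gata4 in D6 progeny of Sox1+FOXA2+ cells was higher than in those of Sox1+FOXA2- cells by 2.04 on the log2 scale (standard error 0.297, adjusted p = 0.0111, same edgeR test) and lower than in those of Sox1-FOXA2+ cells by -2.48 (standard error 0.300, adjusted p = 2.8e-04). Foxa2 was higher than in Sox1+FOXA2- progeny by 1.62 (standard error 0.275, adjusted p = 0.0234, same edgeR test), a call lost without any of 4 single libraries (adjusted p from 0.0719 without Sox1+FOXA2- progeny replicate 3 to 0.161 without Sox1+FOXA2- progeny replicate 1). Sox9 was higher than in Sox1-FOXA2+ progeny by 3.21 (standard error 0.281, adjusted p = 7.3e-05, same edgeR test).

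As lists, endoderm genes were higher than in Sox1+FOXA2- progeny (limma's fry test, adjusted p = 0.00879, 12 of 16 genes) and lower than in Sox1-FOXA2+ progeny at D6 (adjusted p = 1.9e-04, 16 of 16), and neuroectoderm genes were higher than in Sox1-FOXA2+ progeny (adjusted p = 7.6e-04, 7 of 7). At D4 the first of these did not pass the threshold (limma's fry test, adjusted p = 0.205). On the log2 scale from 0 at Sox1+FOXA2- to 1 at Sox1-FOXA2+ progeny, the median position of Sox1+FOXA2+ progeny over called genes was 0.301 at D4 (408 genes) and 0.263 at D6 (1456 genes), where 20 simulations at the Sox1+FOXA2- means gave 0.0409 to 0.0995 and 0.0509 to 0.0676 over the same numbers of genes. The D4 value was 0.187 without Sox1-FOXA2+ progeny replicate 3. At D6, 77.7% of the genes lay nearer to Sox1+FOXA2- than to Sox1-FOXA2+ progeny.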

Sox1+FOXA2+ cell progeny have a largely neuroectodermal signature, but with expression of endoderm markers higher than Sox1+FOXA2- progeny and lower than Sox1-FOXA2+ progeny (Fig. 5E, F, Supplementary Fig. 6D, E). Most of the Sox1+FOXA2+ progeny have a morphology consistent with that observed in Sox1+FOXA2- progeny, but we also observe a small subset of cells to be compact and epithelial-like, as seen in Sox1-FOXA2+ cells (Fig. 5G, Supplementary Fig. 6F). This suggests that Sox1+FOXA2+ cells reflect a unique bi-potent cell state.

### SOX1+FOXA2+ cells exist as a specific cell type also in vivo

The dynamics of Sox1 and FOXA2 expression and the transcriptomes of cells expressing these markers in cultures of differentiating mESCs suggested that SOX1+FOXA2+ coexpression marks a specific developmental cell state or type. We therefore wanted to determine if SOX1+FOXA2+ cells are also present in embryos, and at which specific times and locations. To this end, we stained whole mouse embryos for SOX1 and FOXA2 and imaged every cell in the embryo at different stages from embryonic day (E)6.5 to E7.5 as well as neural tube slices at E8.5 (Fig. 6, Supplementary Fig. 7, Supplementary Movie 1). At E6.5 – E8.5, embryos have implanted in the uterus, gastrulation commences initiated by primitive streak formation, and pluripotent cells differentiate into different germ layers. FOXA2 was detected at E6.5-E7.0 in the primitive streak, node, and visceral endoderm (Supplementary Fig. 7C) as expected^46,47^. No SOX1 expression was detected at these stages, indicating the neuroectoderm has not formed yet (Supplementary Fig. 7C), consistent with literature^48^. By E7.5 (early headfold stage) widespread SOX1 expression was detected in the neural groove and neuroectoderm (Fig. 6A, Supplementary Fig. 7A) as expected^48^. At E7.5, FOXA2 expression was detected in the node and visceral endoderm as at E7.0 (Fig. 6A, Supplementary Fig. 7A).

**Fig. 6:**
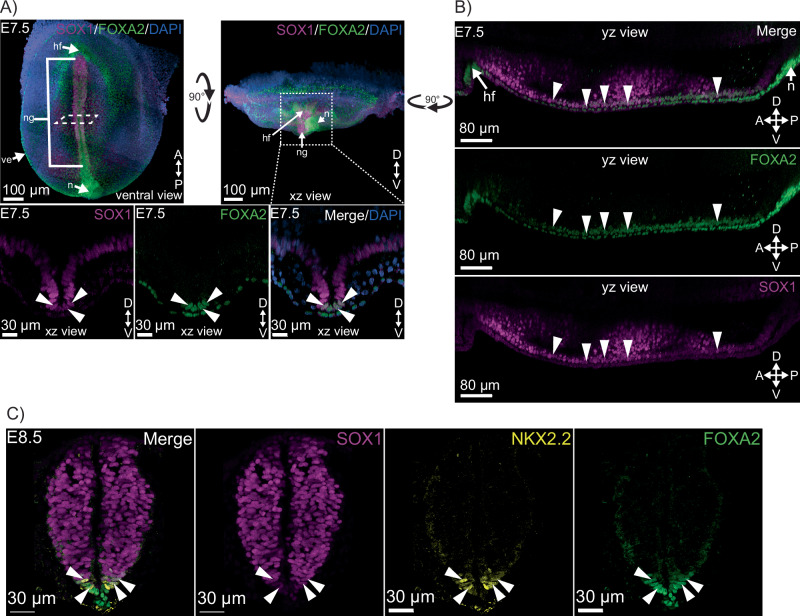
Immunofluorescence staining of whole E7.5 embryos and E8.5 embryo neural tube slices confirms the presence of a SOX1+FOXA2+ population in vivo and suggests SOX1+FOXA2+ cells as precursors to p3 neural progenitors. **A** Representative image of E7.5 Embryo stained for SOX1 and FOXA2. SOX1 expression was detected in the neural groove and neurectoderm as expected^48^. Bottom images are optical cross sections of the neural groove when rotating the embryo 90 degrees around the left-right axis. FOXA2 expression was detected as expected in the visceral endoderm and node^46,47^, and also in the ventral tip of the neural groove. SOX1+FOXA2+ cells were detected ventrally in the neural groove (marked with arrowheads). Representative images from 5 embryos shown. A: anterior, D: distal, P: posterior, V: ventral. hf: head fold, n: node, ng: neural groove, ve: visceral endoderm. **B** Optical section along the anterior-posterior axis, cutting through the midline of the E7.5 embryo in A) shows that SOX1+FOXA2+ cells could be found along the whole length of the neural groove. **C** Representative image of neural tube slice from an E8.5 embryo stained for SOX1, FOXA2, and the marker for p3 neural progenitors NKX2.2. SOX1 expression was detected in the neural tube as expected^48^ and FOXA2 expression was detected in the floor plate and notochord as expected^46,47^. SOX1+FOXA2+ cells were still present at E8.5, located ventrally, and found to co-express NKX2.2^49^, a marker for p3 neural progenitors. *N* = 3 embryos.

We also found SOX1+FOXA2+ cells in a very specific location and developmental time window. At E7.5, a sub-fraction of the SOX1+ cells of the ventral neural groove were found to be also positive for FOXA2, with these double-positive cells being detected ventrally along the whole length of the neural groove (Fig. 6B, Supplementary Fig. 7A, Supplementary Movie 1). Scanning whole embryos, this is the only location at which SOX1+FOXA2+ cells were found.

By E8.5, the neural groove encloses dorsally to form the neural tube, with cells of the neural tube emerging into distinct neural progenitor populations^49^. p3, the ventral most progenitor population of the neural tube, is marked by Nkx2.2 expression^49^. The adjacent population, pMN, is marked by Olig2 while the more dorsal regions are marked by Pax6 expression^49^. The notochord, derived from the node, also forms as a rod like structure underlying the floor of the neural tube and gives rise to the neural floor plate^43^. Both floor plate and the notochord are marked by FoxA2 expression^43,49^. While the exact timing of how the floor plate and progenitor populations of the neural tube emerge is unclear, it is thought to follow notochord formation which secretes the morphogen Sonic Hedgehog (shh) to create a ventral-dorsal signaling gradient^49^. Given the specific ventral location of SOX1+FOXA2+ cells in the neural groove at E7.5, which precedes notochord formation, we hypothesized that these double positive cells could be p3 neural progenitors. We therefore stained E7.5 and E8.5 embryos against SOX1 and FOXA2, and NKX2.2, the marker identifying p3 neural progenitors. While no NKX2.2 expression was detected at E7.5 (Supplementary Fig. 7C), NKX2.2 was detected at E8.5 in cells at the ventral region of the neural tube (Fig. 6C, Supplementary Fig. 7B). Most of these cells were also SOX1+FOXA2+ (Fig. 6C, Supplementary Fig. 7B). The larger fraction of NKX2.2+ cells are also SOX1+FOXA2+ (70 ± 21%, n = 11 fields of view), while ~45% of SOX1+FOXA2+ cells are NKX2.2+ (45.4 ± 14.4%, n = 11 fields of view). Further splitting these embryos into younger and older around E8.5 (based on embryo size), we observed that in the younger embryos nearly all NKX2.2+ cells are SOX1+FOXA2+ (96.4 ± 7.1%, n = 4 fields of view), while in older embryos the degree of overlap reduces (55.7 ± 20.22%, n = 7 fields of view). The percentage of SOX1+FOXA2+ cells that are NKX2.2+ remains constant in young and old embryos (47.4 ± 20.3% and 44.3 ± 12.5% respectively). This suggests a developmental trajectory where SOX1+FOXA2+ cells at E7.5 are the progenitor population for p3 neural progenitors and upon p3 fate acquisition, these cells lose SOX1+FOXA2+ expression.

## Discussion

Using timelapse microscopy followed by IMC, we gained multidimensional snapshot protein expression data combined with cell kinship, lineage and NANOG dynamics history of mouse embryonic stem cells in pluripotency and differentiation media. With this information, we attempted to decipher the transition states of single cells from pluripotency to germ layer marker expression. Cell states based on protein expression were assigned to cells at the end of the observation, and their history was analyzed over several generations. Consistent with previous studies, we found the core pluripotency network of NANOG, SOX2 and OCT4 to be highly stabilized in pluripotency media^50^. While NANOG is downregulated in a small proportion of cells in pluripotency media, this is an unstable state, and cells revert back to a NANOG+ state within 1-2 generations. We also observed that a variety of transcription factors and epigenetic regulators are expressed in diverse combinations in this pluripotent state. This suggests a stable network with redundancies where downregulation of one pluripotency factor is not an indicator of differentiation. This network is destabilized in RA differentiation medium, where the frequency of detected cell states over time suggests a downregulation first of Klf4 and Tfcp2l1 followed by downregulation of the core pluripotency network (Supplementary Fig. 2B).

Focusing on SOX1 as a canonical marker of the neuroectoderm lineage, we identified sister pairs where SOX1 was asymmetrically upregulated. This demonstrates the rapid commitment to a Sox1 expressing state in the very short time since the sisters’ division. Looking at NANOG dynamics between these SOX1+ cells and SOX1- cells as well as their ancestors, we found no indication that NANOG downregulation alone is sufficient for SOX1 upregulation. Narrowing our analysis to SOX1+/SOX1- sister pairs in the final generation for which IMC data exists, we again found none of our IMC quantified protein candidates to be differentially expressed within the sister pairs.

Our approach did identify a cell population expressing FOXA2, a canonical endoderm marker^34,51^, during RA mediated differentiation. To our knowledge it had not been reported to be expressed in ESC cultures in ectoderm-promoting RA medium, presumably because it had not been assayed for due to classical immunostaining’s limit to 3-4 simultaneous protein analyses. While XEN-like cells with characteristics of primitive endoderm have been generated from RA medium, we did not find their markers (SOX17, GATA6) to be co-expressed in our FOXA2+ cells^35^. Further, these XEN cells were reported only after 4 days of differentiation^36^. We already observe FOXA2+ cells as early as 1.5 days post RA differentiation, suggesting an early choice for cells between ectoderm and endoderm. Characterizing this FOXA2+ population by RNASeq, we determined that FOXA2 is an early marker in RA indicating visceral/parietal endoderm lineage choice, prior to the upregulation of other endoderm markers.

We also observed cells co-expressing the canonical uni-lineage ecto- versus endoderm commitment markers SOX1 and FOXA2, which we confirmed both by immunostaining and with live reporters. Unlike mesendoderm, where Brachyury is expressed prior to the rise of endoderm markers^37^, SOX1+FOXA2+ cells are not a precursor to cells which express only either ectoderm or endoderm markers because singe-cell Sox1 and FOXA2 expression dynamics quantification revealed that cells can be Sox1-FOXA2+ and vice versa without first acquiring the SOX1+FOXA2+ fate. FOXA2 was upregulated post SOX1 upregulation but not vice versa. RNASeq revealed these SOX1+FOXA2+ cells to be in a unique state expressing both endoderm and neuroectoderm markers, and their progeny also displaying mixed morphology characteristic of both neuroectoderm and endoderm, suggesting bi-potency. Quantification of Sox1 and FOXA2 dynamics in live single cells revealed that ~60% of cells that express Sox1 go on to express FOXA2 (Fig. 4E). IMC and immunostaining experiments show that ~10% of SOX1+ cells are also FOXA2+ (Fig. 3C, G). Thus, a substantial number of cells have the potential to upregulate FOXA2 even upon SOX1 expression and enter a unique cell state. Sox1 is widely used as a canonical marker to identify neuroectoderm. However, our results caution us from using it as the sole marker for identifying neuroectoderm.

Assaying for these markers in whole post implantation embryos, we also found this population to be expressed as early as E7.5, in the ventral tip of the neural groove, in direct contact with the visceral endoderm. While FOXA2 immunostainings in mouse embryos exist, literature is focused on its expression in the node, notochord and endoderm^43^, not in the neural groove and co-expression with SOX1. At E7, no SOX1 expression was observed, but within ~12 hrs, the entire neural groove is marked SOX1+, in line with the in vitro dynamics observed here. The position of these SOX1+FOXA2+ cells in-vivo suggests cells of the neural groove in direct contact with visceral endoderm acquire FOXA2+ expression. This is consistent with in vitro experiments where FOXA2 upregulation occurs post Sox1 but not the reverse. It is also consistent with lineage analysis that found SOX1+FOXA2+ cells to always be closely related to uni-lineage marker SOX1+ or FOXA2+ cells in vitro. At E8.5, we also found a SOX1+FOXA2+ cell population at the ventral tip of the neural tube, which is formed with closing of the neural groove, co-expressing NKX2.2, a marker for p3 progenitors. We hypothesize that these SOX1+FOXA2+ represent a unique cell state that later gives rise to p3 progenitor cells in vivo. This is based on 1) the specific location of SOX1+FOXA2+ cells at E7.5 and E8.5 and of SOX1+FOXA2+NKX2.2+ cells at E8.5; 2) the quantification that revealed a majority of NKX2.2+ to also be SOX1+FOXA2+ , especially in the younger embryos of ~E8.5; and 3) the observed dynamics in-vitro. It has previously been hypothesized that the notochord (of mesodermal origin and expressing FOXA2) induces neural floor plate formation as well as specification of neural tube progenitors via the Shh morphogen^49,52,53^. Cells co-expressing NKX2.2 and FOXA2 in the neural tube had been identified in chick embryos but thought to be involved in floor plate formation in conjunction with the notochord^52,53^. However, more recently in mouse embryos, lineage tracing experiments have shown that p3 neural progenitors at E11.5 have a history of FOXA2 expression and display a unique epigenetic signature, distinct from other neural progenitor populations^49^. Our study now suggests that this population has its origin in the SOX1+FOXA2+ cells observed at E7.5 and not from the notochord. This is because we observe FOXA2+ expression in the neural groove prior at E7.5 prior to the formation of the notochord, with its precursor, the node clearly marked by FOXA2+ and in a spatially different part of the embryo. This suggests that the observed SOX1+FOXA2+ population in vivo is a product of the interaction between neuroectoderm cells in close contact with visceral endoderm cells, consistent with SOX1+FOXA2+ cells characterized in vitro. Thus, our study here identified a developmental cell state marked by SOX1 and FOXA2 co-expression.

## Methods

### Cell lines

All experiments were performed with mouse embryonic stem cells. All mouse lines are from R1 line^54^ except where stated as NG4 (NANOG GFP, CCE line)^38^ and SOX1-EGFP (46C line)^39^. Wild type and engineered lines were routinely maintained in standard SerumLIF conditions and incubated at 37 °C in 5% CO2. All lines were tested for mycoplasma and found to be negative.

### Mice for embryo isolation

Animals used were 15- 20 weeks old RjOrl:SWISS mice from Janvier Labs. Mice were housed in ventilated cages with 4-6 mice per cage. They were housed with an inverse 12 h day-night cycle (Temperature: 21 ± 2 C, Humidity: 55 ± 10 %) and with access to standard diet and water as required. Mice were visually inspected daily for signs of distress and pain by animal facility caretakers. For the timed matings, one male and one female per cage were paired. For staging the embryos, the afternoon of the day that a mating plug was observed, was considered embryonic day 0.5. Pregnant mice were euthanized by CO2 inhalation. Additionally, death was confirmed by cervical dislocation.

### Generating the NANOGVenus/iRFPnucmem reporter ESC line

R1 NANOGVenus cells^24^ were stably transfected with iRFP labelled nucmem^27^ under constitutive CAG promoter using PiggyBac transposon system. After 1 week, cells were FACS sorted for positive Venus and iRFP expression to obtain the desired cell line.

### Cell Culture

All ES lines were routinely cultured in SerumLIF media on 0.1% gelatin (Sigma-Aldrich, G1890-100G) coated plates. SerumLIF media consists of 10% FCS (PAN, P30-2602), 10 ng/ml LIF (Cell guidance Systems, GFM200-1000), 2 mM GlutaMAX (Thermo Fisher, 35050-038), 1% non-essential amino acids (Thermo Fisher, 11140-035), 1 mM sodium pyruvate (Sigma-Aldrich, S8636) and 50 μM β-mercaptoethanol (Sigma-Aldrich, M6250) in DMEM (Thermo Fisher, 11960-085) basal media. Prior to timelapse or immunostaining experiments, cells were seeded in slides (Ibidi, 80606) or 12 well chambers (Ibidi, 81201) coated with E-cadherin (Primorigen Biosciences, S2112-500UG). For coating, E cadherin was added at 0.4 ug/100 ul PBS++ per well/slide and incubated for 1 h at 37 C. For timelapse experiments with NANOGVenus/iRFPnucmem, media was exchanged to either SerumLIF, RA or Meso medium. The composition of SerumLIF is the same as in routine cell culture except basal media is phenol red free DMEM (Sigma-Aldrich, D1145). For RA and Meso medium, the basal medium is N2B27, self-made or commercial (Ndiff, Takara, Y40002). Self-made N2B27 consists of equal volumes DMEM/F12 (LifeTech, 21041025) and Neurobasal medium (LifeTech, 12348017) supplemented with 100 U/ml Pen/Strep (15140122, ThermoFisher), 2 mM Glutamine (G7513, Sigma-Aldrich), N2 (17502-048, LifeTech) and B27 (12587-010, LifeTech). For RA medium, Retinoic Acid (Sigma-Aldrich, R2625) was added at 0.1 uM to basal medium. Meso medium comprises of 100 ng/ul Activin-A (RayBiotech, 2281022) and 3 uM CHIR99021 (R&D, 4423) in N2B27 medium. For experiments testing co-expression of SOX1 and FOXA2 in R1WT and NG4 cells, RA was added at 0.1 uM, 0.5 uM or 1 uM to N2B27 basal medium as depicted in figures. For timelapse experiments with Sox1-EGFP/FOXA2mCherry line, the RA basal media is phenol red free Serum medium, i.e. SerumLIF minus LIF, to reduce auto fluorescence when imaging EGFP. To this RA was added at 1 uM.

### Timelapse Microscopy

All timelapse experiments were done using a wide field Nikon Ti-E microscope with a Nikon 10x Plan Fluor objective, Nikon Perfect Focus Systems, Lumencor Spectra X light engine and Hamamatsu Orca Flash 4.0 camera using software Youscope v2.1^55^. Imaging frequency was 20–25 minutes for a duration of 46–48 hours. Fluorescent proteins were imaged using teal (Venus), cyan (EGFP), green (mCherry) and red (iRFP) excitation lights and with the following optimized filter sets (Excitation filter; Dichroic mirror; Emission filter): EGFP (470/40; 495LP; 525/50), Venus (500/20; 515LP; 535/30), mCherry (550/32; 585LP; 605/15) and iRFP (655/40; 685BS; 716/40).

### Imaging Mass Cytometry

Post timelapse imaging, cells were fixed for 30 minutes with 4% PFA (Sigma-Aldrich, HT5011-1CS) and quenched with 100 mM glycin (AppliChem, A1377) for 10 minutes. Cells were permeablized for 5 minutes in 0.2% Triton-X (AppliChem, A1388) and then incubated with blocking buffer for 1 hour. The composition of the blocking buffer was 5% donkey serum (Jackson Immuno Research, 017-000-121) + 0.1% Triton-X in PBS. Before continuing with IMC, cells were imaged again as last timepoint of timelapse movie to be used as reference in aligning timelapse and IMC images. Cells were incubated overnight at 4 °C in a single cocktail of the 37 metal-conjugated antibody panel resuspended in blocking buffer in a single cocktail (Supplementary Table 1). Cells were washed in TBS three times prior to staining with 0.5 μM Cell-ID Intercalator-Ir (Fluidigm, 201192B) for detection of DNA. After 5 min, slides were rinsed with TBS and then briefly in water and air dried.

Chamber slide walls were then removed and Multiplexed images of the TMA cores were acquired using a Hyperion Imaging System (Standard BioTools). A square area of the chamber slide well was acquired at 200 Hz, and the raw data were preprocessed using commercial software (Standard BioTools).

### Antibody panel for Imaging Mass Cytometry

An antibody panel was composed to include relevant markers implicated in pluripotency and differentiation including germ layer markers as well as signaling molecules, histone modifiers and cell cycle markers to gain a comprehensive view of cell state during ES cell differentiation. Antibodies were validated for expected expression under ESC differentiation conditions, cell compartment specificity, and signal intensity prior to metal-chelating polymer conjugation and further confirmation by IMC. The complete list of antibodies can be found in Table S1.

### Immunostaining of cultured cells

Cells were immunostained as described previously^56^. Briefly, cells were fixed for 10 min with 4% PFA (Sigma-Aldrich, HT5011-1CS), then 10 min with ice cold methanol (Sigma-Aldrich, 32213). 0.2% Triton X (AppliChem, 1388) for 15 minutes was used for permeablization followed by 2 h in acid bleaching solution to bleach fluorescent proteins. Bleaching solution consists of 20 mM HCl (Merck, 1.00317.1000) and 3% H2O2 (Sigma-Aldrich, H-1009) in PBS. Cells were incubated in blocking buffer for 1 h. Blocking buffer is composed of 0.1% Triton X and 5% donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS. Primary antibody staining was done overnight at 4C. Secondary antibody staining, if required, was done at room temperature for 1 h. Primary antibodies used were labelled anti-FOXA2_AF647 (1:400) (Abcam, ab193879), anti-NANOG_AF488 (1:200) (Ebioscience, 53-5761-80) and unlabeled goat anti-SOX1 (1:200) (R&D, AF3369). Donkey anti-goat AF555 (1:1000) (ThermoFisher, A-21432) was used for secondary antibody staining in the case of SOX1. Nuclei were labelled with DAPI. Snapshot immunostaining imaging was performed in the same setup as timelapse microscopy.

### Generating knock in reporter line

Sox1-GFP/FOXA2mCherry double reporter line was generated using Crispr-Cas9. gRNA to nick FoxA2 at 3’ end was designed in Benchling and cloned into plasmid co-expressing Cas9. This was co-transfected into Sox1-EGFP cells along with plasmid containing mCherry flanked by FoxA2 homology arms at 3’ end. After 1 week, cells were single cell sorted in 96 well u-bottom plates and expanded. Colonies were genotyped for the presence of mCherry and successful candidates underwent RA differentiation assay for 2 days. To ensure correct expression and localization of FOXA2mCherry, cells were imaged for mCherry and EGFP expression followed by immunostaining for FOXA2 and SOX1. mCherry expression was correlated with FOXA2 antibody staining expression at the single cell level and the successful clone was chosen based on highest degree of correlation between mCherry and antibody expression.

### Sample preparation for RNASeq and Bulk RNA-Sequencing

Sox1-EGFP/FoxA2mCherry cells were seeded in SerumLIF overnight in 0.1% gelatin coated 6 well plates (ThermoScientific, 140675) before medium exchange to commercial N2B27 (Takara, Y40002) + RA (1 uM). Cells underwent differentiation for either 2 days, 4 days or 6 days in this medium as indicated with fresh medium exchange every 2 days, prior to FACS sorting for desired populations. FACS sorting was done in a BD FACSAria III sorter with BD FACS Diva v8 software. Gates for sorting desired populations were set with R1WT cells as the negative control. Gating strategy as shown in Supplementary Fig. 5D was plotted with FlowJo v10. For samples where the cell state of the sorted population was to be analyzed by RNASeq, 500 cells per sample were sorted into low-binding 96-well plates (Eppendorf) filled with 1xPBS, flash frozen with dry ice and promptly stored at −80 °C until use. For samples where the progeny of sorted population was to be analyzed by RNASeq, 50000 cells were sorted per desired population post 2 days of differentiation and replated in 0.1% gelatin coated 48 well plates (Thermo Scientific, 150687) containing RA medium (1 uM). The basal medium for RA was Serum, i.e SerumLIF used in routine culture minus the LIF. Post expansion for a further 2 days or 4 days as indicated, cells were harvested, resuspended in PBS, concentration manually counted with a Neubauer chamber and ~500 cells per sample were transferred to low binding 96-well plates (Eppendorf) and stored immediately at −80 °C until use following a flash freeze with dry ice. RNA extraction from samples involving isolation and fragmentation, and the synthesis of the double-stranded cDNA library were performed according to the SMART-Seq Stranded Kit protocol from Takara (Catalog # 634444). The cDNA library was sequenced on the Illumina NovaSeq6000 platform.

### Embryo isolation and fixation

For the isolation of the embryos, the uterus of the pregnant mice was dissected and placed on a petri dish with PBS. The uterus was cut between the bulges formed by the embryos covered by the decidua (a layer of tissue that supports the embryo development). These pieces were then placed on the lid of a petri dish filled with PBS + 10% FCS. The embryos were isolated using jeweler’s forceps and kept in PBS on ice until all embryos were isolated. Once the embryos were isolated, the staging was confirmed by morphology, using the Theiler stage system. Embryos were selected at random for fixation with no specific bias towards any sex. For fixation, E6.5-7.5 embryos were fixed for 30 minutes with 2% PFA at RT and then washed twice for 5 minutes in PBS. E8.5 embryos were fixed for 1 hour with 4% PFA at RT and then washed twice for 20 minutes in PBS.

### E8.5 embryo cryosection

Fixed E8.5 embryos were incubated O/N, at 4 C, in PBS 15% Sucrose. Embryos were then incubated again O/N, at 4 C, in PBS 30% Sucrose. Embryos were then transferred to a cryomold and covered with PolyFreeze Tissue Freezing Medium (SIGNA, SHH0026-120ML). Cryomolds with embedded embryos were then placed at −80 C for freezing. Embryos were then sliced at a thickness of 16 μm on a cryostat at −20 C and placed on Superfrost® Plus slides (VWR, J1800ABDH). Slices were washed once prior to staining, for 15 min at RT, in PBS.

### E6.5-E7.5 and E8.5 neural tube slices immunostaining

Embryos/slices were incubated for 1 hour at RT in Block/Perm solution (PBS with 10% NDS and 0.5% Triton X). Afterward, embryos/slices were incubated in Block/Perm solution with primary antibodies, O/N, at 4 C. Embryos/slices were then washed 3 times for 15 minutes, at RT, in PBS with 0.05% Triton X. Embryos/slices were then incubated in Block/Perm (with 0.05% Triton X) with secondary antibodies for 1.5 hours, at RT. Embryos/slices were then washed 3 times for 15 minutes, at RT, in PBS with 0.05% Triton X and one last time for 15 minutes in PBS. The primary antibodies used were the following: rabbit anti-FOXA2 (abcam, ab40874, 1:300 dilution), goat anti-hSOX1 (R&D, AF3369, 1:100 dilution), mouse anti-NKX2.2 (DSHB, 74.5A5, 1:100 dilution). The secondary antibodies used were the following: donkey anti-mouse IgG (H + L) Alexa Fluor^TM^ 488 (Thermo Fisher, A-21202, 1:500), donkey anti-mouse IgG (H + L) Alexa Fluor^TM^ plus 647 (Thermo Fisher, A32787, 1:500), donkey anti-rabbit IgG (H + L) Alexa Fluor^TM^ 488 (Thermo Fisher, A-21206, 1:500), donkey anti-rabbit IgG (H + L) Alexa Fluor^TM^ 546 (Thermo Fisher, A10040, 1:500), donkey anti-goat IgG (H + L) Alexa Fluor^TM^ 546 (Thermo Fisher, A-11056,1:500), donkey anti-goat IgG (H + L) CF640R (Biotium, 20179,1:500).

### Two-photon excitation microscopy

Two-photon excitation (2PE) microscopy was performed to image whole E6.5-E7.5 embryos. Samples were placed on glass bottom 35 mm dishes (Matek, P35G-1.5-14-C) and embedded in 0.5% low melting point agarose (Promega, V2111). E7.5 embryos were placed on the dish so that the neural groove faced the glass. Microscopy was performed on a Zeiss LSM980 microscope equipped with a tunable INSIGHT X3 680-1300 NLO laser, 2 PMT, and 2GaAsP non-discanned detectors, using a 40X C-Apochromat water objective (NA 1.1, WD 0.62 mm), and Immersol® W 2010 (Zeiss). The scanning was performed at the highest LSM scan speed, with 2x averaging, in bidirectional mode at 1024×1024 pixel resolution, 0.6–0.8X zoom, and a z-step size of 0.410 µm. Auto Z Brightness correction was used and the following laser and detector settings were used: 760 nm at 0.8-16% laser power (LP), PMT detector at 600 V (for DAPI); for 930 nm at 2–18% LP, PMT detector at 650 V (for Alexa Fluor 488); 840 nm at 0.8–16% LP, GaAsP detector at 600–650 V (for Alexa Fluor 546); 830 nm at 1–16% LP, GaAsP detector at 650 V (for CF640R).

### Confocal microscopy

Confocal microscopy was performed to image the E8.5 neural tube slices. Samples were incubated for 5 min in 25%, 50% and 75% Glycerol diluted with PBS, and finally covered with glycerol mounting medium (80% Glycerol (BioChemica, A1123,1000), 0.1 M NPG (SIGMA, 02370-100G) in TBS) and a #1.5 glass coverslip (TED PELLA, 260146). Microscopy was performed on a Leica SP8 confocal equipped with 405 nm, 561 nm, 633 nm diode lasers, 488 nm Argon laser, three photomultiplier tubes (1 used for DAPI), two HyD detectors (used for Alexa Fluor 488, plus 488, 546, plus 647, and CF640R) using a 63x HCX PL APO CORR CS glycerol immersion objective (NA 1.3, WD 0.28 mm) with Leica type G immersion liquid. Microscopy was also performed on a Leica SP8 Falcon confocal, equipped with the same lasers and detectors as the Leica SP8, but with an additional white light laser (WLL), using a 63x HC PL APO CS2 glycerol immersion objective (NA 1.3, WD 0.3). with Leica type G immersion liquid. The scanning was performed at 400 Hz, in bidirectional mode, with 2x averaging at 1024 × 1024 pixel resolution, 16-bit, 0.75-0.9 zoom, and a z-step size of 0.5 µm. Laser and detector settings were: 405 nm laser at 0.5% Laser power (LP), PMT at 600–700 V gain (for DAPI), 488 nm laser at 1–4% LP, HyD at 20%–40% gain (for Alexa Fluor 488 and, plus 488), 561 nm laser at 2–6% or WLL at 556 nm and 2-5% LP, HyD at 20–30% gain (for Alexa Fluor 546), 633 nm laser at 3–10% or WLL at 642/647 and 3–8%, HyD at 20–40% (for CF640R and Alexa Fluor plus 647).

### Processing and analysis of IMC data

Acquired IMC data was segmented on Ilastik v0.5 using a random forest classifier of cell nuclei, cytoplasm and background and quantified on histoCAT^57^ v1.0. Downstream analysis was performed in R using pre-existing functions and custom scripts adapted from Nowicka et al.^58^. Umap was generated using “umap” package following range scaling of the expression data from all antibodies in the panel. To elaborate, per antibody, from individual values the 1 percentile value was subtracted. This was then normalized to the value obtained by subtracting the 1 percentile value from the 99-percentile value for that antibody distribution. This is called ‘min-max’ normalization such that all values of a distribution are scaled to a range of 0-1. Any values greater than 99 percentile or less than 1 percentile were set to 1 and 0 respectively. The parameters included all expression data from the antibodies panel. Distributions to fit antibody density curves were produced using “mixtools” and “fitdistrplus” packages.

### Processing timelapse data

16-bit images acquired during timelapse imaging were converted to 8 bit and corrected for background inconsistencies using BaSiC^59^ v1.1. Cell nuclei were segmented using FastER v1.4 with iRFPnucmem as segmentation channel^60^. Cells were manually tracked using TTT v3.5 and fluorescence expression quantified using QTfy^25^ v1.1. Cell lifetime, motility, cell generation were calculated from tracked tree data using custom code in C++ and linked to timelapse data. Further downstream analysis was done in R. SOX1EGFP and FOXA2mCherry fluorescence traces were plotted in GraphPad Prism v10.1.2.

### Combining timelapse + IMC data sets

IMC images acquired at the end of timelapse movies were rotated and aligned to time lapse frames with ‘Image Registration’ in Matlab R2017B. Post rotation x and y coordinates of cells in IMC dataset were noted. Then Manhattan distance between last cells of tracked timelapse data and cells of IMC data was calculated per field of view to account for minute shifts in frames between timelapse and IMC data. Cells with the least Manhattan distance between the two datasets, with a maximum allowed shift of 30 pixel, were linked together. A subset of linked cells were checked manually to ensure that the process had worked correctly without spurious links.

### Analysis of immunostaining data from cultured cells

16-bit immunostaining images were converted to 8 bit and background corrected in BaSiC^59^ v1.1. If required, images were aligned to previous frames, e.g. from timelapse data, using ‘Image Registration’ in Matlab R2017B prior to segmentation. Cells were nuclear segmented in DAPI channel and fluorescence signal quantified in FastER^60^ v1.4. Downstream data analysis was performed in R (version 4.1.2).

### Embryo image visualization and analysis

Tile scans of confocal microscopy were stitched directly after acquisition using the Leica LAS X software. Tile scans of 2 photon excitation (2PE) microscopy were stitched using the stitcher of Huygens Software (Scientific Volume Imaging). Image visualization and, where applicable, cropping from tile scans were done in Imaris v10 (Bitplane). Confocal neural tube slice images and 2PE pe whole embryo images are Imaris 3D reconstructions using the MIP (maximum intensity projection) mode. Optical sections of E7.5 embryos were done with the oblique slicer in Imaris, at minimal thickness.

### RNASeq analysis

The obtained reads were aligned to the M 21 release mouse genome (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_mouse/release_M21) using STAR^61^. Subsequently, sorted.bam files were generated using SAMtools^62^. Counts were then extracted using featureCounts^63^. Subsequent analysis of the resulting count matrix was performed in R (v4.1.2). Normalized counts were obtained and PCA analysis done with R package “DESeq2”^64^by following standard analysis pipeline (https://bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html). 

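The deposited table holds raw counts for 55450 genes in 57 libraries, and every gene was found in the GENCODE M21 annotation. No counts at all were recorded for 17734 genes. Normalized counts are given here as the authors describe, by division of each count by the DESeq2 size factor of its library, computed over all 57 libraries. With TMM scaling in place of size factors, 2041 of the 2128 population means of named genes moved by less than 1 SD. For the PCA, counts were transformed with DESeq2's variance-stabilizing transformation and the 500 most variable genes were used. Of the counts from 1 to 20, 84.6% are even numbers, as are 71.3% of those over 1000, so that the unit of counting may not be 1 per sequenced fragment.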

Heatmap generation was performed on normalized counts using R package “pheatmap”.

### Inferring NANOG Transition Dynamics

Kin Correlation Analysis (KCA) was performed as described previously^29^ to infer NANOG transition dynamics per generation using end state and lineage data with assumption that cell state is reversible. Briefly, based on NANOG IMC threshold, last cells of timelapse trees were classified as N+ or N-. Mean transition probability was calculated as the mean of transition rates derived from lineage distance u = 1 (sisters) to u = 5 (distant cousins). A total of 51 trees were used in the analysis with bootstrapping (n = 100). Correlation matrices were constructed per u to count the instances of cells pairs which were N+/N+, N-N- or N+N- and normalized to the total count. Matrices were then normalized per column by the column sum, which is the steady state distribution of N+/N- cell states absent of lineage information. Finally transition probabilities per generation were calculated with the formula T(u) = C(u)^(1/2u)^.

### Actual NANOG transition dynamics

Per cell, the first two timepoints post cell division and the last two timepoints pre cell division were excluded to eliminate technical noise. Based on NANOGVenus reporter expression, manual threshold was set classifying cells as N+ or N- per time point. For each tree, cells were assigned overall as N+ or N- if they were consistently N+ or N- for at least 5 consecutive time points (~2.5 hours) pre cell division. For each transition state, the number of occurrences were calculated based on current cell state and cell state post cell division and normalized to the total number of transitions to get transition probability. Mean transition was obtained by bootstrapping (n = 100) on 51 trees in SerumLIF, 70 trees in RA and 96 trees in Meso used for analysis.

### Determining decision cells

Final nodes/cells of tracked trees were assigned as Fate+ or Fate- (e.g. SOX1+ and SOX1-) based on manual threshold of IMC data. If sister cells had the same Fate+ state, trees were then recursively traversed up with upstream nodes assigned the same cell state as downstream nodes till a difference was observed in sister cell fate. The sister cell that is Fate+ at that level was marked as a ‘Decision Cell’. Apoptotic cells were treated as having the same state as their sister cell, as the end composition is a homogenous colony. Ancestors of Decision Cells were assigned N+ or N- as described above to determine role of ancestor NANOG expression in lineage acquisition.

### Statistical analysis

Each experiment was independently replicated at least 2 times as indicated in figure legends. Statistical significance was determined by two-tailed unpaired student t test, two-way ANOVA or Fischer’s exact test as indicated in figure legends and calculated using GraphPad Prism v10.1.2. P values below 0.05 were considered statistically significant. No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description Of Additional Supplementary Files

Supplementary Movie 1

Reporting summary

## Source data

Source data

## Data Availability

Processed imaging data from timelapse and Imaging Mass Cytometry has been uploaded to ETH Research Collection with 10.3929/ethz-b-000688864. The raw imaging data (too big for this repository) can be obtained from the corresponding author Timm Schroeder (). Raw images will be shared electronically within two weeks of request. Bulk RNASeq data has been uploaded to the Gene Expression Omnibus (GEO) database under accession code GSE259317. The cell lines and plasmids generated in this study are available on request from the corresponding author Timm Schroeder. Source data are provided with this paper.

## References

[1] Keller, G. Embryonic stem cell differentiation: emergence of a new era in biology and medicine. *Genes Dev.***19**, 1129–1155 (2005).15905405 10.1101/gad.1303605

[2] Kim, J., Chu, J., Shen, X., Wang, J. & Orkin, S. H. An extended transcriptional network for pluripotency of embryonic stem cells. *Cell***132**, 1049–1061 (2008).18358816 10.1016/j.cell.2008.02.039PMC3837340

[3] Zhou, Q., Chipperfield, H., Melton, D. A. & Wing, H. W. A gene regulatory network in mouse embryonic stem cells. *Proc. Natl Acad. Sci.***104**, 16438–16443 (2007).17940043 10.1073/pnas.0701014104PMC2034259

[4] Ying, Q. L., Stavridis, M., Griffiths, D., Li, M. & Smith, A. Conversion of embryonic stem cells into neuroectodermal precursors in adherent monoculture. *Nat. Biotechnol.***21**, 183–186 (2003). *2003* 21:2.12524553 10.1038/nbt780

[5] Thomson, M. et al. Pluripotency factors in embryonic stem cells regulate differentiation into germ layers. *Cell***145**, 875–889 (2011).21663792 10.1016/j.cell.2011.05.017PMC5603300

[6] Schroeder, T. Tracking hematopoiesis at the single cell level. *Ann. N. Y Acad. Sci.***1044**, 201–209 (2005).15958713 10.1196/annals.1349.025

[7] Schroeder, T. Imaging stem-cell-driven regeneration in mammals. *Nature***453**, 345–351 (2008).18480816 10.1038/nature07043

[8] Eilken, H. M., Nishikawa, S. I. & Schroeder, T. Continuous single-cell imaging of blood generation from haemogenic endothelium. *Nature***457**, 896–900 (2009).19212410 10.1038/nature07760

[9] Rieger, M. A., Hoppe, P. S., Smejkal, B. M., Eitelhuber, A. C. & Schroeder, T. Lineage choice. *Science***325**, 217–218 (2009). *(1979)*.19590005 10.1126/science.1171461

[10] Schroeder, T. Long-term single-cell imaging of mammalian stem cells. *Nat. Methods***8**, S30–S35 (2011).21451514 10.1038/nmeth.1577

[11] Skylaki, S., Hilsenbeck, O. & Schroeder, T. Challenges in long-term imaging and quantification of single-cell dynamics. *Nat. Biotechnol.***34**, 1137–1144 (2016).27824848 10.1038/nbt.3713

[12] Endele, M., Etzrodt, M. & Schroeder, T. Instruction of hematopoietic lineage choice by cytokine signaling. *Exp. Cell Res***329**, 207–213 (2014).25046868 10.1016/j.yexcr.2014.07.011

[13] Loeffler, D. et al. Asymmetric lysosome inheritance predicts activation of haematopoietic stem cells. *Nature***573**, 426–429 (2019).31485073 10.1038/s41586-019-1531-6

[14] Loeffler, D. et al. Asymmetric organelle inheritance predicts human blood stem cell fate. *Blood***139**, 2011–2023 (2022).34314497 10.1182/blood.2020009778

[15] Martello, G., Bertone, P. & Smith, A. Identification of the missing pluripotency mediator downstream of leukaemia inhibitory factor. *EMBO J.***32**, 2561–2574 (2013).23942233 10.1038/emboj.2013.177PMC3791366

[16] Guo, G. et al. Klf4 reverts developmentally programmed restriction of ground state pluripotency. *Development***136**, 1063–1069 (2009).19224983 10.1242/dev.030957PMC2685927

[17] Festuccia, N. et al. Esrrb is a direct Nanog target gene that can substitute for Nanog function in pluripotent cells. *Cell Stem Cell***11**, 477–490 (2012).23040477 10.1016/j.stem.2012.08.002PMC3473361

[18] Kolodziejczyk, A. A. et al. Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. *Cell Stem Cell***17**, 471 (2015).26431182 10.1016/j.stem.2015.09.011PMC4595712

[19] Briggs, J. A. et al. Mouse embryonic stem cells can differentiate via multiple paths to the same state. *Elife***6**, e26945 (2017).10.7554/eLife.26945PMC564852928990928

[20] Weinreb, C., Rodriguez-Fraticelli, A., Camargo, F.D., Klein, A. M. Lineage tracing on transcriptional landscapes links state to fate during differentiation. *Science***367**, 755 (2020).10.1126/science.aaw3381PMC760807431974159

[21] Lane, K. et al. Measuring signaling and RNA-Seq in the same cell links gene expression to dynamic patterns of NF-κB activation. *Cell Syst.***4**, 458–469.e5 (2017).28396000 10.1016/j.cels.2017.03.010PMC6748049

[22] Kull, T. et al. NfκB signaling dynamics and their target genes differ between mouse blood cell types and induce distinct cell behavior. *Blood***140**, 99–111 (2022).35468185 10.1182/blood.2021012918

[23] Wehling, A. et al. Combining single-cell tracking and omics improves blood stem cell fate regulator identification. *Blood***140**, 1482–1495 (2022).35820055 10.1182/blood.2022016880PMC9523371

[24] Filipczyk, A. et al. Network plasticity of pluripotency transcription factors in embryonic stem cells. *Nat. Cell Biol.***17**, 1235–1246 (2015).26389663 10.1038/ncb3237

[25] Hilsenbeck, O. et al. Software tools for single-cell tracking and quantification of cellular and molecular properties. *Nat. Biotechnol.* 703–706 (2016). vol.Preprint at.27404877 10.1038/nbt.3626

[26] Teo, A. K. K. et al. Activin and BMP4 synergistically promote formation of definitive endoderm in human embryonic stem cells. *Stem Cells***30**, 631–642 (2012).22893457 10.1002/stem.1022

[27] Okita, C., Sato, M. & Schroeder, T. Generation of optimized yellow and red fluorescent proteins with distinct subcellular localization. *Biotechniques***36**, 418–424 (2004).15038157 10.2144/04363ST01

[28] Okada, Y., Shimazaki, T., Sobue, G. & Okano, H. Retinoic-acid-concentration-dependent acquisition of neural cell identity during in vitro differentiation of mouse embryonic stem cells. *Dev. Biol.***275**, 124–142 (2004).15464577 10.1016/j.ydbio.2004.07.038

[29] Hormoz, S. et al. Inferring cell-state transition dynamics from lineage trees and endpoint single-cell measurements article inferring cell-state transition dynamics from lineage trees and endpoint single-cell measurements. *Cell Syst.***3**, 419–433 (2016).27883889 10.1016/j.cels.2016.10.015PMC5142829

[30] Ying, Q. L. et al. The ground state of embryonic stem cell self-renewal. *Nature***453**, 519–523 (2008).18497825 10.1038/nature06968PMC5328678

[31] Waisman, A. et al. Cell cycle dynamics of mouse embryonic stem cells in the ground state and during transition to formative pluripotency. *Sci. Rep.***9**, 1–10 (2019). *2019 9:1*.31142785 10.1038/s41598-019-44537-0PMC6541595

[32] Miller, I. et al. Ki67 is a graded rather than a binary marker of proliferation versus quiescence. (2018) 10.1016/j.celrep.2018.06.110.10.1016/j.celrep.2018.06.110PMC610854730067968

[33] Bachman, K. E., Rountree, M. R. & Baylin, S. B. Dnmt3a and Dnmt3b are transcriptional repressors that exhibit unique localization properties to heterochromatin. *J. Biol. Chem.***276**, 32282–32287 (2001).11427539 10.1074/jbc.M104661200

[34] Teo, A. K. K. et al. Pluripotency factors regulate definitive endoderm specification through eomesodermin. *Genes Dev.***25**, 238–250 (2011).21245162 10.1101/gad.607311PMC3034899

[35] Niakan, K. K., Schrode, N., Cho, L. T. Y. & Hadjantonakis, A. K. Derivation of extraembryonic endoderm stem (XEN) cells from mouse embryos and embryonic stem cells. *Nat. Protoc.***8**, 1028–1041 (2013). *2013 8:6*.23640167 10.1038/nprot.2013.049PMC3927835

[36] Semrau, S. et al. Dynamics of lineage commitment revealed by single-cell transcriptomics of differentiating embryonic stem cells. *Nat. Commun.***8**, 1–16 (2017). *2017 8:1*.29061959 10.1038/s41467-017-01076-4PMC5653659

[37] Tada, S. et al. Characterization of mesendoderm: a diverging point of the definitive endoderm and mesoderm in embryonic stem cell differentiation culture. *Development***132**, 4363–4374 (2005).16141227 10.1242/dev.02005

[38] Schaniel, C. et al. Smarcc1/Baf155 couples self-renewal gene repression with changes in chromatin structure in mouse embryonic stem cells. *Stem Cells***27**, 2979–2991 (2009).19785031 10.1002/stem.223PMC5978760

[39] Aubert, J. et al. Screening for mammalian neural genes via fluorescence-activated cell sorter purification of neural precursors from Sox1-gfp knock-in mice. *Proc. Natl Acad. Sci.***100**, 11836–11841 (2003).12923295 10.1073/pnas.1734197100PMC304095

[40] Lu, J. et al. All-trans retinoic acid promotes neural lineage entry by pluripotent embryonic stem cells via multiple pathways. *BMC Cell Biol*. **10**, 57 (2009).10.1186/1471-2121-10-57PMC272851519642999

[41] Suter, D. M., Tirefort, D., Julien, S. & Krause, K.-H. A Sox1 to Pax6 switch drives neuroectoderm to radial glia progression during differentiation of mouse embryonic stem cells. *Stem Cells***27**, 49–58 (2009).18832594 10.1634/stemcells.2008-0319

[42] Arnold, S. J., Hofmann, U. K., Bikoff, E. K. & Robertson, E. J. Pivotal roles for eomesodermin during axis formation,epithelium-to-mesenchyme transition and endoderm specification in the mouse. *Development***135**, 501–511 (2008).18171685 10.1242/dev.014357PMC7116389

[43] Balmer, S., Nowotschin, S. & Hadjantonakis, A. Notochord morphogenesis in mice: Current understanding & open questions. *Dev. Dyn.***245**, 547–557 (2016).26845388 10.1002/dvdy.24392PMC4844759

[44] Conti, L. et al. Niche-independent symmetrical self-renewal of a mammalian tissue stem cell. *PLoS Biol.***3**, e283 (2005).16086633 10.1371/journal.pbio.0030283PMC1184591

[45] Paca, A. et al. BMP signaling induces visceral endoderm differentiation of XEN cells and parietal endoderm. *Dev. Biol.***361**, 90–102 (2012).22027433 10.1016/j.ydbio.2011.10.013

[46] Pijuan-Sala, B. et al. A single-cell molecular map of mouse gastrulation and early organogenesis. *Nature***566**, 490–495 (2019).30787436 10.1038/s41586-019-0933-9PMC6522369

[47] Ivanovitch, K. et al. Ventricular, atrial, and outflow tract heart progenitors arise from spatially and molecularly distinct regions of the primitive streak. *PLoS Biol.***19**, e3001200 (2021).33999917 10.1371/journal.pbio.3001200PMC8158918

[48] Cajal, M. et al. Clonal and molecular analysis of the prospective anterior neural boundary in the mouse embryo. *Development***139**, 423–436 (2012).22186731 10.1242/dev.075499PMC3243100

[49] Delás, M. J. et al. Developmental cell fate choice in neural tube progenitors employs two distinct cis-regulatory strategies. *Dev. Cell***58**, 3–17.e8 (2023).36516856 10.1016/j.devcel.2022.11.016PMC7614300

[50] Rodda, D. J. et al. Transcriptional regulation of nanog by OCT4 and SOX2. *J. Biol. Chem.***280**, 24731–24737 (2005).15860457 10.1074/jbc.M502573200

[51] Burtscher, I. & Lickert, H. Foxa2 regulates polarity and epithelialization in the endoderm germ layer of the mouse embryo. *Development***136**, 1029–1038 (2009).19234065 10.1242/dev.028415

[52] Lek, M. et al. A homeodomain feedback circuit underlies step-function interpretation of a Shh morphogen gradient during ventral neural patterning. *Development***137**, 4051–4060 (2010).21062862 10.1242/dev.054288

[53] Cho, G., Lim, Y., Cho, I.-T., Simonet, J. C. & Golden, J. A. Arx together with FoxA2, regulates Shh floor plate expression. *Dev. Biol.***393**, 137–148 (2014).24968361 10.1016/j.ydbio.2014.06.012PMC4681535

[54] Nagy, A., Rossant, J., Nagy, R., Abramow-Newerly, W. & Roder, J. C. Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. *Proc. Natl Acad. Sci. USA***90**, 8424–8428 (1993).8378314 10.1073/pnas.90.18.8424PMC47369

[55] Lang, M., Rudolf, F. & Stelling, J. Use of YouScope to implement systematic microscopy protocols. *Curr. Protoc. Mol. Biol***98**, 14.21.1-23 (2012).10.1002/0471142727.mb1421s9822470060

[56] Lin, J. R., Fallahi-Sichani, M. & Sorger, P. K. Highly multiplexed imaging of single cells using a high-throughput cyclic immunofluorescence method. *Nat. Commun.***6**, 1–7 (2015).10.1038/ncomms9390PMC458739826399630

[57] Schapiro, D. et al. HistoCAT: Analysis of cell phenotypes and interactions in multiplex image cytometry data. *Nat. Methods***14**, 873–876 (2017).28783155 10.1038/nmeth.4391PMC5617107

[58] Nowicka, M. et al. CyTOF workflow: Differential discovery in high-throughput high-dimensional cytometry datasets. *F1000Research***6**, 748 (2017).28663787 10.12688/f1000research.11622.1PMC5473464

[59] Peng, T. et al. A BaSiC tool for background and shading correction of optical microscopy images. *Nat. Commun.***8**, 1–7 (2017).28594001 10.1038/ncomms14836PMC5472168

[60] Hilsenbeck, O. et al. FastER: A User-Friendly tool for ultrafast and robust cell segmentation in large-scale microscopy. *Bioinformatics***33**, 2020–2028 (2017).28334115 10.1093/bioinformatics/btx107

[61] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[62] Li, H. et al. The sequence alignment/Map format and SAMtools. *Bioinformatics***25**, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[63] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[64] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

# Supplementary material for: Identification of an embryonic differentiation stage marked by Sox1 and FoxA2 co-expression using combined cell tracking and high dimensional protein imaging
**Source:** Nat Commun. 2024 Sep 9;15:7860. doi: 10.1038/s41467-024-52069-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supp Fig. 1

**A)**

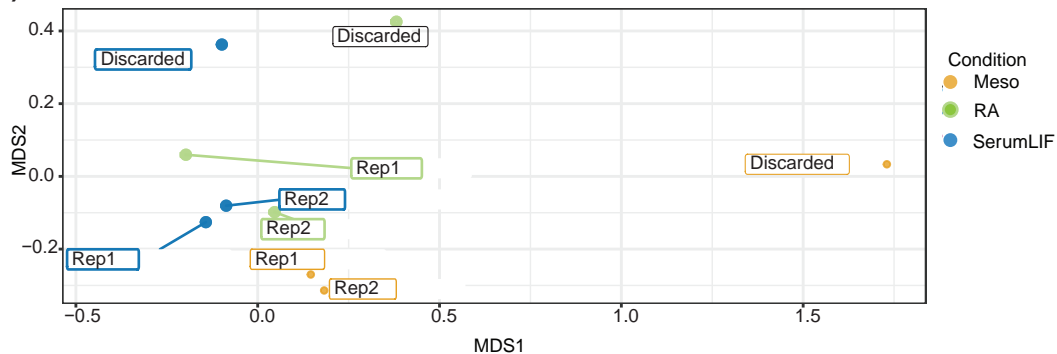

**B)**

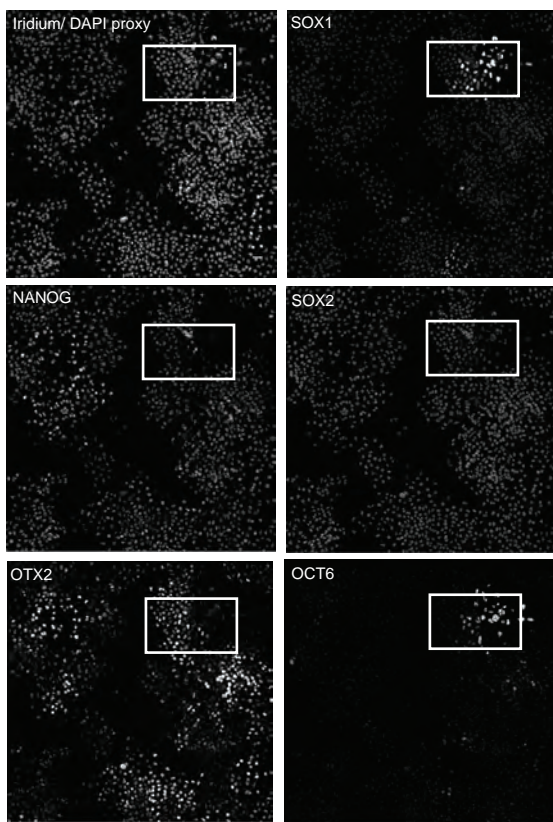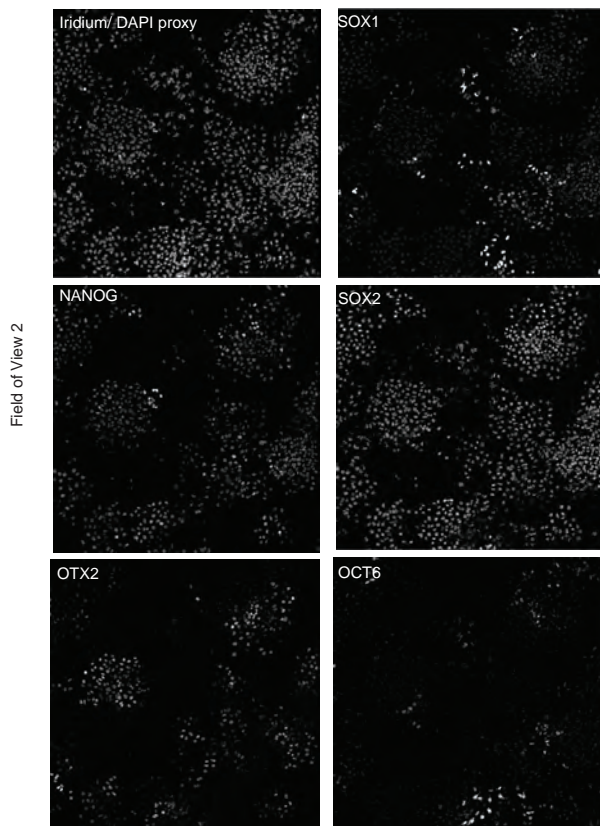

***Supplementary Fig. 1 Multidimensional protein expression from Imaging Mass Cytometry reveals heterogeneous protein expression between single cells within same media***

**A)** Multidimensional scaling plot (MDS) based on protein expression reveals that two replicates (Rep1, Rep2) are similar with no batch effects. An experiment using the same antibodies but where the cells detached partially prior to image acquisition (Discarded) also plotted to visualize degree of similarity between the two biological replicates.

**B)** Representative images in RA post IMC of two complete fields of view reveal heterogeneous protein expression at single cell level. Boxed area (white rectangle) in Field of View 1 is the zoomed in colony shown in Fig. 1B. n= 2 biological replicates. Scale bar 50  $\mu$ m.

# Supp Fig. 2

A)

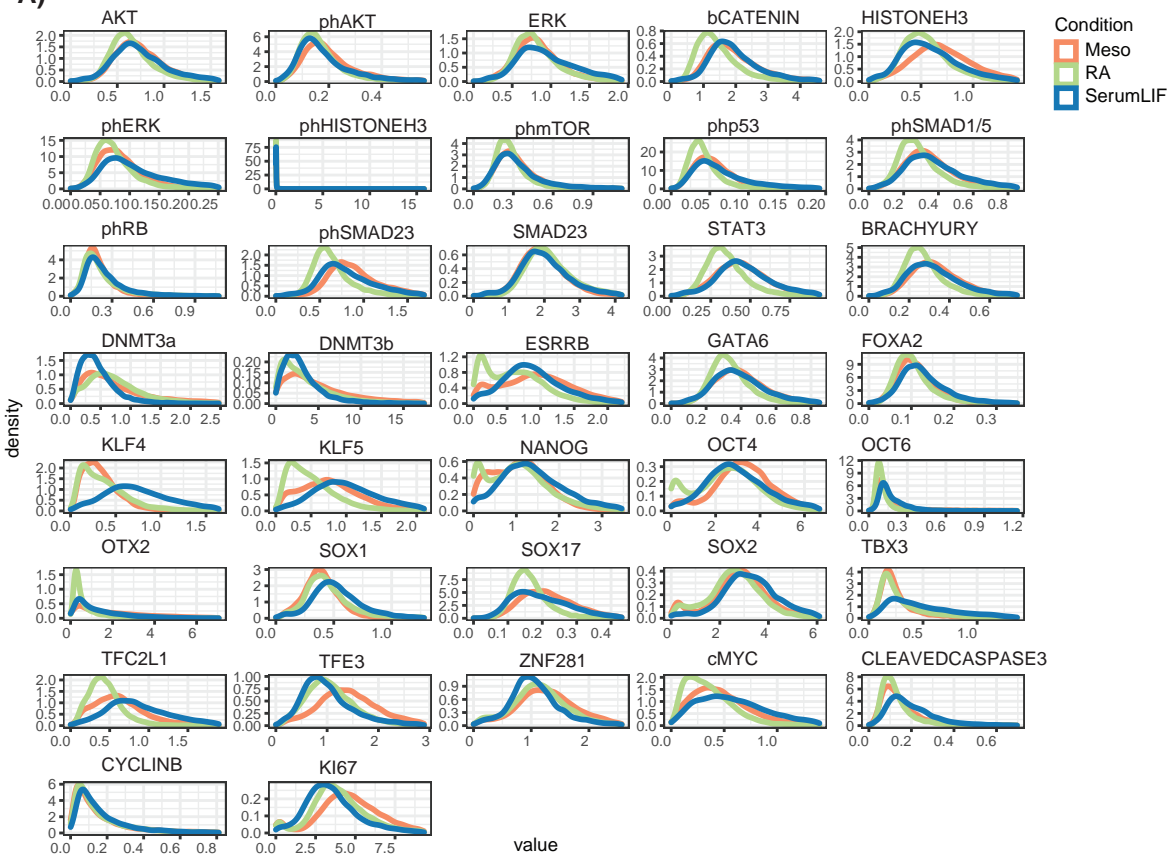

B)

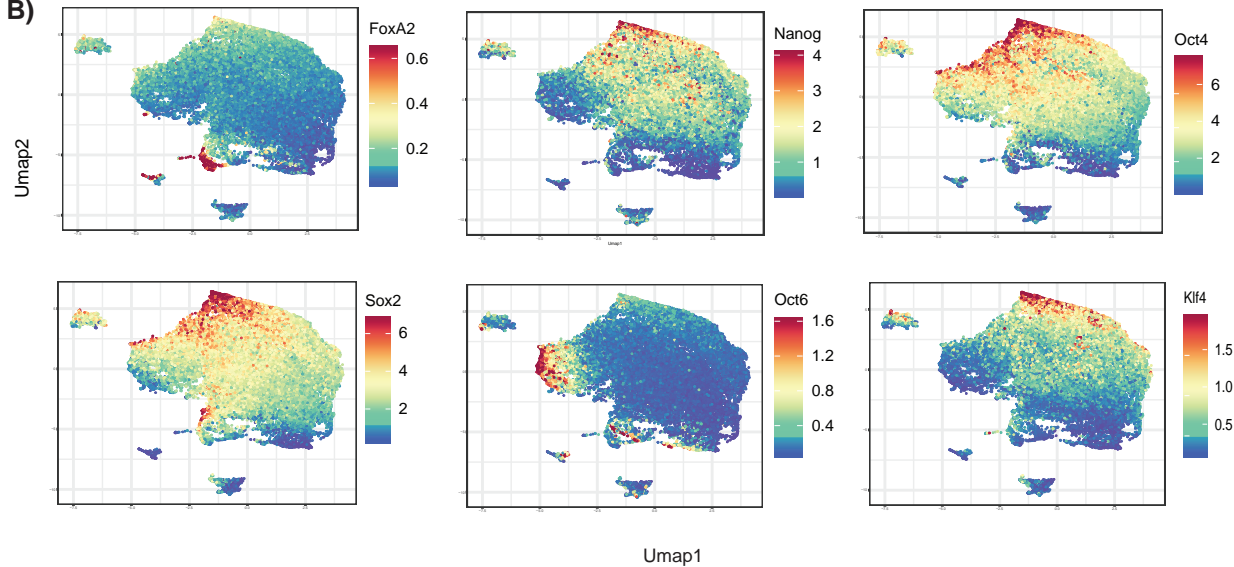

***Supplementary Fig. 2 Multidimensional protein expression from Imaging Mass Cytometry reveals heterogeneous protein expression distribution between cells in different media that cannot be resolved with umap analysis.***

***A)*** Distribution of expression for all proteins in the IMC panel in different media.  $n > 9000$  cells per condition from two biological replicates

***B)*** Umap based on protein expression from IMC and cell morphometric attributes as shown in Fig.1D, colored by various transcription factors' expression as indicated, fails to separate cells into clear distinct populations.  $n > 34000$  cells from two biological replicates.

Supp Fig. 3

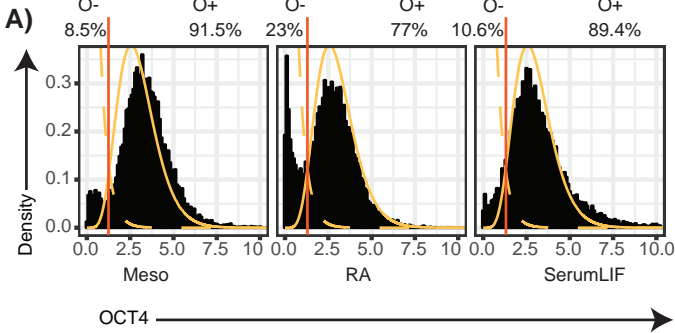

B)

| SerumLIF |           |       |       |       |      |        |        |      |      |      |       |      |      |       |         |      |      |      | Cell State proportion |
|----------|-----------|-------|-------|-------|------|--------|--------|------|------|------|-------|------|------|-------|---------|------|------|------|-----------------------|
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 11.60%                |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 8.70%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 6.10%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 5%                    |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 4.60%                 |
| RA       |           |       |       |       |      |        |        |      |      |      |       |      |      |       |         |      |      |      |                       |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 7.20%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 7.00%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 5.90%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 3%                    |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 2.40%                 |
| Meso     |           |       |       |       |      |        |        |      |      |      |       |      |      |       |         |      |      |      |                       |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 7.60%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 4.10%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 3.90%                 |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 3%                    |
| SOX1     | BRACHYURY | FOXA2 | SOX17 | GATA6 | OCT6 | DNMT3A | DNMT3B | TXB3 | KLF4 | KLF5 | NANOG | OCT4 | SOX2 | ESRRB | TFCP2L1 | OTX2 | TFE3 | CMYC | 2.80%                 |

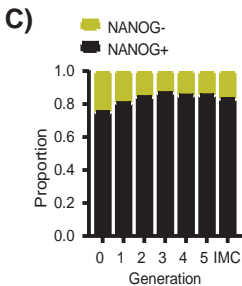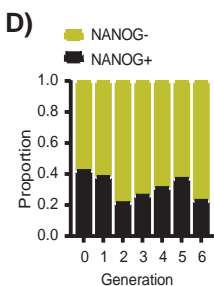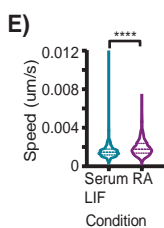

**Supplementary Fig. 3 Frequency of cell states per condition based on manual thresholding.**

**A)** Quantification of Oct4 antibody expression in different media conditions. Bimodal expression fitted with gamma distributions (yellow) and threshold value (orange) fixed at intersection of the two distributions to classify cells as Oct4+ (O+) or Oct4- (O-). Proportions of cells in each class per condition as indicated.  $n > 9000$  cells per condition from two biological replicates.

**B)** Top 5 cell states and their proportion of the population per media condition based on manual thresholding per transcription factor in panel. Green indicates upregulated and yellow indicates downregulated factors.  $N > 9000$  cells per condition from two independent replicates.

**C)** Proportions of NANOG+/- cells remains constant across generations and is similar with manual (Fig. 2A) and IMC thresholding (Fig.1F) in SerumLIF.  $n > 600$  data points (each timepoint of all cells) per column from 2 biological replicates.

**D)** NANOG is downregulated in RA already from generation 1.  $n > 900$  data points per column from 2 biological replicates

**E)** Original graph of zoomed in Fig.2G with all data included. Cells in RA are more motile than in SerumLIF. Motility quantified from timelapse as mean distance travelled per timelapse imaging frame.  $N = 913$  SerumLIF and  $1636$  RA cells from 2 biological replicates. Dotted lines represent 25th, 50th and 75th percentile values. \*\*\*\* $p < 0.0001$ , two-tailed unpaired t-test.

**Supplementary Fig. 4 Nanog dynamics, cell motility and lifetime are not indicators of germ layer marker upregulation.**

**A-C)** NANOG downregulation occurs two generations prior to but is not sufficient for germ layer marker upregulation as determined by Decision Cells. Ancestral NANOG levels of Fate+ Decision Cells (left) and Fate- cells (right) as indicated. Decision Cells, i.e. ancestor cells in which a lineage marker is first expressed, (in rectangle box) detected as shown graphically (see Methods). Cells classified as NANOG+ (+) or NANOG- (-) based on NANOG reporter expression above or below threshold value for ~2.5 hours. “+/-” means current cell is NANOG+ and its mother cell is NANOG-, and so on. Two-sided Fisher’s exact test to determine if observed proportions are significantly different, with cells in yellow as category 1 and all other combinations grouped together under category 2. **A)** n=39 FOXA2+ Decision Cells and n=359 FOXA2- cells from two biological replicates. ns: not significant p=0.1, 0.23, 0.19, 0.23, 0.84 (DC,1,2,3,4 gen up) **B)** n= 84 AnyFate+ Decision Cells and n=239 AnyFate- cells from two biological replicates. \*\*p=0.002, 0.004 (DC,1 gen up) ns: not significant p=0.06, 0.88, 0.26 (2,3,4 gen up) **C)** n= 9 Brachyury+ Decision Cells and n = 318 Brachyury- cells from two biological replicates. ns: not significant p=0.72, 0.47, 0.48, 0.43, 0.18 (DC, 1,2,3,4 gen up).

**D-F)** Cell lifetime is not a reliable marker of germ layer marker expression. Dotted lines represent 25th, 50th and 75th percentile values, Two-tailed unpaired t-test. **D)** n=36 FOXA2+ and n=1533 FOXA2- cells from 2 biological replicates. ns: not significant p=0.96. **E)** AnyFate+ and AnyFate- cells in RA have similar lifetimes (effect size: 45 minutes). N=169 AnyFate+ and n=1400 AnyFate- cells from 2 biological replicates. \*\*\*\*p= 1.38E-06, Cannot be used as a predictive indicator of germ layer marker expression. **F)** n=16 Brachyury+ and n=2002 Brachyury- cells from 2 biological replicates. ns: not significant p=0.22

**G-I)** Cell speed is not a marker of germ layer marker expression. Dotted lines represent 25th, 50th and 75th percentile values. Two-tailed unpaired t-test. **G)** n=119 FOXA2+ and n=3184 FOXA2- cells from 2 biological replicates ns: not significant p=0.52 **H)** n=449 AnyFate+ and n=2854 AnyFate- cells from 2 biological replicates. ns: not significant p=0.61 **I)** n=46 BRACHYURY+ and n=4206 BRACHYURY- cells from 2 biological replicates. ns: not significant p=0.56

**J)** No significant differences in pluripotency marker and signaling molecule expression of FOXA2+/FOXA2- sister pairs. N=23 sister pairs from two biological replicates. \*\*\*\*p= 0.000002 where indicated, else non-significant p>0.2, unpaired t tests corrected for multiple comparisons.

**K)** No significant differences in pluripotency marker and signaling molecule expression of AnyFate+/AnyFate- sister pairs. N=34 sister pairs from two biological replicates. All non-significant p>0.1, unpaired t tests corrected for multiple comparisons.

**L)** SOX1+FOXA2+ cells are generated in different RA concentrations. Proportion of cells in R1WT (left) and NG4 (right) ESC lines. n>700 cells per condition per cell line from 1 biological replicate each.

# Supp Fig. 5

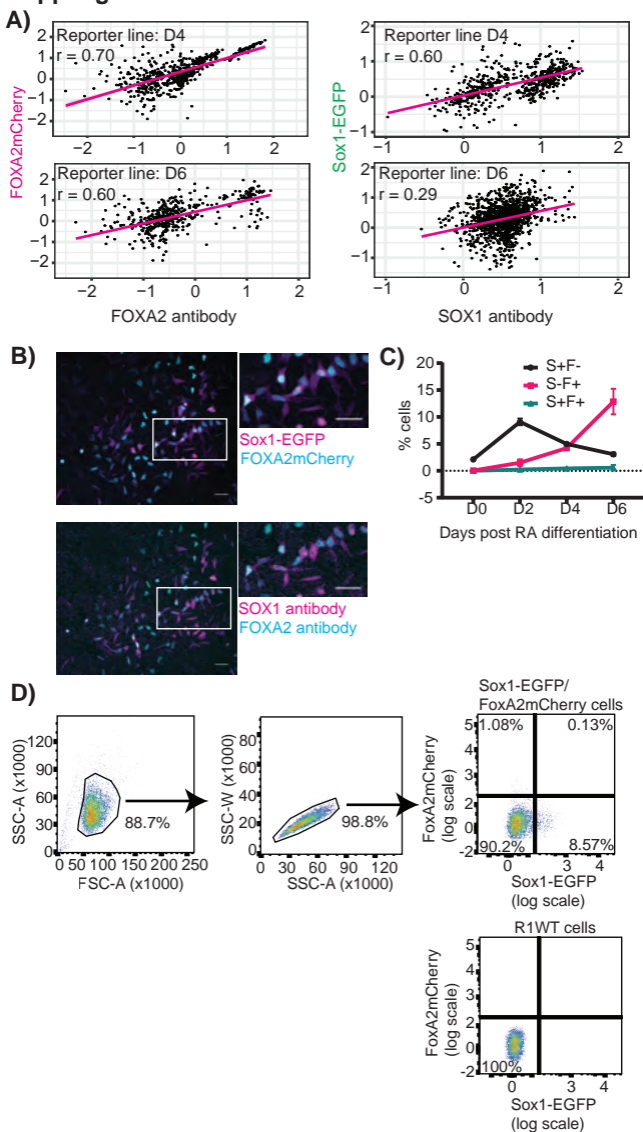

**Supplementary Fig. 5 FoxA2mCherry reports Foxa2 protein levels accurately.**

**A)** The Sox-EGFP/FoxA2mCherry line accurately reports FOXA2 at 4- and 6-days post RA differentiation and SOX1 protein expression till D4 post RA differentiation. Linear regression line (pink) and Pearson correlation coefficient ( $r$ ) as indicated. Data log transformed.  $n > 300$  cells per day from two biological replicates.

**B)** Overlay images of gray scale images from Fig. 4C. Scale bar 50  $\mu$ m

**C)** Proportion of Sox1+FOXA2- cells peaks at 2 days post RA differentiation while proportion of Sox1-FOXA2+ cells increase steadily. Sox1+FOXA2+ cells remain a minor but persistent population. Data from FACS analysis of differentiating Sox1-EGFP/FoxA2mCherry cells.  $n = 3$  biological replicates per data point. Error bars represent means  $\pm$  SDs.

**D)** FACS gating strategy to identify relevant populations shown in C). R1WT cells as negative control to set fluorescence thresholds.

**Supp Fig. 6**

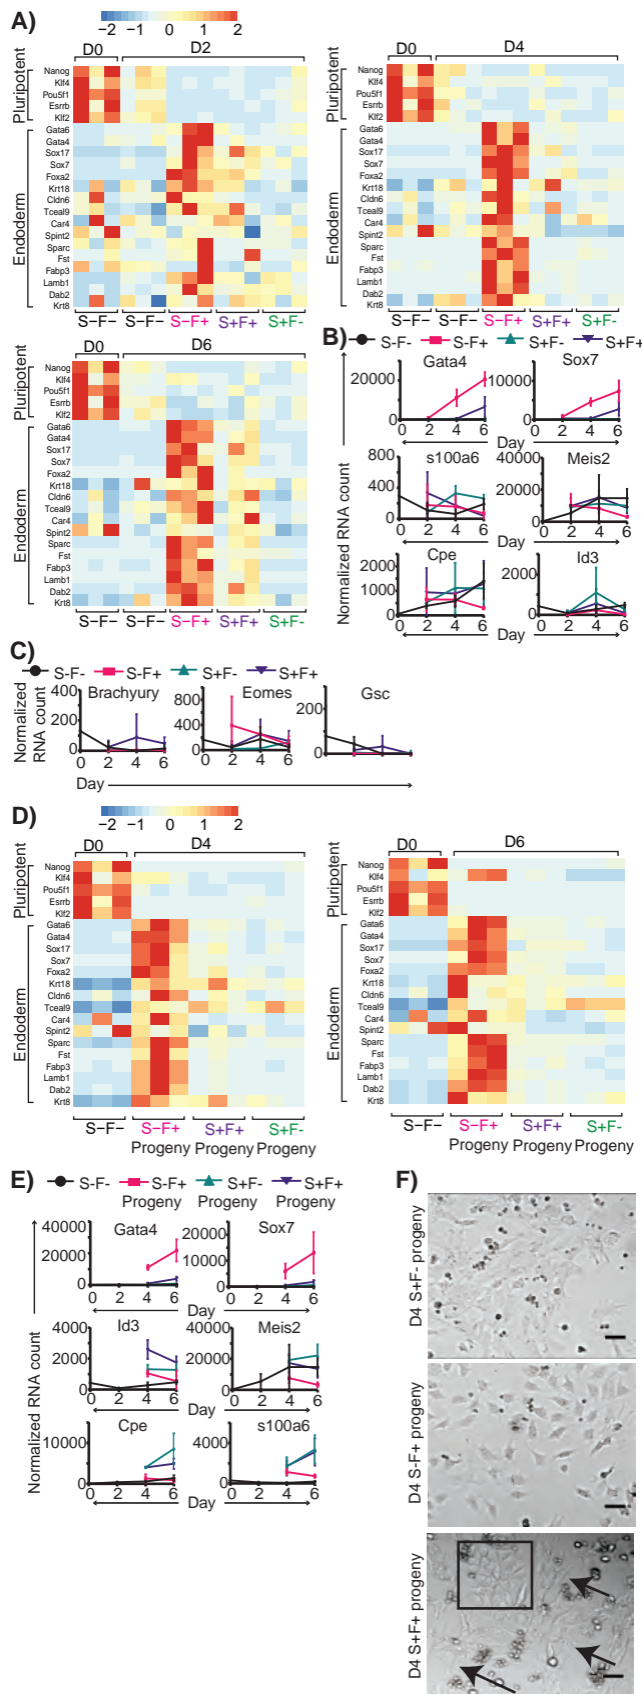

**Supplementary Fig. 6: Visceral and parietal endoderm markers are upregulated at intermediate levels in Sox1+FOXA2+ cells and its progeny compared to Sox1-FOXA2+ cells and its progeny.**

**A)** Additional markers for visceral and parietal endoderm markers are also upregulated in Sox1-FOXA2+ cells and this signature becomes more pronounced with time. 

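The genes in this panel are markers of extra-embryonic endoderm, which the paper plots as z-scores by gene of normalized counts. Over time, the 12 parietal endoderm genes compiled separately rose between D2 and D6 in Sox1-FOXA2+ cells, with a median log2 fold change of 4.27, and 9 of them were called over all genes tested and 11 adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).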

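Parietal endoderm genes in Sox1+FOXA2+ cells were higher than in Sox1+FOXA2- cells at D6 (limma's fry test, adjusted p = 0.0255, 11 of 12 genes, median log2 fold change 3.47) and lower than in Sox1-FOXA2+ cells (adjusted p = 0.0126, 12 of 12 genes, median -2.30). At D4 they were lower than in Sox1-FOXA2+ cells (adjusted p = 0.00239, 12 of 12 genes, limma's fry test), and no difference from Sox1+FOXA2- cells was called (limma's fry test, adjusted p = 0.943, median 0.01).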

Sox1+FOXA2+ cells show intermediate expression for same markers. Relative gene expression per population as indicated, following z-score transformation of normalized counts by row.

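Endoderm genes in Sox1+FOXA2+ cells at D6 were higher than in Sox1+FOXA2- cells (limma's fry test, adjusted p = 0.0313, or 0.0651 with the replicate number as a blocking term, 16 of 16 genes) and lower than in Sox1-FOXA2+ cells (adjusted p = 0.0348, 16 of 16 genes). At D4 the corresponding values were 0.414 and 2.1e-04. Neuroectoderm genes were lower than in Sox1+FOXA2- cells at D4 (adjusted p = 0.0329, 6 of 7 genes) and at D6 (adjusted p = 0.0396, 6 of 7 genes), and higher than in Sox1-FOXA2+ cells at D6 (adjusted p = 0.00582, 6 of 7 genes) but not at D4 (adjusted p = 0.126), all by limma's fry test.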

**B)** Sox1+FOXA2+ cells express key endoderm and neuroectoderm markers in intermediate range over time. n= 3 biological replicates per condition. Error bars represent means  $\pm$  SDs.

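In single libraries, raw counts reached 334 for T, 114 for Gsc and 833 for Eomes. In D6 Sox1-FOXA2+ cells, T and Gsc had 0 counts in all 3 libraries, and Eomes had 87.4 ± 133 normalized counts (SD, n = 3).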

**C)** Markers for mesoendoderm, a precursor to definitive endoderm formation, are not expressed during RA differentiation. n= 3 biological replicates per condition. Error bars represent means  $\pm$  SDs.

**D)** Additional markers for visceral and parietal endoderm are also upregulated in the progeny of Sox1-FOXA2+ cells. 

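In the progeny of Sox1-FOXA2+ cells, parietal endoderm genes were higher than in the progeny of Sox1+FOXA2- cells at D4 (limma's fry test, adjusted p = 0.00238, 11 of 12 genes, median log2 fold change 3.11) and at D6 (adjusted p = 0.0107, 11 of 12 genes, median 3.38). For visceral endoderm genes the adjusted p was 0.00417 at D4 (6 of 7 tested genes, median 2.39) and 0.322 at D6 (6 of 10 tested genes, median 0.29, limma's fry test).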

Sox1+FOXA2+ progeny population shows intermediate expression for same markers. 

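Parietal endoderm genes of Sox1+FOXA2+ progeny were lower than those of Sox1-FOXA2+ progeny at D6 (limma's fry test, adjusted p = 0.0329, 11 of 12 genes), which did not pass the threshold with the replicate number as a blocking term (adjusted p = 0.0818). They were higher than in Sox1+FOXA2- progeny at D4 with the replicate number, which pairs these libraries, as a blocking term (limma's fry test, adjusted p = 0.0492, and 0.123 without the block, 9 of 12 genes higher). At D6 this difference did not pass the threshold (adjusted p = 0.322, 10 of 12 genes higher, limma's fry test).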

Relative gene expression per population as indicated, following z-score transformation of normalized counts by row.

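Gata4 had 916 ± 229 normalized counts (SD, n = 3) in the D6 progeny of Sox1+FOXA2- cells, 3949 ± 1290 in that of Sox1+FOXA2+ cells and 21779 ± 6960 in that of Sox1-FOXA2+ cells. Sox9 had 2595 ± 650 in the first, 3763 ± 408 in the second and 402 ± 99.4 in the third.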

**E)** Progeny population of Sox1+FOXA2+ cells express both endoderm and neuroectoderm markers over time. n= 3 biological replicates per condition. Error bars represent means  $\pm$  SDs.

**F)** Sox1+FOXA2+ cells give rise to cells with two distinct morphologies: flat, elongated characteristic of neuronal cells (arrows, D4 S+F- progeny) versus epithelial-like morphology (rectangle, D4 S-F+ progeny) characteristic of endoderm cells. N =2 biological replicates per condition. Scale bar 50  $\mu$ m.

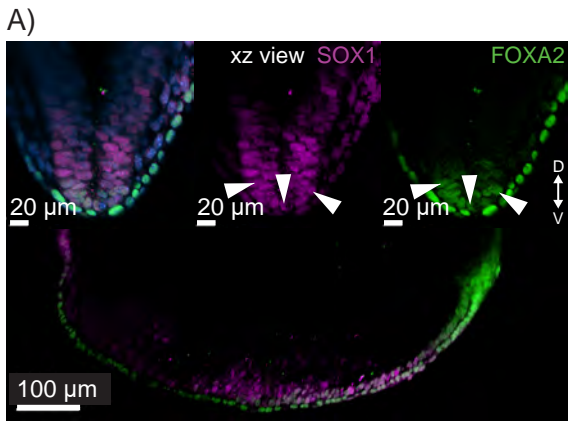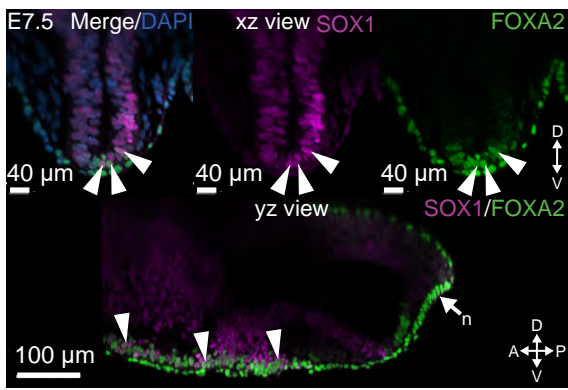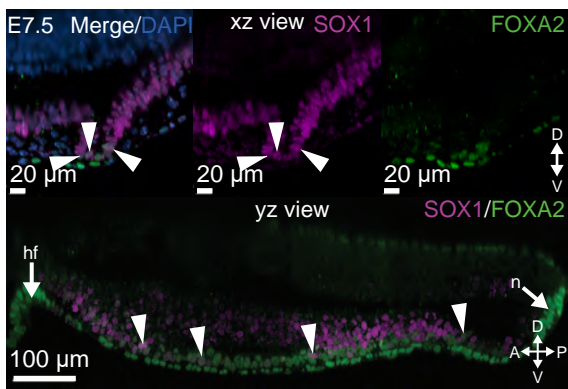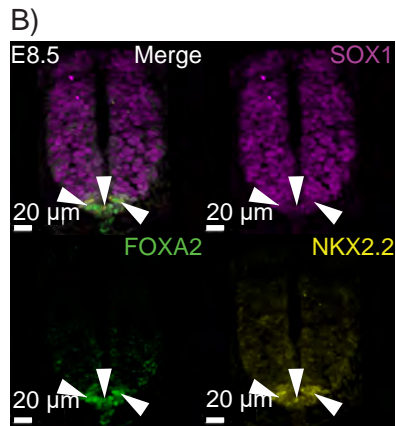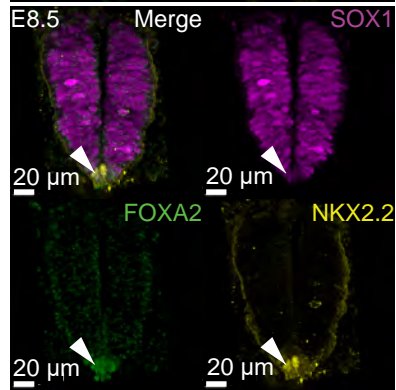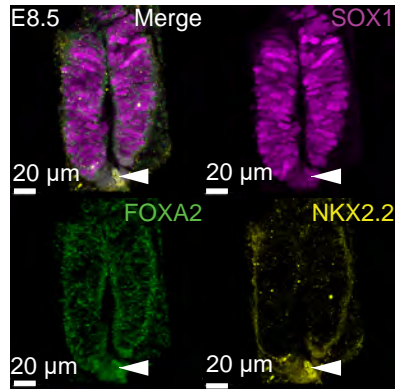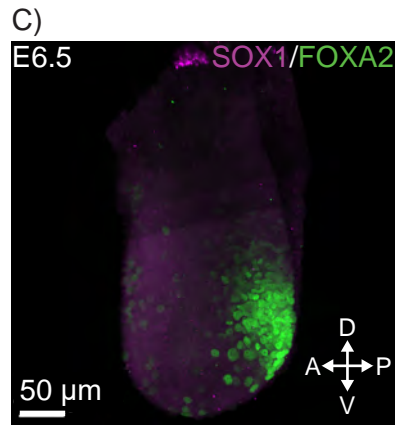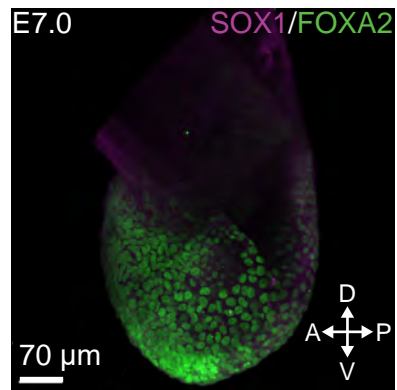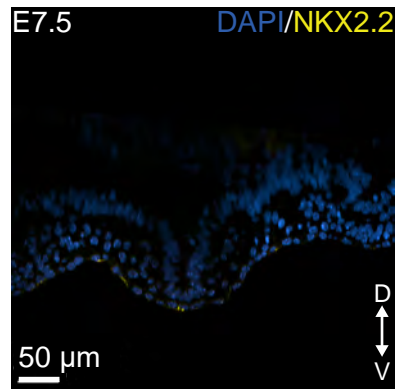

**Supplementary Fig.7 Immunofluorescence staining replicates of whole 7.5 embryos and E8.5 embryo from Fig. 6.**

**A)** Three E7.5 Embryos stained for SOX1 and FOXA2. SOX1+FOXA2+ cells were detected ventrally in the neural groove and along its whole length from posterior to anterior (marked with arrowheads. A: anterior, D: distal, P: posterior, V: ventral. hf: head fold, n: node, ng: neural groove, ve: visceral endoderm.

**B)** Neural tube slices from three E8.5 embryos, stained for SOX1, FOXA2, and the marker for p3 neural progenitors, NKX2.2. SOX1+FOXA2+ cells were still present at E8.5. The cells were located ventrally, and some were found to co-express NKX2.2, thus suggesting that SOX1+FOXA2+ cells could be precursors to p3 neural progenitors.

**C)** E6.5-7.5 embryos stained against SOX1 and FOXA2, and optical section and zoom in the neural groove of an E7.5 embryo, stained against NKX2.2. FOXA2 expression was detected both at E6.5 and E7.0, but no SOX1 expression was detected. No NKX2.2 expression was detected yet at E7.5.

| Target          | Company             | Catalogue number | Annotation           | Isotope/Metal tag | Concentration |
|-----------------|---------------------|------------------|----------------------|-------------------|---------------|
| AKT             | Cell Signaling Tech | C67E7            | Signaling protein    | Dy164             | 5 ug/ml       |
| phAKT           | Cell Signaling Tech | 4060             | Signaling protein    | Eu153             | 6 ug/ml       |
| BRACHYURY       | R&D                 | AF2085           | Transcription factor | Nd146             | 5 ug/ml       |
| CLEAVED CASPASE | BD Biosciences      | C92-605          | Apoptosis marker     | Ln115             | 4 ug/ml       |
| CYCLIN B1       | ThermoFisher        | GNS11            | Cell cycle marker    | Gd156             | 3 ug/ml       |
| DNMT3a          | NovusBio            | 64B814.1         | Histone modifier     | Nd150             | 2 ug/ml       |
| DNMT3b          | NovusBio            | 52A1018          | Histone modifier     | Yb176             | 1 ug/ml       |
| ESRRB           | R&D                 | PP-H6705-00      | Transcription factor | Yb174             | 1 ug/ml       |
| ERK             | Cell Signaling Tech | 137F5            | Signaling protein    | Nd143             | 4 ug/ml       |
| pERK            | BD Biosciences      | 561991           | Signaling protein    | Sm154             | 5 ug/ml       |
| GATA6           | R&D                 | AF1700           | Transcription factor | Nd142             | 4 ug/ml       |
| FOXA2           | Santa Cruz          | 6554             | Transcription factor | Yb172             | 1 ug/ml       |
| HISTONE H3      | Cell Signaling Tech | 4499             | Histone modifier     | Ln113             | 2 ug/ml       |
| pHISTONE H3     | Abcam               | ab10543          | Histone modifier     | Er170             | 0.001 µg/ml   |
| KLF4            | Abcam               | ab75486          | Transcription factor | Gd155             | 2.5 ug/ml     |
| KLF5            | R&D                 | AF3758           | Transcription factor | Sm152             | 2 ug/ml       |
| KI67            | Cell Signaling Tech | 9449             | Cell cycle marker    | Er168             | 2 ug/ml       |
| NANOG           | eBio                | MLC-51           | Transcription factor | Gd160             | 2 ug/ml       |
| OCT6            | Millipore           | MABN738          | Transcription factor | Yb173             | 2.5 ug/ml     |
| OCT4            | Santa Cruz          | sc8628           | Transcription factor | Dy162             | 0.75 ug/ml    |
| OTX2            | R&D                 | AF1979           | Transcription factor | Lu175             | 1 ug/ml       |
| pSMAD1/5        | Invitrogen          | 700047           | Signaling protein    | Nd144             | 2 ug/ml       |
| pRB             | Cell Signaling Tech | 8516             | Cell cycle marker    | Nd148             | 2 ug/ml       |
| SOX1            | R&D                 | AF3369           | Transcription factor | Dy161             | 1.5 ug/ml     |
| SMAD2/3         | Cell Signaling Tech | 8685             | Signaling protein    | Tb159             | 2.5 ug/ml     |
| pSMAD2/3        | Cell Signaling Tech | 8828             | Signaling protein    | Tm169             | 5 ug/ml       |
| SOX17           | Neuromics           | GT15094          | Transcription factor | Pr141             | 2 ug/ml       |
| SOX2            | Sigma-Aldrich       | ab5603           | Transcription factor | Eu151             | 2.5 ug/ml     |
| STAT3           | Cell Signaling Tech | 9139             | Signaling protein    | Er167             | 5 ug/ml       |
| TBX3            | Santa Cruz          | sc17871          | Transcription factor | Yb171             | 1.5 ug/ml     |
| TFE3            | Sigma-Aldrich       | HPA023881        | Transcription factor | Nd145             | 2 ug/ml       |
| TFCP2L1         | R&D                 | AF5726           | Transcription factor | Sm147             | 5 ug/ml       |
| ZNF281          | Santa Cruz          | sc-166933        | Transcription factor | Dy163             | 1.5 ug/ml     |
| bcATENIN        | Cell Signaling Tech | 8814             | Signaling protein    | Ho165             | 2.5 ug/ml     |
| cMYC            | Cell Signaling Tech | 5605             | Cell cycle marker    | Er166             | 2.5 ug/ml     |
| pmTOR           | Cell Signaling Tech | 5536             | Signaling protein    | Gd158             | 5 ug/ml       |
| php53           | Cell Signaling Tech | 9286             | Signaling protein    | Sm149             | 5 ug/ml       |

***Supplementary Table 1 Antibody panel used in Imaging Mass Cytometry***

# Supplementary material for: Identification of an embryonic differentiation stage marked by Sox1 and FoxA2 co-expression using combined cell tracking and high dimensional protein imaging
**Source:** Nat Commun. 2024 Sep 9;15:7860. doi: 10.1038/s41467-024-52069-z
**Supplement:** Supplementary file 3 — Description Of Additional Supplementary Files

### **Description of Additional supplementary files**

**Supplementary Movie.1** FOXA2 (green) and SOX1 (pink) immunostaining in E7.5 whole embryo to visualize SOX1+FOXA2+ cells in the ventral region of the neural groove.

# Supplementary material for: Identification of an embryonic differentiation stage marked by Sox1 and FoxA2 co-expression using combined cell tracking and high dimensional protein imaging
**Source:** Nat Commun. 2024 Sep 9;15:7860. doi: 10.1038/s41467-024-52069-z
**Supplement:** Supplementary file 5 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Youscope v2.1 for timelapse imaging: Open Source ( <a href="http://langmo.github.io/youscope/">http://langmo.github.io/youscope/</a> )<br>Hyperion Imaging System for Imaging Mass Cytometry: Commercial from Standard Biotools ( <a href="https://www.standardbio.com/products/instruments/hyperion">https://www.standardbio.com/products/instruments/hyperion</a> ), BD FACS Aria III, BD FACS Diva v8, Leica SP8 confocal, Zeiss LSM980 microscope 2 Photon, Illumina NovaSeq 6000 for RNASeq |
| Data analysis   | Publicly available: Histocat v1.0 (IMC data quantification), Ilastik v0.5 (image segmentation), BaSiC v1.1(Timelapse data background correction), The Tracking Tool v3.5(Tree generation from timelapse data), qTfy v1.1(Quantifying tree data from timelapse imaging), fastER v1.4 (Timelapse image segmentation), R v4.1.2 (data analysis), MATLAB R2017B (data analysis), GraphPad Prism v10.1.2, FlowJo v10, Imaris v10                                                                      |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Quantified imaging data and analysis scripts are uploaded to ETH Research Collection with DOI 10.3929/ethz-b-000688864 [<https://doi.org/10.3929/ethz-b-000688864>].

Bulk RNASeq data has been uploaded to the Gene Expression Omnibus (GEO) database under accession code GSE259317 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE259317>]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods were used to determine sample sizes

### Data exclusions

In timelapse data, for certain analysis involving NANOG live reporter, the first two and last two timepoints of a cell were excluded to remove Nanog quantification pre-/post-mitosis when nuclear envelope breaks. This was pre-determined and also reported in Methods.

### Replication

All experiments were replicated at least twice. Replication was successful

### Randomization

Samples were not randomized

### Blinding

Investigators were not blinded during data collection/analysis

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibody Company Catalogue Number Working Concentration

AKT Cell Signaling Tech C67E7 5ug/ml  
 phAKT Cell Signaling Tech 4060 6 ug/ml  
 BRACHYURY R&D AF2085 5 ug/ml  
 CLEAVED CASPASE BD Biosciences C92-605 4 ug/ml  
 CYCLIN B1 ThermoFisher GNS11 3 ug/ml  
 DNMT3a NovusBio 64B814.1 2ug/ml  
 DNMT3b NovusBio 52A1018 1 ug/ml  
 ESRRB R&D PP-H6705-00 1 ug/ml  
 ERK Cell Signaling Tech 137F5 4 ug/ml  
 pERK BD Biosciences 561991 5 ug/ml  
 GATA6 R&D AF1700 4 ug/ml  
 FOXA2 Santa Cruz 6554 1 ug/ml  
 HISTONE H3 Cell Signaling Tech 4499 2 ug/ml  
 pHISTONE H3 Abcam ab10543 0.001 ug/ml  
 KLF4 Abcam ab75486 2.5 ug/ml  
 KLF5 R&D AF3758 2 ug/ml  
 KI67 Cell Signaling Tech 9449 2 ug/ml  
 NANOG eBio MLC-51 2 ug/ml  
 OCT6 Millipore MABN738 2.5 ug/ml  
 OCT4 Santa Cruz sc8628 0.75 ug/ml  
 OTX2 R&D AF1979 1 ug/ml  
 pSMAD1/5 Invitrogen 700047 2 ug/ml  
 pRB Cell Signaling Tech 8516 2 ug/ml  
 SOX1 R&D AF3369 1.5 ug/ml  
 SMAD2/3 Cell Signaling Tech 8685 2.5 ug/ml  
 pSMAD2/3 Cell Signaling Tech 8828 5 ug/ml  
 SOX17 Neuromics GT15094 2 ug/ml  
 SOX2 Sigma-Aldrich ab5603 2.5 ug/ml  
 STAT3 Cell Signaling Tech 9139 5 ug/ml  
 TBX3 Santa Cruz sc17871 1.5 ug/ml  
 TFE3 Sigma-Aldrich HPA023881 2 ug/ml  
 TFCP2L1 R&D AF5726 5 ug/ml  
 ZNF281 Santa Cruz sc-166933 1.5 ug/ml  
 bCATENIN Cell Signaling Tech 8814 2.5 ug/ml  
 cMYC Cell Signaling Tech 5605 2.5 ug/ml  
 pmTOR Cell Signaling Tech 5536 5 ug/ml  
 php53 Cell Signaling Tech 9286 5 ug/ml  
 FOXA2\_AF647 Abcam ab193879 1.25 ug/ml  
 NANOG\_AF488 Ebioscience 53-5761-80 2.5 ug/ml  
 Donkey anti-goat AF555 ThermoFisher A-21432 2 ug/ml  
 FOXA2 Abcam ab40874 1:300 dilution  
 NKX2.2 DSHB 74.5A5, 1:100 dilution  
 Donkey anti-mouse IgG (H+L) Alexa FluorTM 488 Thermo Fisher A-21202 4 ug/ml  
 Donkey anti-mouse IgG (H+L) Alexa FluorTM plus 647 Thermo Fisher A32787 4 ug/ml  
 Donkey anti-rabbit IgG (H+L) Alexa FluorTM 488 Thermo Fisher A-21206 4 ug/ml  
 Donkey anti-rabbit IgG (H+L) Alexa FluorTM 546 Thermo Fisher A10040 4 ug/ml

Donkey anti-goat IgG (H+L) Alexa Fluor™ 546 Thermo Fisher A-11056 4 ug/ml  
, donkey anti-goat IgG (H+L) CF640R (Biotium, 20179,1:500).

## Validation

AKT Cell Signaling Tech C67E7: Validated by company to work in Mouse and for immunohistochemistry  
 pAKT Cell Signaling Tech 4060: Validated by company to work in Mouse and for immunohistochemistry  
 BRACHYURY R&D AF2085: Validated by company to work in Mouse and for immunohistochemistry  
 CLEAVED CASPASE BD Biosciences C92-605: Validated by company to work in Mouse and for immunohistochemistry  
 CYCLIN B1 ThermoFisher GNS11: Validated by company to work in Mouse and for immunohistochemistry  
 DNMT3a NovusBio 64B814.1: Validated by company to work in Mouse and for immunohistochemistry  
 DNMT3b NovusBio 52A1018: Validated by company to work in Mouse and for immunohistochemistry  
 ESRRB R&D PP-H6705-00: Validated by company to work for immunohistochemistry. Validated by us as follows: dynamic expression range and nuclear localization in mouse embryonic stem cells during pluripotency and downregulation upon differentiation as expected.  
 ERK Cell Signaling Tech 137F5: Validated by company to work in Mouse and for immunohistochemistry  
 pERK BD Biosciences 561991: Validated by company to work in Mouse. Validated by us: dynamic expression range following immunofluorescence in mouse embryonic stem cells during pluripotency in SerumLIF as expected  
 GATA6 R&D AF1700: Validated by company to work in immunocytochemistry. Validated by us as follows: No expression in mouse embryonic cells in pluripotency, upregulation and nuclear localization upon meso-endoderm differentiation following immunofluorescence.  
 FOXA2 Santa Cruz 6554: Validated by company for mouse and immunocytochemistry  
 HISTONE H3 Cell Signaling Tech 4499: Validated by company for use in mouse and immunocytochemistry  
 pHISTONE H3 Abcam ab10543: Validated by company for use in immunocytochemistry and predicted to work in mouse. Published to work in mouse eg: Soffer A et al. Apoptosis and tissue thinning contribute to symmetric cell division in the developing mouse epidermis in a nonautonomous way. PLoS Biol 20:e3001756 (2022).  
 KLF4 Abcam ab75486: Validated by company to work in immunocytochemistry. Validated by us as follows: dynamic expression range and nuclear localization in mouse embryonic stem cells during pluripotency and downregulation upon differentiation as expected.  
 KLF5 R&D AF3758: Validated by company to work in immunocytochemistry and mouse.  
 KI67 Cell Signaling Tech 9449: Validated by company to work in immunocytochemistry. Validated by us as follows: dynamic expression range in mouse embryonic stem cells and upregulation during mitosis.  
 NANOG eBio MLC-51: Validated by company to work in Mouse and for immunocytochemistry  
 OCT6 Millipore MABN738: Validated by company to work in Mouse and for immunocytochemistry  
 OCT4 Santa Cruz sc8628: Validated by company to work in Mouse and for immunocytochemistry  
 OTX2 R&D AF1979: Validated by company to work for immunocytochemistry. Validated by us for immunofluorescence as follows: dynamic expression range and nuclear localization in mouse embryonic stem cells in pluripotency and upregulation during neural differentiation as expected  
 pSMAD1/5 Invitrogen 700047: Validated by company to work in Mouse and for immunocytochemistry  
 pRB Cell Signaling Tech 8516: Validated by company to work in Mouse and for immunocytochemistry  
 SOX1 R&D AF3369: Validated by company to work in Mouse and for immunocytochemistry  
 SMAD2/3 Cell Signaling Tech 8685: Validated by company to work in Mouse and for immunocytochemistry  
 pSMAD2/3 Cell Signaling Tech 8828: Validated by company to work in Mouse  
 SOX17 Neuromics GT15094: Validated by company to work for immunocytochemistry. Validated by us as follows: No expression in mouse embryonic cells in pluripotency, upregulation and nuclear localization upon meso-endoderm differentiation following immunofluorescence.  
 SOX2 Sigma-Aldrich ab5603: Validated by company to work in Mouse and for immunocytochemistry  
 STAT3 Cell Signaling Tech 9139: Validated by company to work in Mouse and for immunocytochemistry  
 TBX3 Santa Cruz sc17871: Validated by reviewers on company website to work in mouse and immunofluorescence for mESC. Same observed by us.  
 TFCP2L1 R&D AF5726: Validated by us for immunofluorescence as follows: dynamic expression range and nuclear localization in mouse embryonic stem cells during pluripotency and downregulation upon differentiation as expected.  
 ZNF281 Santa Cruz sc-166933: Validated by company to work in Mouse and for immunocytochemistry.  
 bCATENIN Cell Signaling Tech 8814: Validated by company to work in Mouse and for immunocytochemistry.  
 cMYC Cell Signaling Tech 5605: Validated by company to work in Mouse and for immunocytochemistry.  
 pmTOR Cell Signaling Tech 5536: Validated by company to work in Mouse and for immunocytochemistry.  
 php53 Cell Signaling Tech 9286: Validated by company to work in Mouse and for immunocytochemistry.  
 TFE3 Sigma-Aldrich HPA023881 : Validated by company to work in Mouse and for immunocytochemistry. Advanced validation done by RNAi knockdown.  
 FOXA2\_AF647 Abcam ab193879: Validated by company to work for immunocytochemistry. Validated by us as follows: Correlates well with FOXA2mCherry reporter expression at single cell level.  
 NKX2.2 DSHB 74.5A5: Validated by company to work in Mouse and for immunocytochemistry.  
 NANOG\_AF488 Ebioscience 53-5761-80: Validated by company to work in Mouse and for immunocytochemistry.  
 FOXA2 Abcam ab40874: Validated by company to work in Mouse and for immunocytochemistry

In addition, prior to creating the IMC panel, all antibodies were tested to be appropriate for mESCs via immunofluorescence. Antibodies were validated based on expression dynamic range, expected sub cellular localization and expected expression during pluripotency, differentiation, cell division etc based on literature.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

R1 WT: Nagy, A., Rossant, J., Nagy, R., Abramow-Newerly, W. & Roder, J. C. Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. Proc. Natl. Acad. Sci. U. S. A. 90, 8424–8428 (1993).  
 R1 NanogVenus: Filipczyk, A. et al. Network plasticity of pluripotency transcription factors in embryonic stem cells. Nat. Cell Biol. 17, 1235–1246 (2015).  
 NG4 (NANOG GFP, CCE line): Schaniel, C. et al. Smarcc1/Baf155 Couples Self-Renewal Gene Repression with Changes in

Chromatin Structure in Mouse Embryonic Stem Cells. Stem Cells 27, 2979–2991 (2009).  
 Sox1-EGFP (46C): Aubert, J. et al. Screening for mammalian neural genes via fluorescence-activated cell sorter purification of neural precursors from Sox1-gfp knock-in mice. Proc. Natl. Acad. Sci. 100, 11836–11841 (2003).

Authentication

Cell lines were not genetically authenticated

Mycoplasma contamination

Cell lines were tested for mycoplasma contamination and found to be negative

Commonly misidentified lines  
 (See [ICLAC](#) register)

No commonly misidentified lines were used

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Animals used were 15- 20 weeks old RjOrl:SWISS mice from Janvier Labs

Wild animals

No wild animals were used

Reporting on sex

Sex was not considered in the design of the study experiment.

Field-collected samples

No samples were collected from field

Ethics oversight

All experiments were performed according to Swiss federal law and the institutional guidelines of ETH Zurich as well as approved by local animal ethics committee of Basel-Stadt (approval number 2655)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

R1WT or Sox1-EGFP/FoxA2mCherry cells were washed 3x with PBS post trypsinization, resuspended in PBS + 10% Serum before undergoing FACS analysis/sort. 100 um nozzle was used.

Instrument

BD FACS AriaIII

Software

BD FACS Diva v8 for data acquisition and FlowJo v10 for data analysis

Cell population abundance

Based on differentiation stage, 0-10% cells were Sox1EGFP+FOXA2mCherry-, 0-15% cells were Sox1-EGFP-FOXA2mCherry+ and 0-1% cells were Sox1-EGFP+FOXA2mCherry+. Downstream transcriptomic analysis validated our gating strategy as sorted populations displayed distinct lineage signatures.

Gating strategy

Gating strategy included commonly used gates for SSC/FSC for live cell isolation and doublet exclusion. Fluorescence gates were set based on R1WT negative control.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

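The data are bulk RNA-seq libraries of about 500 cells, 57 in all, with 3 replicates of each of 19 conditions (39 sorted and 18 progeny libraries). The authors aligned reads with STAR to the mouse genome, with GENCODE M21 (GRCm38) as annotation, and counted them per gene with featureCounts; the deposited values are raw counts, not normalized. The 92 lines of the table that name no gene hold 0 counts and were left out. No 2 libraries were identical. Microscopy, mass cytometry and embryo data were not used here. Library totals had a median of 36694379 counts (10170632 to 81845651), and a median of 20390 genes per library had at least 1 count.

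Genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, prior count 0.125 for log2 fold changes) in R 4.3.3, in a single fit of the populations of each day and arm. All tests are two-sided, and an adjusted p under 0.05 (Benjamini-Hochberg) is called. Comparisons of progeny with sorted cells took Sox1-FOXA2+, Sox1+FOXA2- and Sox1+FOXA2+ of a day in an additive fit, and the change in Sox1-FOXA2+ cells was fitted over D2, D4 and D6. Gene lists were tested with fry and camera (inter-gene correlation 0.01) of limma 3.58.1. Normalized counts and the variance-stabilizing transformation were computed with DESeq2 1.42.0, and the PCA used the 500 most variable genes. Permutation tests on single genes used log2 of normalized counts plus 1. Genes named in the text were those the paper names or plots, the genes of the lists and the 5 largest and 5 smallest log2 fold changes among called genes with no overlap between libraries at D6 and in D6 progeny. At D6 these were Pdzd3, Lama1, Col4a1, Gata4 and Col4a2, and Zscan4f, Zscan4e, Usp17la, Lgi2 and Tnfsf11. In D6 progeny they were Gcnt3, Gm13128, Cyp26c1, BC025446 and Kcns1, and AC115117.2, Tmem151b, Gm2016, Cyp11b1 and Sp5. Zscan4, Usp17l and several Gm genes belong to families of near-identical copies and are uncertain. Genes lying inside another gene have 0 counts, and those partly inside are undercounted: among listed genes, Trf (95.9% of exon bases), Afp (63.8%), Irx3 (53.8%) and Nkx2-2 (51.3%) are the most affected.

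Whether replicate numbers pair the libraries was checked by correlating deviations from the group mean between libraries of one number, over 5000 genes. All 3 correlations were over 0.1 in 15 of 24 pairs of groups of the same day and arm (1 of 6 at D2, 4 of 6 at D4, 5 of 6 at D6, 3 of 3 in D4 progeny and 2 of 3 in D6 progeny), over a range from -0.228 to 0.689. There the result with the replicate block is given where it changes a call.

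Each script was tested on simulated counts with 200 genes changed by 3 on the log2 scale. The edgeR test recovered 40.5% at D4, 36.5% at D6, 78.0% in D4 progeny and 71.5% in D6 progeny, with 5.19% to 6.90% false calls and 0 calls between unchanged groups. False calls were more frequent, at 11.3%, in the fit of D6 progeny against D6 sorted cells. They were 8.51% for the change of the difference between D6 progeny and D6 sorted cells. Positions between populations set at 0.3 were recovered as 0.333 to 0.365, so that positions are biased upward. Mixtures set at 30% were recovered as 29.9% to 30.0%, and the first component of a simulated PCA correlated with the set gradient at 0.998. The mixtures simulated for comparison with the data were recovered less well. At D6 a share set at 33.3% gave 24.8% over genes higher in Sox1-FOXA2+ cells and 62.4% over genes lower in them. The alternatives tried were DESeq2's Wald test, no filter on low counts, the replicate block, fits of only the 2 groups or of all 57 libraries, each library left out in turn, other gene numbers and log2 CPM in the PCA, TMM scaling of normalized counts, and the linear scale, a stricter threshold of 0.001 and a minimum of 100 normalized counts for positions. In the PCA, replicate numbers rather than single libraries were left out in turn. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 served for annotation and figures.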

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

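The tests of longer culture, of basal medium and of cells that lost the markers for neural crest and mesenchyme genes were chosen after their result was seen, and the splits of the libraries were planned beforehand.

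A test of the difference between groups drew attention to 2 results. The difference between Sox1-FOXA2+ and Sox1+FOXA2- cells changed from D2 to D6 for 50 of 26096 genes (40 higher and 10 lower at D6, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2325 at an unadjusted p under 0.05), and between D6 sorted cells and D6 progeny for 6 of 26292 genes (3 higher, 3 lower in progeny, 2880 at an unadjusted p under 0.05). When the libraries were regrouped at random, 12 of 100 splits for the first and 11 of 100 for the second, the real grouping included, gave as many genes, and the largest other split gave 213 and 114. Labels were exchanged within each day or arm separately, so that a split could keep the real grouping of D6 or of D6 progeny. The difference between populations at that stage then counts as a change. The regrouping therefore cannot separate a true change from chance. No conclusion on days or on sorted cells against progeny is drawn from either count. In simulated libraries the same fits recovered 17.0% and 21.5% of 200 changed genes, so that a true change of this kind would mostly have gone uncalled.

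Neural crest and mesenchyme genes, which the paper does not discuss for these libraries, were higher in progeny than in sorted cells of the same day, at D4 with an adjusted p of 0.00135 and at D6 with 0.0140 (limma's fry test, 9 of 13 genes positive at both days, median log2 fold change 0.94 and 0.59). Single genes differed by more, with Col1a1 at 5.62 (standard error 1.14, adjusted p = 0.00498, edgeR's quasi-likelihood test) and Col3a1 at 5.07 (standard error 1.39, adjusted p = 0.0282, the same edgeR test, but 0.0576 with the replicate block and up to 0.0688 without single libraries) at D6. In D6 Sox1+FOXA2- progeny, Col1a1 had 22173 ± 12580 normalized counts (SD, n = 3), against 186 ± 71.8 in sorted Sox1+FOXA2- cells and 1829 ± 1187 in sorted Sox1-FOXA2- cells, and Col3a1 had 9111 ± 5593 in the latter. In 1 of the 100 splits, the real one, as many genes in all differed between progeny and sorted cells as observed at D4, and likewise at D6. Progeny and sorted cells of the same day had spent equal time in RA in all, so that longer culture cannot account for their difference. D4 progeny were also higher than D6 sorted cells of the same gates, with a median log2 fold change of 0.683 over the list, 9 of 13 genes being positive. Of the 4 called genes, Col1a1, Col3a1 and Twist1 were higher and Tfap2b was lower (-3.34, adjusted p = 0.0054, edgeR's quasi-likelihood test). Pax3, Tfap2a and Sox10 were lower without a call. The rise of D4 progeny over D6 sorted cells thus held over the list but not for these lower genes. Serum in place of N2B27 as basal medium cannot be told apart from replating, because 0 RA-treated libraries had serum without replating. Progeny were harvested without a further sort, so that they could hold cells that had lost the markers. Cells as the sorted Sox1-FOXA2- cells of the same day do not account for the D4 progeny, which were higher than those over the list (median log2 fold change 0.515, 10 of 13 genes positive, past the threshold of 0.05 in limma's fry test of this list). At D6 such cells cannot be told apart from the other explanations left, as the progeny were not higher than the sorted Sox1-FOXA2- cells over the list (median -0.847, 4 of 13 genes positive, not past the threshold in limma's fry test). The progeny went apart there, with a median of 0.426 in Sox1+FOXA2- progeny (7 of 13 genes positive) and -1.64 in Sox1-FOXA2+ progeny (3 of 13), neither past the threshold. No library batch is recorded that could be set against these explanations.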

How the results depend on the processing

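All alternatives described in this part were set before the results were seen, except the exchange of libraries within replicate numbers and where stated. Populations are written S-F-, S-F+, S+F- and S+F+, with S for Sox1 and F for FOXA2. Outside the PCA, no result with a test reversed its direction under any of these alternatives. With all genes kept, the PC2 difference between S-F+ and S+F- libraries was -0.628 within-condition SDs at D6 and 0.441 in D6 progeny. These have opposite signs, whereas both were positive with 500 genes. Replicate numbers pair the libraries of some populations only (15 of 24 pairs of groups). Fits with the replicate number as a block were made for all comparisons of genes.

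The number of genes called by edgeR's quasi-likelihood test moved by more than 1.5 times under these alternatives. With DESeq2's Wald test it was 350 for D2 S-F+ against S+F-, 627 for D2 S+F+ against S+F-, 771 for D2 S+F+ against S-F+, 176 for D2 S+F- against S-F-, 622 for D4 S-F+ against S+F-, 403 for D4 S+F+ against S+F-, 1128 for D4 S+F+ against S-F+, 627 for D4 S+F- against S-F-, 2114 for D6 S-F+ against S+F-, 301 for D6 S+F+ against S+F-, 2010 for D6 S+F+ against S-F+, 233 for D6 S+F- against S-F-, 936 for D4 progeny S-F+ against S+F-, 87 for D4 progeny S+F+ against S+F-, 516 for D4 progeny S+F+ against S-F+, 2519 for D6 progeny S-F+ against S+F-, 455 for D6 progeny S+F+ against S+F-, 2179 for D6 progeny S+F+ against S-F+, 1986 for S-F+ D6 against D2, 3884 for D4 progeny against D4 sorted, 6001 for D6 progeny against D6 sorted. In simulated libraries that test called 414 genes at D4 and 446 at D6 between unchanged groups, where edgeR called 0, so its larger counts in sorted cells hold many false calls. Between unchanged groups of progeny it called fewer, 24 at D4 and 59 at D6. With 200 changed genes, that test made 38.3% and 45.5% false calls in D4 and D6 progeny, against 82.3% and 81.8% in sorted cells of D4 and D6. It also called the Foxa2 difference between FOXA2+ and FOXA2- populations at D4 (3.87) and D6 (3.33) and the rise of Sox17 in S-F+ cells (2.10). With no filter beyond 1 count, which adds genes with few counts, it was 68 for D2 S-F+ against S+F-, 95 for D2 S+F+ against S+F-, 51 for D2 S+F+ against S-F+, 46 for D2 S+F- against S-F-, 251 for D4 S-F+ against S+F-, 61 for D4 S+F+ against S+F-, 433 for D4 S+F+ against S-F+, 76 for D4 S+F- against S-F-, 605 for D6 S-F+ against S+F-, 74 for D6 S+F+ against S+F-, 280 for D6 S+F+ against S-F+, 7 for D6 S+F- against S-F-, 716 for D4 progeny S-F+ against S+F-, 70 for D4 progeny S+F+ against S+F-, 471 for D4 progeny S+F+ against S-F+, 554 for D6 progeny S+F+ against S+F-, 1858 for D6 progeny S+F+ against S-F+, 739 for S-F+ D6 against D2. The cause was not tested.

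With the replicate block it was 3 for D2 S-F+ against S+F-, 144 for D4 S-F+ against S+F-, 284 for D4 S+F+ against S-F+, 2 for D4 S+F- against S-F-, 517 for D6 S-F+ against S+F-, 162 for D6 S+F+ against S-F+, 885 for D4 progeny S-F+ against S+F-, 18 for D4 progeny S+F+ against S+F-, 637 for D4 progeny S+F+ against S-F+, and the rise of Gata6 in S-F+ cells from D2 to D6 (3.32 with the block as without it) had an adjusted p of 0.0512 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The block moved no other of these counts by more than 1.5 times. Of the named genes, besides the Gata6 rise, it lost the calls of Lama1 between D6 S+F+ and S+F- cells and of Col3a1 between D6 progeny and sorted cells. Of 199 list comparisons it called 46 in place of 52, with 42 in both, and changed 14 calls, among them those of the endoderm list at D2 between S-F+ and S+F- (adjusted p 0.0859 in limma's fry test) and at D6 between S+F+ and S-F+ (0.0715), where the numbers do not pair the libraries.

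In fits of only the 2 groups compared, which hold fewer libraries, the count was 0 for D2 S-F+ against S+F-, 105 for D4 S-F+ against S+F-, 1 for D4 S+F+ against S+F-, 1 for D6 S+F+ against S+F-, 0 for D6 S+F+ against S-F+, 1 for D6 S+F- against S-F-, 0 for D4 progeny S+F+ against S+F-, 300 for D4 progeny S+F+ against S-F+, 59 for D6 progeny S+F+ against S+F-. With all 57 libraries in a single fit, which shares 1 dispersion per gene between sorted and progeny libraries, it was 1 for D2 S+F+ against S-F+, 102 for D4 S-F+ against S+F-, 1 for D4 S+F+ against S+F-, 294 for D4 S+F+ against S-F+, 516 for D6 S-F+ against S+F-, 23 for D6 S+F+ against S+F-, 169 for D6 S+F+ against S-F+, 53 for D4 progeny S-F+ against S+F-, 0 for D4 progeny S+F+ against S+F-, 17 for D4 progeny S+F+ against S-F+, 263 for D6 progeny S-F+ against S+F-, 0 for D6 progeny S+F+ against S+F-, 76 for D6 progeny S+F+ against S-F+, and the adjusted p of the Gata6 rise (3.30) was 0.164 (edgeR's quasi-likelihood test). The cause of these changes was not tested. Besides the Gata6 rise, which lost its call in both, 11 single named genes lost theirs with all 57 libraries in a single fit and 2 with the block, and none gained one. The camera test called 80 of the list comparisons in place of 52. In the exact tests of Nes, Pax6, Sox1ot and Foxa2 between 6 and 6 libraries of a day, exchanging libraries only within replicate numbers, as a block, brought Nes at D4 to p = 0.0370 and moved no other p across 0.05, a choice made after the values were seen.

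The PCA depends on the genes used. With the 2000 most variable genes it gave a PC1 share of 32.6%, a PC2 share of 17.7%, a spread of the D6 S+F+ libraries of 17.0 and PC2 positions of S+F+ of 3.18 at D2, -1.40 at D4, -0.00230 at D6, -0.420 at D4 in progeny, -0.220 at D6 in progeny. With all genes kept it gave a PC1 share of 19.2%, a PC2 share of 16.8%, a spread of the D6 S+F+ libraries of 30.2 and PC2 positions of S+F+ of 0.595 at D2, 5.98 at D4, -1.35 at D6, 5.21 at D4 in progeny, 2.00 at D6 in progeny. With log2 CPM and TMM normalization it gave a PC1 share of 23.9%, a PC2 share of 13.6%, a spread of the D6 S+F+ libraries of 45.3 and PC2 positions of S+F+ of 0.890 at D2, -0.914 at D4, -0.155 at D4 in progeny. In these settings PC2 is not the one of the first 5 components that separates S-F+ from S+F- libraries best. That is PC3, PC3 and PC4 (the last at 2.54 SD within conditions, against 2.06 on PC2), on which the D6 position was 0.595, 0.444 and 0.504 and that of D6 progeny 0.281, 0.181 and 0.237, a choice made after the scores were seen. The median position over genes moved to 0.0952 at D4 and 0.173 in D4 progeny on the linear scale of normalized counts, and to 0.0522 at D4 over genes with an adjusted p under 0.001 in edgeR's quasi-likelihood test, a threshold that no gene passed at D2, so that it gave no position there.

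Across the fits that each left out 1 library, the number of genes called ran from 0 to 1 for D2 S-F+ against S+F-, 0 to 13 for D2 S+F+ against S+F-, 0 to 9 for D2 S+F+ against S-F+, 0 to 1 for D2 S+F- against S-F-, 28 to 65 for D4 S-F+ against S+F-, 0 to 5 for D4 S+F+ against S+F-, 44 to 125 for D4 S+F+ against S-F+, 0 to 6 for D4 S+F- against S-F-, 179 to 501 for D6 S-F+ against S+F-, 6 to 62 for D6 S+F+ against S+F-, 10 to 280 for D6 S+F+ against S-F+, 0 to 1 for D6 S+F- against S-F-, 288 to 602 for S-F+ D6 against D2. For progeny it ran from 241 to 443 for D4 progeny S-F+ against S+F-, 1 to 13 for D4 progeny S+F+ against S+F-, 91 to 294 for D4 progeny S+F+ against S-F+, 859 to 1705 for D6 progeny S-F+ against S+F-, 15 to 105 for D6 progeny S+F+ against S+F-, 466 to 1341 for D6 progeny S+F+ against S-F+, 1072 to 1902 for D4 progeny against D4 sorted, 2271 to 4548 for D6 progeny against D6 sorted.

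Other values also changed their call or moved by more than 1 SD in such fits. The Foxa2 log2 fold change between FOXA2+ and FOXA2- populations ran from 3.50 to 6.78 at D4 and from 1.81 to 3.88 at D6. The Sox17 rise in S-F+ cells ran from 1.52 to 2.68. The median position ran from 0.368 to 1.05 at D2, 0.0608 to 0.334 at D4 and 0.187 to 0.389 in D4 progeny. In the PCA all libraries of 1 replicate number were left out in turn. The PC1 share then ran from 39.9% to 41.6% and the PC2 share from 20.2% to 21.2%. The PC2 position ran from -0.861 to 0.307 at D2 and from -0.0253 to 0.357 at D4. The other values of this kind kept their direction and their side of the threshold in these fits. Calls on single named genes that were lost in them are given beside those genes.

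The spread between replicates limits the calls, and edgeR's quasi-likelihood test recovered 36.5% of 200 simulated genes changed by 3 on the log2 scale at D6 and 71.5% in D6 progeny. Sox1 had 0 counts in all 57 libraries, as had every protein-coding gene wholly inside another gene. Whether more depth would help there cannot be told from these counts.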

Differences from the paper's values

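None of the values read from the paper's text or figures differed from the values here by the rule applied. PC1 and PC2 held 40.5% and 20.1% of the variance against the paper's 38% and 18%. The 2000 most variable genes gave 32.6% and 17.7%, and with all genes kept or with log2 CPM, PC1 held less than the paper's share (19.2% and 23.9%).

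The paper reports no expression of meso-endoderm and node or notochord markers. Eomes had counts in 49 of the 57 libraries and reached 393 ± 461 normalized counts (SD, n = 3) in D2 Sox1-FOXA2+ cells, and Nog reached 3126 ± 2077 in D6 progeny of Sox1-FOXA2+ cells, with 1 of 4 tested genes of the node and notochord list called there, while the list as a whole gave an adjusted p of 0.819 (limma's fry test).

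For visceral endoderm the paper reports increased markers in Sox1-FOXA2+ cells. The list tested here was compiled separately from the paper's genes, and some of its genes, such as Trf and Afp, are undercounted. It gave an adjusted p of 0.260 at D6 and 0.138 at D4 (limma's fry test), which is no test of the markers the paper plots. The D4 value was 0.0492 with the replicate number as a block, and in D4 progeny the list was called (0.00417, limma's fry test).

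The paper places higher Foxa2 RNA in FOXA2+ populations across time. At D6 no difference between the 6 FOXA2+ and 6 FOXA2- libraries was detectable (two-sided exact permutation test, p = 0.229), although the 3 Sox1-FOXA2+ libraries held 1478 to 2697 normalized counts, above every FOXA2- library (at most 142), and the overlap lay in Sox1+FOXA2+ libraries (0 to 728). Still, DESeq2's Wald test (adjusted p = 0.0312) and the edgeR fit without D6 Sox1+FOXA2+ replicate 1 did call it. Nes, stated to be higher in populations sorted for Sox1, gave p = 0.0801 at D4 and 0.344 at D6 in two-sided exact permutation tests, and 0.0370 at D4 and 0.278 at D6 with libraries exchanged only within replicate numbers, which was chosen after the values were seen. Sox17, stated to rise with time, rose by 2.04 in Sox1-FOXA2+ cells from D2 to D6 with an adjusted p of 0.108 in edgeR's quasi-likelihood test, and was called by DESeq2's Wald test (adjusted p = 0.0240) and without D6 Sox1-FOXA2+ replicate 3.

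Samples are said to move along PC1 from D0 to D6 and Sox1+FOXA2- samples to move down PC2. On PC1, D6 Sox1+FOXA2- cells lay above the D0 libraries (-9.44 ± 1.07 against -13.9 ± 0.674, SD, n = 3), but the part of this rise from D2 to D6, 1.68, was within the spread between replicates (two-sided exact permutation test, p = 0.5). Their PC2 mean fell from 1.80 at D2 to -2.74 at D4 and was -1.26 at D6, below D2 and above D4. For the intermediate expression of endoderm markers in Sox1+FOXA2+ cells, 11 of 16 genes were higher than in Sox1+FOXA2- cells at D4 (median log2 fold change 0.37), a difference that did not pass the threshold (adjusted p = 0.414, limma's fry test), and 16 of 16 were lower than in Sox1-FOXA2+ cells (adjusted p = 2.1e-04, limma's fry test).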

Other observations

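The tests of cells of another population in the Sox1+FOXA2+ sort at D4 and D6 and of absent Sox1 RNA were chosen after their results were seen, as was the comparison of Sox1ot. The other tests of this part were set beforehand.

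Of the splits of 6 libraries into 3 and 3, of which there are 10, the real one alone (1 of 10) gave as many called genes for Sox1-FOXA2+ against Sox1+FOXA2- at D2, D4, D6 and in both sets of progeny, for Sox1+FOXA2+ against Sox1-FOXA2+ at D4 and in both sets of progeny, for Sox1+FOXA2+ against Sox1+FOXA2- at D6 and in D6 progeny, and for Sox1-FOXA2+ cells at D6 against D2. For Sox1+FOXA2+ against Sox1-FOXA2+ at D6 it was 2 of 10, another split giving 251 genes, and for Sox1+FOXA2+ against Sox1+FOXA2- in D4 progeny 3 of 10. Where no gene was called (Sox1+FOXA2+ against either population at D2, against Sox1+FOXA2- at D4, and Sox1+FOXA2- against Sox1-FOXA2- at D2, D4 and D6) all 10 of 10 splits gave as many. With 10 splits the share cannot fall below 0.1.

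Progeny differed from sorted cells of the same day in 1677 of 24857 genes at D4 (810 higher, 867 lower in progeny, and 1072 without Sox1+FOXA2+ progeny replicate 2) and 3141 of 25515 at D6 (1579 higher, 1562 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 100 splits, 1 gave as many at each day, the real one. As lists, neuroectoderm genes were higher in progeny at both days (limma's fry test, adjusted p = 5.5e-07), neural tube genes lower (adjusted p = 0.00964 at both) and p3 and floor plate genes lower at D4 (adjusted p = 0.0140).

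The 0 counts of Sox1 may come from the counting, since reads inside the body of a second gene on the same strand appear to be lost: 100% of the 465 protein-coding genes in that position have 0 counts in all libraries. Absent Sox1 RNA cannot be told apart from this, because 242 such genes whose exons lie mostly apart from those of the other gene have 0 counts as well. Sox1ot, whose body holds Sox1, had 318 ± 238 normalized counts (SD, n = 6) in Sox1+ and 22.6 ± 28.1 in Sox1- libraries at D6 (two-sided exact permutation test, p = 0.0541) and 301 ± 346 and 33.1 ± 44.0 at D4 (exact p = 0.115).

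Replicates of sorted cells differed more than those of progeny, by a ratio of common dispersions of 2.66 at D6 over 9 libraries of each, those from the 3 populations that have progeny. Library depth does not explain this, as the ratio was 4.89 after all libraries were thinned to 10170632 counts, nor do genes with few counts, as it was 3.33 over genes with a mean of at least 1000. The larger number of called genes in D6 progeny than in D6 sorted cells is consistent with smaller spread between replicates at a similar size of the differences: the median log2 fold change over 408 genes was 1.23 times as large in progeny, with a median standard error of 0.366 against 0.669.

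An intermediate level in Sox1+FOXA2+ cells could come from Sox1-FOXA2+ cells in the sort. At D4, genes higher in Sox1-FOXA2+ cells lay at 4.65% of the way from Sox1+FOXA2- to Sox1-FOXA2+ cells, and Foxa2 at 22.3 ± 19.5% (SD, n = 3), too spread to be told from that share. At D6, genes higher and genes lower in Sox1-FOXA2+ cells differed in this share by 1.07 ± 24.0 percentage points (SD, n = 3). Simulated mixtures of the other 2 populations gave -45.3 to -32.2, and the mean lies above this range by less than 2 SD. Each of the 3 libraries also lay above it. Their shares were 12.7%, 35.1% and 52.0% over higher genes and -1.41%, 61.7% and 36.3% over lower genes. Foxa2 lay at 8.17 ± 18.5% at D6, against 33.3 ± 19.7% for genes higher in Sox1-FOXA2+ cells, lower than a mixture would place it, by 25.1 ± 24.5 percentage points (SD, n = 3), which is also less than 2 SD. At D6 the 3 libraries thus leaned away from such a mixture, but they spread too widely for it to be told apart from an intermediate state. At D4 the difference was -60.5 ± 9.80, below the -50.2 to -25.0 of simulated mixtures by less than 2 SD, with each of the 3 libraries below that range. In D6 progeny the difference was -20.5 ± 4.18, while simulated mixtures of the other 2 progeny gave -18.4 to -13.0, so that a mixture of both kinds of cells side by side cannot be told apart from a state between them.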
